# An Integrative Approach to Analyze Seed Germination in *Brassica napus*

**DOI:** 10.3389/fpls.2019.01342

**Published:** 2019-10-25

**Authors:** Marta Boter, Julián Calleja-Cabrera, Gerardo Carrera-Castaño, Geoffrey Wagner, Sarah Vanessa Hatzig, Rod J. Snowdon, Laurie Legoahec, Grégoire Bianchetti, Alain Bouchereau, Nathalie Nesi, Mónica Pernas, Luis Oñate-Sánchez

**Keywords:** germination, seed traits, oilseed rape (*Brassica napus*), metabolism, hormonal pathways, transcriptomic, protein interaction, crop yield

## Abstract

Seed germination is a complex trait determined by the interaction of hormonal, metabolic, genetic, and environmental components. Variability of this trait in crops has a big impact on seedling establishment and yield in the field. Classical studies of this trait in crops have focused mainly on the analyses of one level of regulation in the cascade of events leading to seed germination. We have carried out an integrative and extensive approach to deepen our understanding of seed germination in *Brassica napus* by generating transcriptomic, metabolic, and hormonal data at different stages upon seed imbibition. Deep phenotyping of different seed germination-associated traits in six winter-type *B. napus* accessions has revealed that seed germination kinetics, in particular seed germination speed, are major contributors to the variability of this trait. Metabolic profiling of these accessions has allowed us to describe a common pattern of metabolic change and to identify the levels of malate and aspartate metabolites as putative metabolic markers to estimate germination performance. Additionally, analysis of seed content of different hormones suggests that hormonal balance between ABA, GA, and IAA at crucial time points during this process might underlie seed germination differences in these accessions. In this study, we have also defined the major transcriptome changes accompanying the germination process in *B. napus*. Furthermore, we have observed that earlier activation of key germination regulatory genes seems to generate the differences in germination speed observed between accessions in *B. napus*. Finally, we have found that protein–protein interactions between some of these key regulator are conserved in B. napus, suggesting a shared regulatory network with other plant species. Altogether, our results provide a comprehensive and detailed picture of seed germination dynamics in oilseed rape. This new framework will be extremely valuable not only to evaluate germination performance of *B. napus* accessions but also to identify key targets for crop improvement in this important process.

## Introduction

A plant´s life cycle starts with seed germination, a process aiming to produce a seedling able to grow, develop, and generate viable offspring. Germination is a crucial step for the establishment of crops in the soil and the uniformity of seedling emergence that, in turn, influence crop yield and quality. Seed germination is a complex trait influenced by different intrinsic (physiological and hormonal state of the seed) and external factors (environmental conditions during seed development, germination, and early seedling growth) as well as harvest and posterior storage (Basnet et al., 2015; Finch-Savage and Bassel, 2016). Thus, continuous interaction between environment and genotype allows seeds to germinate when conditions are suitable for plant growth (Kendall et al., 2011; Penfield and MacGregor, 2017). In crops, this trait seems to be controlled by several genes adding complexity to its study and their application in biotechnological and breeding programs. Moreover, seed germination encompasses a wide number of metabolic, hormonal, and molecular events aimed to timely produce the emergence of the embryo radicle through the surrounding seed tissues (Bewley, 1997; Holdsworth et al., 2008a). Therefore, improving germination in crops will require integrative approaches, combining a wide variety of global analyses (metabolic, molecular, and genomic analyses) with an array of computational methods.

Oilseed rape (OSR) is one of the world’s most important sources of high-quality vegetable oils for human nutrition and vegetable protein diets for livestock (Paterson et al., 2001). *Brassica napus* productivity is being challenged by variable environmental conditions that affect the reliability of seed germination in the field. Germination is a crucial trait in OSR production because seedlings must quickly attain self-sufficiency to survive. Previous studies in *B. napus*, focused mainly on the phenotypic and genetic aspects of germination traits, demonstrated that *B. napus* seed germination has substantial potential for improvement (Hatzig et al., 2015a). In this context, important efforts have been made to characterize the basic mechanisms regulating this trait using omic approaches, such as proteomics (Gu et al., 2016), hormonal profiling (Nguyen et al., 2016), oil content profiling (Ding et al., 2019), transcriptomics (Luo et al., 2019), and combination of microarray and proteomic data (Kubala et al., 2015). All these studies have been very useful to uncover some new regulatory mechanisms as well as to identify common mechanisms with other plant species. Nevertheless, an integration of all these data to provide a reliable framework to study and improve germination in this crop is still missing.

*B. napus* is closely related to the model crucifer *Arabidopsis thaliana*, and more than 86% of the protein coding sequences are conserved between them (Cavell et al., 1998). Most studies have taken advantage of the genetic and physiological proximity of both species to provide valuable guidance to analyze seed germination response in *B. napus* (Zhang et al., 2004). Nevertheless, there are clear differences between both species regarding seed size, seed composition, and seed dormancy. Moreover, *Arabidopsis* has not been subjected to the selection pressures of crop domestication, and therefore its seeds have not been challenged to perform in an agricultural context (Li et al., 2005; Finch-Savage and Bassel, 2016). Thus, it is expected that the mechanisms underlying the control of germination in this crop could be more complex and/or different to those found in *Arabidopsis*.

Seed germination begins with water uptake by the quiescent seed (imbibition) and ends with the elongation of the embryonic axis inside the seed. Seed imbibition triggers the reactivation of various metabolic, physiological, and biochemical processes necessary for the seed-to-seedling transition, such as resumption of respiratory activity, acquisition of energy, activation of repair mechanisms, protein biosynthesis from stored and newly synthesized mRNA, and reserve mobilization. Accordingly, initial catabolism of stored reserves of protein, oil, or starch accumulated during seed maturation will support the changes related with cell expansion, chloroplast development, and root growth that have to take place during this transition from heterotrophic to autotrophic nutrition (Holdsworth et al., 2008b; Rajjou et al., 2012). Many of these events are triggered and controlled by integration of environmental signals by hormones, mainly abscisic acid (ABA) and gibberellins (GAs), with antagonistic effects on the germination process (Shu et al., 2016). Environmental signals that are favorable or unfavorable for seed germination are associated with high GA/ABA or ABA/GA ratios, respectively. There is also a clear crosstalk between ABA and GAs since mutants with decreased or increased ABA content have altered expression of GA biosynthetic genes (Seo et al., 2006). An increased number of regulatory loci, additional hormones, and metabolic pathways have been identified as important for the germination process, and some of these components have been shown to work similarly in several plant species (Holdsworth et al., 2008a; Linkies et al., 2009; Morris et al., 2011; Rajjou et al., 2012; Shu et al., 2016). For instance, the role of ABA in regulating dormancy and germination through ABI3 and ABI5 (Graeber et al., 2010) and the function of GAs, PIL5, and DELLA proteins (Bassel et al., 2008; Davière and Achard, 2016; Zhou et al., 2017) are well established. However, to our knowledge, other important regulators discovered more recently, such as HFR1, NF-YC9, or NAC25, have not been investigated in the context of seed germination in plant species other than *Arabidopsis* (Shi et al., 2013; Liu et al., 2016; Ravindran et al., 2017; Sánchez-Montesino et al., 2019). Although all of these mechanisms would presumably be conserved in *B. napus*, differences in some of the regulatory aspects are expected to be different in the polyploid context of the crop genome. Other levels of regulation have also been shown to control germination in plants. Several studies have described global changes in mRNA populations during seed germination (Nakabayashi et al., 2005; Narsai et al., 2011; Narsai et al., 2017; Luo et al., 2019), adding the interaction of complex gene regulatory networks to the underlying mechanisms regulating this process. All these events have to be coordinated, temporally regulated, and integrated with environmental signals to accomplish a successful seedling establishment. Thus, combined metabolomic and transcriptomic approaches to integrate global transcriptional networks with metabolic and hormonal interactions are required to decipher this complex coordination.

For that reason, we have decided to build a framework to study seed germination traits in *B. napus*. We have used an integrative approach encompassing all of these different analyses based on data from six winter-type accessions (Hatzig et al., 2015). Accessions selected by their distinct germination rates were used to quantify hormones, metabolites, and RNA species at different stages upon seed imbibition. The robustness of the traits was confirmed by using seeds from glasshouse-grown plants to perform similar germination and seed trait assays. *In silico* analyses of all of these data sets together with quantitative expression analysis and protein–protein interaction assays have allowed us the identification of gene regulatory and hormonal networks as well as key genes that may explain the differences observed in germination traits between *B. napus* accessions. The germination framework reported here would be useful to define and evaluate targets that may be suitable for improvement of germination in OSR crops.

## Materials and Methods

### Plant Material and Growth Conditions

A total of six *B. napus* winter OSR five oil types and one fodder type) varieties showing contrasting vigor performance in previous experiments were used: C129, C032, C033, C166, C124, and C110 (Hatzig et al., 2015a). *B. napus* seeds were sown in MS (Murashige and Skoog) plates supplied with 1% sucrose. Plates were incubated in a germination chamber at 22ºC with 16-h light/8-h darkness photoperiod for 7 days before transferring seedlings to soil pots (3:1 peat-vermiculite fertilized with NPK 25-9-10 every 15 days). Soil pots were kept in a glasshouse with the same light and temperature regimes for 1 month, moved to a vernalization module (4–6ºC) for 2 months, and transferred to bigger soil pots (25 cm Ø) fertilized with NPKS 15-15-15-25 before moving them back to the glasshouse. Seeds were harvested from individual plants when siliques turned brown and stored in a dry and cold environment. For germination kinetics measurements (except **Figures 1A, B**), metabolic and hormone profile analyses, and RNAseq analyses, seeds were produced by controlled self-pollination in Asendorf, Germany, in field trials.

**Figure 1:**
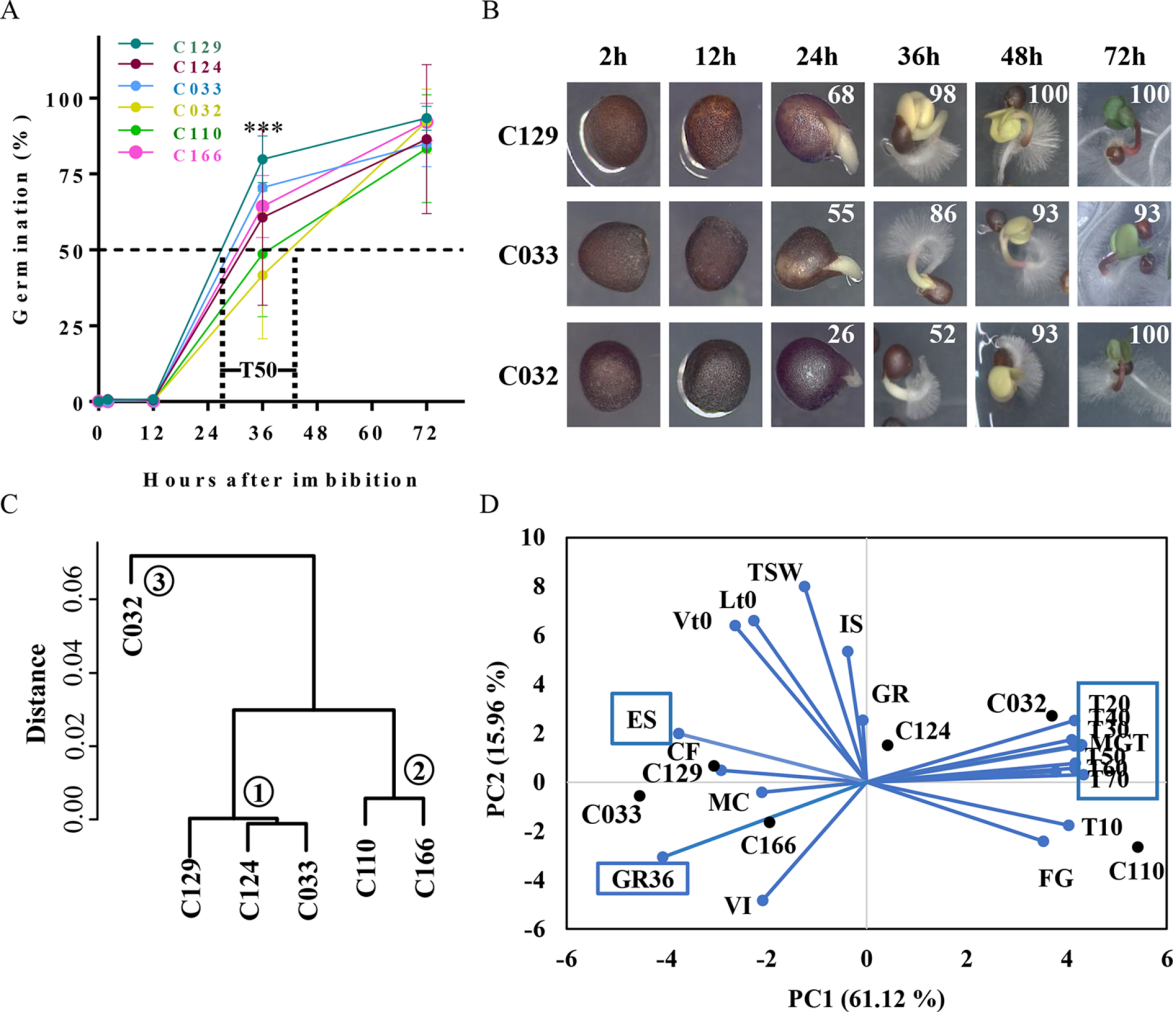
*B. napus* winter accessions show variability on seed germination kinetics. **(A)** WOSR accessions show significant differences in germination speed. Although most accessions started to germinate, defined as the radicle breaking through the testa, at 12 hai, main differences arise at T50 (required time to reach 50% of germination) with values that differ from 27 to 42 hai. The graph represents germination rates obtained for WOSR accessions C166, C129, C124, C033, and C032 for each time point tested (2, 12, 36, and 72 hai). **(B)** WOS accessions seeds with representative germination rates (high, medium, or low; C129, C033, and C032, respectively) were photographed during the time course to show visual differences in germination stages: seed imbibition (12 h), radicle breaking through the testa (24 h), radicle growth and cotyledon expansion (36 h), emerged seedling (48 h), and green seedling (72 h). Mean germination rates for each time point are written at the top right corner of each picture. **(C)** Dendrogram plot of WOSR accessions groups them in three clusters according to their germination kinetics. We used hierarchical clustering where Y-axes represent similarity based on Pearson correlation coefficients. **(D)** Biplot of principal component analysis (PCA) based on seed and germination traits shows that major contributors to variability in WOSR accessions (labeled in bold black) are seed germination kinetic parameters (blue boxes), whereas seed and seed imbibition traits show less contribution. Values were obtained from the GEVES automated phenotyping platform and measured for the C166, C129, C124, C110, C033, and C032 WOSR accessions. All traits are labeled in blue. All data were obtained using four biological replicates (25 seeds per replicate). For complete value data set, see **Supplementary Table S1**. GR, germination rate at 72 h; GR36, germination rate at 36 h; MGT, mean germination time; T10 to T70, time to reach 10% to 70% GR, respectively; FG, first germination time; ES, root elongation speed; MC, moisture content; IS, imbibition speed; VI, volume increase; CF, chlorophyll fluorescence; TSW, 10,000 seed weight; Lt0, seed length at time 0; Vt0, seed volume at time 0.

### Germination Assays and Seed Measurements

For germination kinetics measurements and metabolomic and hormone profile analyses, at least three biological replicates (50 or more seeds per replicate) were imbibed on moistened ﬁlter paper in Jacobsen germination vessels ﬁlled with 50 ml distilled water and germinated in a growth chamber at a constant temperature of 20°C and with a relative humidity between 50 and 75% in the dark. Material was collected, frozen, and ground up for further molecular analyses. For hormone profile analyses, the three biological replicates were pooled before measurements. Pictures were taken before material collection at time 0 (dry seeds), 2 h, 12 h, 36 h, and 72 h after imbibition to measure seed germination. Significant differences in germination performance among the varieties were confirmed by one-way and two-way ANOVA and Student’s t-test. Four biological replicates of 15 seeds (**Figure 1B**) and three biological replicates of 25 seeds of each accession were used for germination kinetics and qPCR analysis (**Figure 8**), respectively. All seeds were sown in 0.6% agarose plates and incubated in a germination chamber at 22ºC, with 16-h light/8-h darkness photoperiod. Germination was scored as radicle emergence through the endosperm and testa at different times after sowing. Significant differences in germination performance among the varieties were confirmed by one-way ANOVA and Student’s t-test.

Monitoring of seed imbibition, germination, and early radicle growth was conducted under *in vitro* conditions using the automated phenotyping platform of the variety control office of the French national seed testing agency (Station Nationale d’Essais de Semences, Groupe d’Etude et de contrôle des Variétés et des Semences—GEVES, Angers, France). The phenotyping platform is described in detail by Ducournau et al. (2004, 2005) and Wagner et al. (2011). Image acquisition, image analysis, and data analysis methods are described in detail by Demilly et al. (2014). The following parameters were determined: Volume increase within first 8 h (VI; in %), imbibition speed during first 4 h after initiation of imbibition (IS; in mm^3^/h), total germination rate within 72 h after initiation of imbibition (GR72; in %), first germination time (FG; in h), mean germination time (MGT; in h), radicle elongation speed (ES; in mm/h), time to reach 50% of germination (T50; in h), and germination rate within 36 h after initiation of imbibition (GR36; in %) (Hatzig et al., 2015a). Additionally, thousand seed weight (TSW; in g) was measured before germination monitoring. In total, 100 seeds per genotype were analyzed in four replicates (25 seeds per replicate). For seed length, seed volume, and seed area shown (**Supplemental Figures 1B, D**), three replicates of 100 seeds each from three different plants were measured. Seed images were processed using ImageJ (FIJI). Seed volume and area were inferred from the seed area, assuming seeds as spheres. Thousand seed weight (TSW) was determined by counting and weighting three replicates of 100 seeds each from three different plants.

### Metabolite Profiling

Metabolite analysis was performed on a Waters Acquity UltraPerformance Liquid Chromatography machine with diode array detection (Waters ACQUITY UPLC-DAD) using methods and software described in the Waters Corporation user manual. The manual was adapted for OSR tissue (Albert et al., 2012; Deleu et al., 2013). The AccQtag method was used to quantify amino acids, and the integration software Empower (Waters Corporation, Milford, USA) was used for analysis. Samples were resuspended in 100 ml distilled water. Subsequently, 5 ml were derivatized using AccQTag Ultra Derivatization Kit, according to the manufacturer’s recommendations. An external standard of 100 mmol/L of each amino acid was run every 10 samples. Quantification of sugars was performed using a Gas Chromatography-Flame Ionization Detector (GC-FID) System from Agilent Technologies (Santa Clara, CA, USA) according to (Lugan et al., 2009). The integrated Agilent software ChemStation Rev.B.04.02 was used for data analysis. Samples were resuspended in 50 ml pyridine (100%) with methoxamine hydrochloride (240 mmol/L), then derivatized with 50 ml MSTFA (N-methyl-N-(trimethylsilyl)trifluoro acetamide) (100%). An external standard containing 400 mmol/L of each sugar, sugar alcohol, and organic acid was run every 10 samples.

### Hormone Profiling

#### Chemicals and Calibration Curves

A number of compounds, namely, DPA, ABA-GE, PA, 7’- OH-ABA, neoPA, trans-ABA, and IAA-Glu were synthesized and prepared at the National Research Council of Canada, Saskatoon, SK, Canada; ABA, IAA-Leu, IAA-Ala, IAA-Asp, IAA, Z, ZR, iPR, and iP were purchased from Sigma–Aldrich; dhZ and dhZR were purchased from Olchemim Ltd. (Olomouc, Czech Republic); and GAs 1, 3, 4, 7, 8, 9, 19, 20, 24, 29, 44, and 53 were purchased from the Research School of Chemistry, Australian National University (Canberra, AU). Deuterated forms of the hormones that were used as internal standards include d3-DPA, d5-ABA-GE, d3-PA, d4-7’-OH-ABA, d3-neoPA, d4-ABA, d4-trans-ABA, d3-IAA-Leu, d3-IAA-Ala, d3-IAA-Asp, and d3-IAA-Glu were synthesized and prepared at NRCC SK according to Lulsdorf et al. (2013) and Zaharia et al. (2005); d5-IAA was purchased from Cambridge Isotope Laboratories (Andover, MA); d3-dhZ, d3-dhZR, d5-Z-O-Glu, d6-iPR, and d6-iP were purchased from Olchemim Ltd.; and d2-GAs 1, 3, 4, 7, 8, 9, 19, 20, 24, 29, 34, 44, 51, and 53 were purchased from the Research School of Chemistry, Australian National University. Calibration curves were created for all compounds of interest. Quality control samples (QCs) were run along with the tissue samples. Analysis was performed on a UPLC/ESI-MS/MS utilizing a Waters ACQUITY UPLC system, equipped with a binary solvent delivery manager and a sample manager coupled to a Waters Micromass Quattro Premier XE quadrupole tandem mass spectrometer *via* a Z-spray interface. MassLynx™ and QuanLynx™ (Micromass, Manchester, UK) were used for data acquisition and data analysis.

#### Extraction and Purification

An aliquot (100 µl) containing all the internal standards, each at a concentration of 0.2 ng µl^-1^, was added to homogenized sample (approximately 50 mg). Three milliliters of isopropanol:water:glacial acetic acid (80:19:1, v/v/v) were further added, and the samples were agitated in the dark for 14–16 h at 4ºC. Samples were then centrifuged, and the supernatant was isolated and dried on a Büchi Syncore Polyvap (Büchi, Switzerland). Furthermore, they were reconstituted in 100 µl acidified methanol, adjusted to 1 ml with acidified water, and then partitioned against 2 ml hexane. After 30 min, the aqueous layer was isolated and dried as above. Dry samples were reconstituted in 800 µl acidified methanol and adjusted to 1 ml with acidified water. The reconstituted samples were passed through equilibrated Sep-Pak C18 cartridges (Waters, Mississauga, ON, Canada), the final eluate was split in two equal portions. One portion (#1) was dried completely (and stored), whereas the other portion was dried down to the aqueous phase on a LABCONCO centrivap concentrator (Labconco Corporation, Kansas City, MO, USA). The second portion was partitioned against ethyl acetate (2 ml) and further purified using an Oasis WAX cartridge (Waters, Mississauga, ON, Canada). The GA-enriched fraction (#2) was eluted with 2 ml acetonitrile:water (80:20, v/v) and then dried on a centrivap as described above. An internal standard blank was prepared with 100 µl of the deuterated internal standards mixture. A quality control standard (QC) was prepared by adding 100 µl of a mixture containing all of the analytes of interest, each at a concentration of 0.2 ng µl^-1^, to 100 µl of the internal standard mix. Finally, fractions #1 and #2, blanks, and QCs were reconstituted in a solution of 40% methanol (v/v), containing 0.5% acetic acid and 0.1 ng µl^-1^ of each of the recovery standards.

### Hormone Quantification by HPLC-ESI-MS/MS

The procedure for quantification of ABA and ABA catabolites, cytokinin, auxin, and gibberellins in plant tissue was performed as described in detail in Lulsdorf et al. (2013). Samples were injected onto an ACQUITY UPLC® HSS C18 SB column (2.1 × 100 mm, 1.8 µm) with an in-line filter and separated by a gradient elution of water containing 0.02% formic acid against an increasing percentage of a mixture of acetonitrile and methanol (50:50, v/v).

Briefly, the analysis utilizes the Multiple Reaction Monitoring (MRM) function of the MassLynx v4.1 (Waters Inc.) control software. The resulting chromatographic traces are quantified off-line by the QuanLynx v4.1 software (Waters Inc.) wherein each trace is integrated and the resulting ratio of signals (nondeuterated/internal standard) is compared with a previously constructed calibration curve to yield the amount of analyte present (ng per sample). Calibration curves were generated from the MRM signals obtained from standard solutions based on the ratio of the chromatographic peak area for each analyte to that of the corresponding internal standard, as described by Ross et al. (2004). The QC samples, internal standard blanks, and solvent blanks were also prepared and analyzed along each batch of tissue samples.

### RNA Extraction, Library Construction, and Sequencing

The total RNA was extracted using the Nucleospin miRNA kit (Mecherey-Nagel, Düren, Germany). The protocol dedicated to the isolation of total RNA was used. RNA quality was assessed using the QIAxcel capillary electrophoresis (Qiagen, Hilden, Germany), and the concentration was measured using the Qubit 2.0 fluorometer (Life Technologies, Surrey, UK). Samples were stored at -80°C. For high-quality RNA extraction, three biological replicates (30 seeds each) were collected and pooled for each time point. cDNA libraries were constructed using the TruSeqnRNA Sample Prep Kit v2 (Illumina) and were sequenced on the Illumina HiSeq2000 platform at LGC Genomics (Berlin, Germany) with 100-bp paired-end sequencing. The TRUSEQ PE Cluster Kit v3 and the TruSeq SBS Kit v3 were used, respectively, for cluster generation and for sequencing. The RNAseq data reported in this article have been deposited in the public functional genomics data repository GEO (accession number GSE137230, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137230).

### Sequencing Data Analysis

Reads obtained from the sequencers were filtered to remove adapters. Reads were mapped to the reference genome (Genome assembly, AST_PRJEB5043_v1, Chalhoub et al., 2014) using HISAT. Assembly and quantification of transcripts in each sample were performed using StringTie. From all sets of probes obtained from each WOSR variety, we selected all probes that were seen in at least one time point (74,019 coding genes remained out of 101,040). Differentially expressed genes lists were obtained by pairwise comparison of all transcripts across samples and conditions [cutoff -1 > log_2_ fold change (FC) > 1]. For pipeline details, see Pertea et al., 2016.

### RNA Isolation and qRT-PCR

Ground tissue from 25 seeds was used for RNA isolation for each replicate (three biological replicates were used for each time point and accession). RNA extraction from seeds was carried out as described previously (protocol 2 in Oñate-Sánchez and Vicente-Carbajosa, 2008) with some modifications as described in Sánchez-Montesino et al. (2019). Total RNA samples were treated with DNase enzyme according to manufacturer’s protocol. Two micrograms of RNA were used for first-strand cDNA synthesis as described by Rueda-Romero et al. (2012) but using a mix of oligonucleotide dT (2.5 µM) and random hexamers (20 µM) as primers. Real-time qPCR conditions have been previously described (Rombolá-Caldentey et al., 2014) with the following modifications: i) annealing and extension temperature was 50°C; ii) expression values were normalized with those of 18S rRNA; iii) the 5x PyroTaq EvaGreen qPCR Mix Plus (Cultek Molecular Bioline) was used. Primers used for amplification of specific *B. napus* are listed in **Supplementary Table 3**.

### Protein–Protein Interaction Analyses

Specific full-length *B. napus* gene coding sequences (CDS) were amplified by two-step nested PCR as described in Castrillo et al. (2011). Primer sequences are listed in **Supplementary Table S3**. PCR products were subjected to electrophoresis, purified using the Geneclean Turbo Kit (MP Biomedicals) and cloned into a pDONR207 donor plasmid by a BP reaction (Invitrogen). CDSs in donor plasmids were transferred to the pGBKT7(GW) or pGADT7(GW) plasmids by an LR reaction (Invitrogen) to generate N-terminal translational fusions with the GAL4BD or GAL4AD CDSs, respectively, as specified in the text and figure legends. Integrity and quality of every construct were checked by sequencing. Constructs were introduced into the *Saccharomyces cerevisiae* pJ694a or YM4271A strains as described in Sánchez-Montesino and Oñate-Sánchez (2017, 2018). Alpha and A strains containing the BD or AD fusions, respectively, were used to interrogate for protein–protein interactions in a yeast two-hybrid system as described in Sánchez-Montesino and Oñate-Sánchez (2017, 2018).

### Statistics and Data Analysis

Hierarchical clustering was performed using the germination data shown in **Figure 1A** by the R software package with the HCLUST method using Pearson correlation distance as a metric. Correlation matrices were calculated for seed trait data from the automatic phenotyping platform and for hormone profile data (**Supplementary Table S1**, **Datasheet 1**, **3**) using R software and Pearson’s correlation coefficient as the statistical metric. To find positive and negative correlations between hormones and germination, the germination data shown in **Figure 1** was added as a continuous variable together with the hormone levels data. Principal component analysis (PCA) was performed using FactoMiner and factoextra R packages. Correspondence analysis shown in **Figure 6C** was performed using COA tool in MeV software (Chu et al., 2008). For k-means clustering of differentially expressed genes, we used Fuzzy K-means algorithm from XLSTAT software (Addinsoft) using a fuzziness coefficient of 1. Gene ontology analysis was performed using SeqEnrich software (Becker et al., 2017). Comparison of GOs obtained for each cluster was performed using SEACOMPARE tool included in AgriGO toolkit (Du et al., 2010).

## Results

### Seed Germination Speed Is a Key Contributor to Germination Variability in *B. napus* Winter Accessions

Rapid and uniform seed germination is key for seedling establishment and high crop yield. Variability in seed germination has been reported previously of *B. napus*, but a framework to analyze such differences has not yet been fully established. To define this framework, we performed a detailed analysis of the germination kinetics of six winter-type *B. napus* accessions (WOSR) selected by their variability in terms of germination. Germination in the selected WOSR accessions started as early as 12 h after imbibition (hai), although the first germination event (the radicle breaking through the testa) was observed predominantly at ∼24 hai (**Figures 1A, B**). In fact, we observed that most of the variability in the germination traits measured in these WOSR accessions arises at early time points. Thus, 50% of germination (T50) in these varieties was observed in a period spanning from 27 hai (C129) to 42 hai (C032) while final GRS (GR at 72 hai, end of germination for WOSR) varied from 93% (C129) to 83% (C110) (**Figure 1A**). In most of the WOSR accessions, cotyledons were visible at 36 hai, fully developed at 48 hai, and the greening of cotyledons was observed at 72 hai (**Figure 1B**). Although these results define a common developmental pathway during germination for all of the WOSR accessions analyzed, significant deviations from mean GRS were observed between 24 and 48 hai (**Figure 1A**). Specifically, at 36 hai, some accessions (C129, C124, and C033) were reaching 70% GR, whereas other lines (C032 and C110) were still close to just 40% GR (**Figure 1A**), suggesting a difference between accessions in germination kinetics rather than in their final GRS. To find key germination traits responsible for this variability, we first categorized the accessions based on their germination kinetics by hierarchical clustering. This analysis separated the accessions into three clusters (**Figure 1C**). C129, C124, and C033 grouped together (Cluster 1) and corresponded to accessions with faster germination speed (high GR at 36 hai in **Figure 1A**), whereas C110 and C166 with an intermediated germination speed grouped in a different category (Cluster 2). C032, showing the slowest germination speed (Low GR at 36 hai in **Figures 1A, B**), was the accession showing the greatest distance from clusters 1 and 2 and therefore constituted a separated group (Cluster 3). This clustering again supported the conclusion that the major germination trait responsible for WOSR variability is their germination speed. Then, we further characterize germination variability of these accessions using an automated phenotyping platform that allowed us to estimate a higher number of germination traits (**Supplementary Table S1**, **Datasheet 1**; Ducournau et al., 2004; Ducournau et al., 2005; Wagner et al., 2011; Demilly et al., 2014; Hatzig et al., 2015a). We use all of these measurements to assess the influence of each of these traits in the seed germination variability observed in the accessions by performing a PCA as well as a correlation analysis. As shown in **Figure 1D**, accessions with fast (C129 and C033) and slow (C032) germination are clearly separated on the horizontal axis, representing the first principal component (PC1). Furthermore, the PC1 explained a high percentage (61.12%) of the observed variability in the accessions, and the variables with major contribution to PC1 were all germination traits related to kinetics, GR36 (6.74%), T20 to T70 (50.4%, altogether), and mean germination time (MGT; 7.07%). Accordingly, high GR36 and low T20–T70 were observed for C129 and C033 while high T50 and MGT were measured for C032. Interestingly, PCA analysis highlighted root elongation speed (ES) as a trait with significant negative correlation with T50 (5.73% contribution to the PC1; **Figure 1D** and **Supplementary Figure S1A**). Consequently, accessions with higher germination speed (C129 and C033) showed higher ES. The second component (PC2) only explained 15.96% of the observed variability in the samples and was mainly related with seed associated traits like thousand seed weight (TSW), seed length at time 0 (Lt0), and seed volume at time 0 (Vt0), as well as with initial water uptake parameters like seed imbibition speed (IS), moisture content (MC), or seed volume increase (VI). Although these traits contributed to the overall phenotypic variation observed in the accessions used in this study, they were not significantly correlated with germination-associated traits like GR36 or T50 (**Supplementary Figure S1A**). Moreover, when we directly quantified these seed parameters in WOSR accessions with high, medium, or low germination rates (C129, C033, and C032, respectively), we did not observe clear correlation either. For instance, although C129 produces bigger seeds than C032 and C033, C129 and C032 showed similar TSW values. Moreover, C129, C033, and C032 have different values of seed volume, area, and length (C129 > C032 > C033) that also do not correlate with their GRS (**Supplementary Figures S1B–E**). Together, all of these results suggested that phenotypic variability related to germination in *B. napus* accessions relied primarily on the speed of germination rather than on final GRS.

Germination is a trait that needs to be addressed at different levels to get an insight of the major contributors to its performance. For this reason, we decided to make an integrative study comprising metabolic, hormonal, and transcriptional analyses to find the most relevant biological processes underlying the observed seed germination variability in *B. napus*. Based on hierarchical clustering and the previous multivariate germination analysis, we selected C129 and C033 as accessions showing a high-medium germination performance and C032 as an accession with low germination performance to carry out all of these analyses.

### Metabolomic Profile of Different WOSR Accessions During Germination Defines a Common Pattern of Metabolic Change in *B. napus*

*B. napus* seeds sustain intense desiccation by the end of their maturation period and retain their germination potential over long periods of dry storage (Roberts, 1973). To accomplish this, specific mechanisms maintain the state of metabolic quiescence in mature dry seeds to ensure that cell metabolism is activated and restarted during germination (Rajjou et al., 2012). Storage compounds are key for metabolism activation during seed imbibition and along the germination process to sustain early seedling growth (Weitbrecht et al., 2011; Nonogaki, 2014; Paszkiewicz et al., 2017).

To get a global view on the metabolic changes that occur during seed germination, we analyzed the sugar, polyalcohols, organic compounds, and amino acid content in our WOSR accessions at key developmental times during seed germination (**Supplementary Table S1**, **Datasheet 2**). Then, we used PCA in our panel of selected accessions to identify the main contributors to the variability in germination related to these metabolites. First, we analyzed sugars and polyalcohols, and we identified sucrose, raffinose, and galactinol as main carbohydrate forms accumulated from 0 (dry seeds) to 12 hai. These results are consistent with previously published sugar models in *B. napus* where it was established that as the embryo develops, sucrose levels increase associated with degradation and mobilization of the reserves accumulated during seed maturation (Hill et al., 2003; Schwender et al., 2003). At 36 hai, we observed that those sugars started to decrease and monosaccharides (fructose, glucose, and xylose) and polyalcohols (myo-inositol and sorbitol) started to accumulate similarly to other seed germination profiles in other plants (Howell et al., 2008; Gu et al., 2016). Interestingly, PCA analysis of carbohydrates evidenced a clear separation of accession C129 based on malate content during germination. Detailed examination of malate levels revealed that the rapid-germination C129 has significantly lower levels of malate at all time points analyzed (**Figures 2A, C**). As malate is a key intermediate of the tricarboxylic acid (TCA) and glyoxylate cycle (Eastmond and Graham, 2001), we speculate that the better seed germination performance could be related to a more efficient mobilization of seed storage compounds to supply energy for seed germination and early seedling development. Second, we analyzed the amino acids levels in all accessions. We found a global and similar increase in all of the amino acids detected, accumulating during the progression of germination as described for seeds of other species (Fait et al., 2006) (**Figure 2B**). Interestingly, the PCA analysis highlighted a peak of aspartate at 36 hai. In this case, C129 reached higher levels of aspartate than C032 and C033 (**Figure 2D**), which correlates with higher levels observed for other accessions in cluster 2 (**Supplementary Table S1**, **Datasheet 2**). Aspartate is, with other amino acids, part of the metabolites required for the TCA cycle (Weitbrecht et al., 2011), suggesting that higher levels of aspartate could also be related to better energy efficiency during germination. In summary, results from our analysis on metabolic profiles of *B. napus* accessions agree with previous data obtained for other crops and point to malate and aspartate as putative metabolic markers to estimate germination performance.

**Figure 2:**
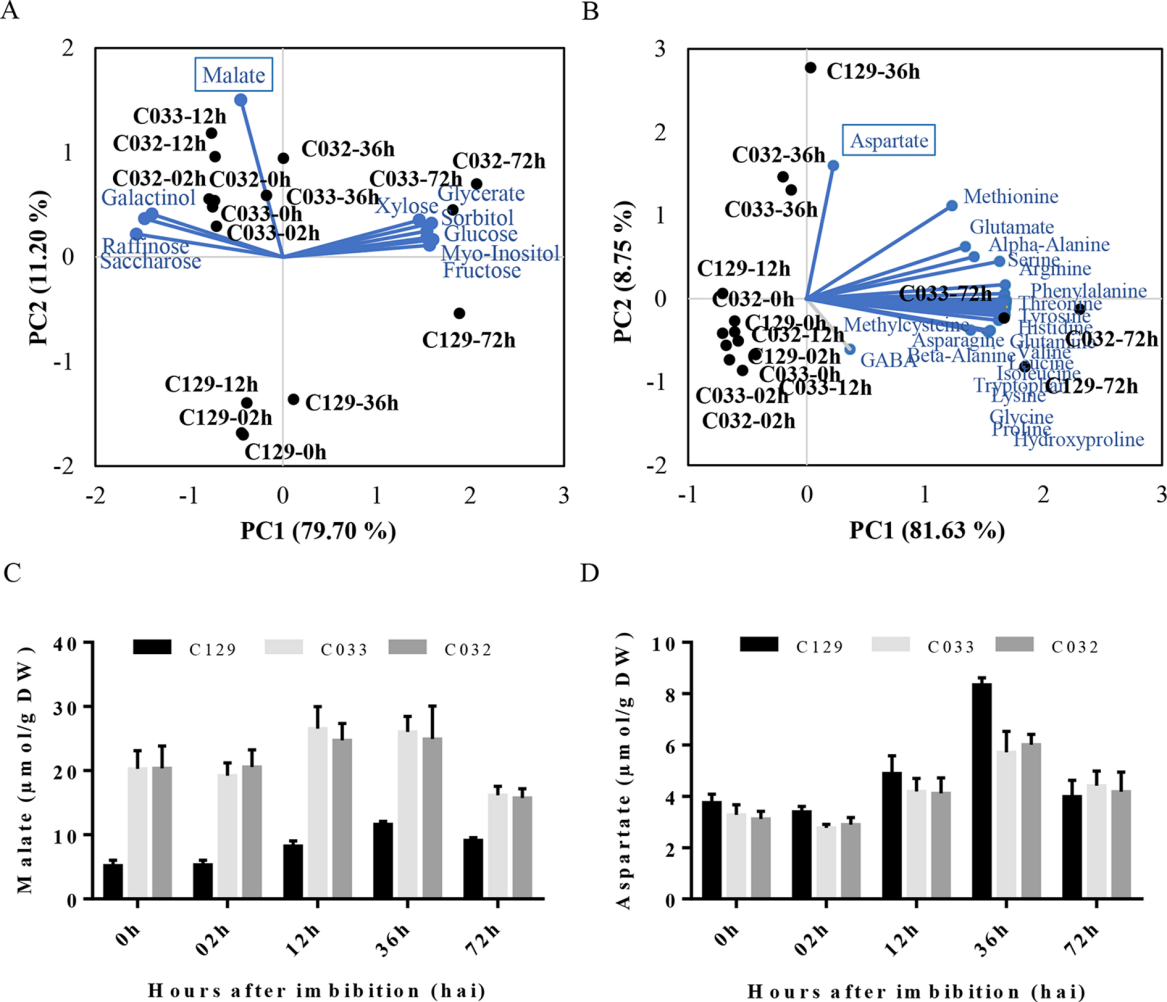
Metabolic profiles of winter oilseed rape (WOSR) accessions show that malate and aspartate levels correlate with germination performance. **(A)** Principal component analysis (PCA) of sugar, polyalcohol, and organic compound profiles at distinct developmental stages during seed germination reflects the requirement of metabolic energy during this process. Levels of malate (blue box) contribute to differential germination rates of C129 from 0 to 36 hai (blue dashed circle). WOSR accessions are labeled in black and sugar metabolites in blue. **(B)** Amino acid levels increase during germination in all accessions tested. Amino acid dynamics in WOSR accessions during germination represented as a biplot of PCA based on amino acid profiles and seed germination rates. Aspartate (blue box) has a differential accumulation, especially in C129 at 36 hai. WOSR accessions are shown in black and sugar metabolites in blue. **(C)** C129 has lower malate levels compared to C032 and C033. Quantification of malate (µmol/g DW) at 0, 12, 24, 48, and 72 hai in C129, C032, and C033 accessions is shown. **(D)** C129 has higher aspartate levels compared to C032 and C033. Quantification of aspartate levels (µmol/g DW) at 0, 12, 24, 48, and 72 hai in C129, C032, and C033 accessions is shown. All data were obtained using three biological replicates (50 seeds per replicate). For data of all metabolites, see **Supplementary Table S2**.

### Comparative Hormonal Profiling Highlights Hormonal Balance as a Key Process Determining Germination Performance in *B. napus*

Germination has been found to be under strict regulation of plant hormones, mainly GAs and ABA, with the involvement of other hormones, such as auxin and cytokinins (Finkelstein et al., 2008; Han and Yang, 2015; Shu et al., 2016). Generally, ABA biosynthesis and sensitivity increase during seed development and maturation to prevent premature germination, whereas GA accumulation and sensitivity dictate germination after seed imbibition, promoting the transition to germination (Holdsworth et al., 2008a; Rajjou et al., 2012; Nonogaki, 2014; Vishal and Kumar, 2018).

To dissect the influence of hormonal pathways (ABA, auxin, cytokinins, and GAs) in *B. napus* germination, we performed hormone profiling of our six WOSR genotypes at different germination times (**Supplementary Table S1**, **Datasheet 3**). Correlation analyses between GRs and hormone levels along time lead to the identification of significant positive correlations of germination with GAs (GA_4_, GA_8_, GA_24_, and GA_34_) and cytokinins (c-Z and t-Z) levels, whereas significant negative correlations were found with ABA and t-ABA (active ABA species), along with PA and 7´OH-ABA (inactive ABA catabolites) levels. Additionally, negative correlations were identified between ABA and GAs content, confirming their opposite role in *B. napus* germination (**Supplementary Figure 2A**). Consistently, we observed a constant decrease in ABA content very early from imbibition in all the accessions, starting between 2 and 12 hai and reaching its lowest levels between 12 and 36 hai (**Figure 3A**). However, steady state levels of ABA in dry seeds varied between accessions despite grouping in different clusters according to their germination kinetics. C129, C124, and C110 showed lower levels of ABA in dry seeds at early time points (2 and 12 hai) compared with C032, C033, and C116. However, at 36 hai, homogeneous low ABA levels were found in all varieties examined, concordant with germination data described before (**Figures 1A, B**). Consequently, levels of inactive ABA metabolites (DPA, ABAGE, PA, 7’OH-ABA, and neo-PA) were higher in C032 and C033 compared to C129 (**Figures 3B–D**). Together, all of these results suggest that although ABA content is not a major contributor to seed germination variability in *B. napus*, it could affect germination speed in combination with other traits, as we have observed for the C129 accession. In agreement with our correlation analysis, we found in our hormone profile data that GAs increased throughout the germination process with a peak at 36–72 hai in all of the WOSR accessions, coinciding with simultaneously lower levels of ABA (**Figure 4A** and **Supplementary Table S1**, **Datasheet 3**). However, detailed examination of GA content accumulation for each accession at different times after imbibition showed that accumulation of bioactive gibberellin (GA_4_) and GA_24_ was markedly delayed in C032 (between 36 hai and 72 hai) compared to C129 and C033 (between 12 and 36 hai), according to its slower germination speed (**Figures 4B–D**). Interestingly, we also found a significant difference in the GA_8_ content, the inactive catabolite of active GA_1_, being higher in C129 compared with C033 and C032. These results would suggest that in contrast to *Arabidopsis*, where GA_4_ has been described to be the major endogenous active GA in germinating seeds, GA_1_ might also play a key role in WOSR seed germination (Ogawa et al., 2003; Nguyen et al., 2016). Based on these results, we propose that kinetics of GA levels might underlie differential germination in *B. napus*. In addition, we measured IAA levels in all of the WOSR accessions during germination. We found that although we could not establish a significant correlation with GRs from all of the WOSR accessions (**Supplementary Figure 2A**), IAA and IAA-asp levels were higher in C033 and C032 than in C129 (**Supplementary Figures 2B–D** and **Supplementary Table S1**, **Datasheet 3**), suggesting a contribution of these hormones to differences in germination between these accessions. Moreover, C033 showed higher levels of IAA-Asp, a low molecular weight amide conjugate that acts as an intermediate during the auxin degradation pathway (Tam et al., 2002). We have previously shown that the crosstalk of auxin-ABA is important for germination in *B. napus* seed*s* (Liu et al., 2013; Thole et al., 2014; Nguyen et al., 2016). It has been proposed that IAA acts as an enhancer of ABA in germination. Accordingly, we found a positive correlation between IAAs and ABA (**Supplementary Figure 2A**). These results suggest that higher levels of IAA and ABA at early time points could slow down germination speed in C032 and C033 varieties, suggesting that ABA/auxin balance may contribute to the differential germination in *B. napus*.

**Figure 3:**
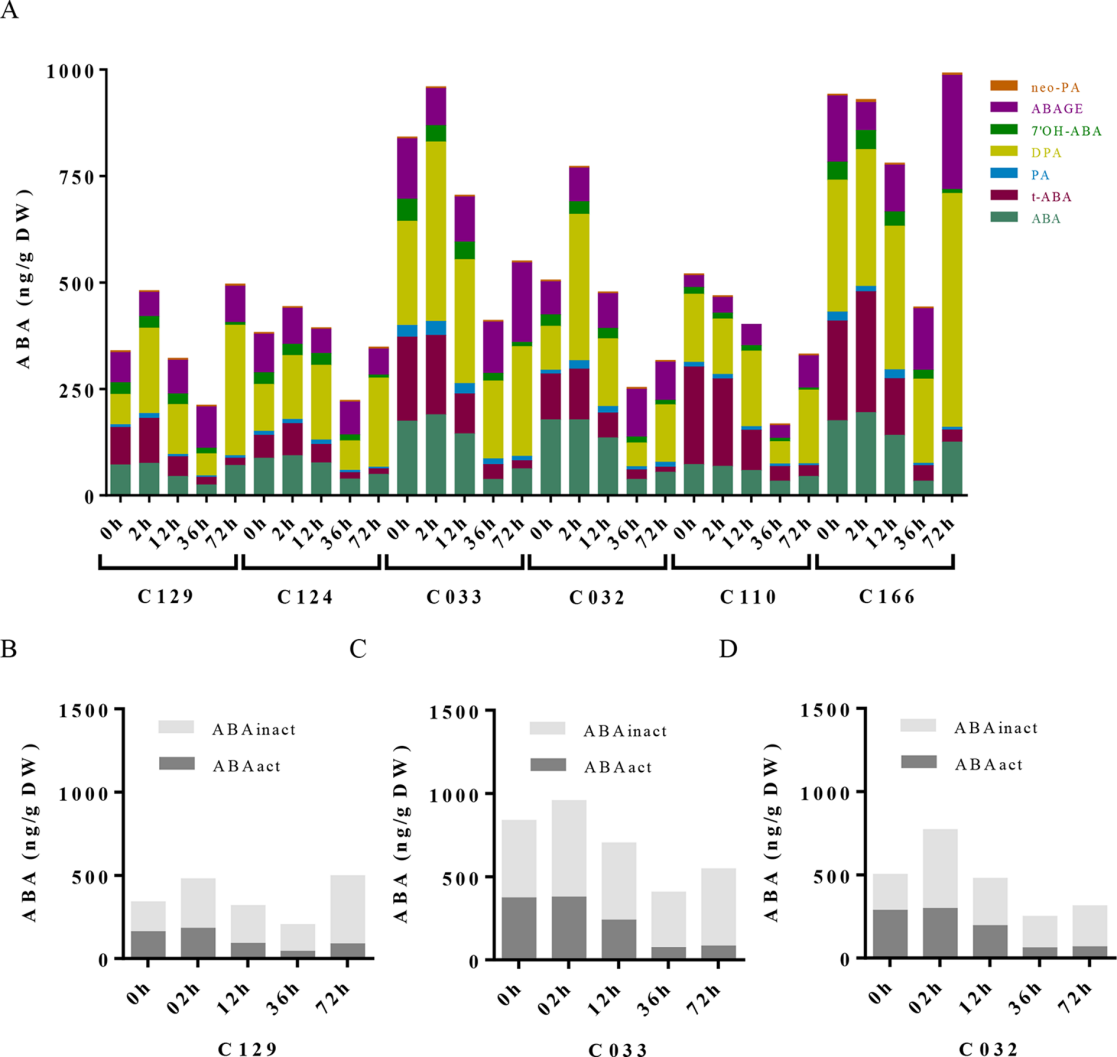
ABA metabolite profile in WOSR accessions has uncovered the contribution of ABA pathway to variability on *B. napus* seed germination dynamics. **(A)** ABA levels progressively diminished along germination in all WOSR accessions, but steady state levels of ABA in dry seeds varied between them. Stacked columns histograms show the distribution of ABA and related metabolites (ABA, PA, DPA, 7′-OH-ABA, neoPA, and ABA-GE) in the WOSR accessions during seed germination. **(B)**, **(C)**, and **(D)** Levels of ABA active (ABA + t-ABA) and inactive ABA metabolites (DPA, ABAGE, PA, 7’OH-ABA, and neo-PA) are higher in C032 and C033 compared to C129, correlating with lower germination rates. Stacked columns histograms show the relative accumulation patterns of ABA active and inactive metabolites in C129, C033, and C032 accessions, respectively. All data were obtained using three pooled biological replicates (50 seeds per replicate). For complete value data set, see **Supplementary Table S1** (**Datasheet 3**).

**Figure 4:**
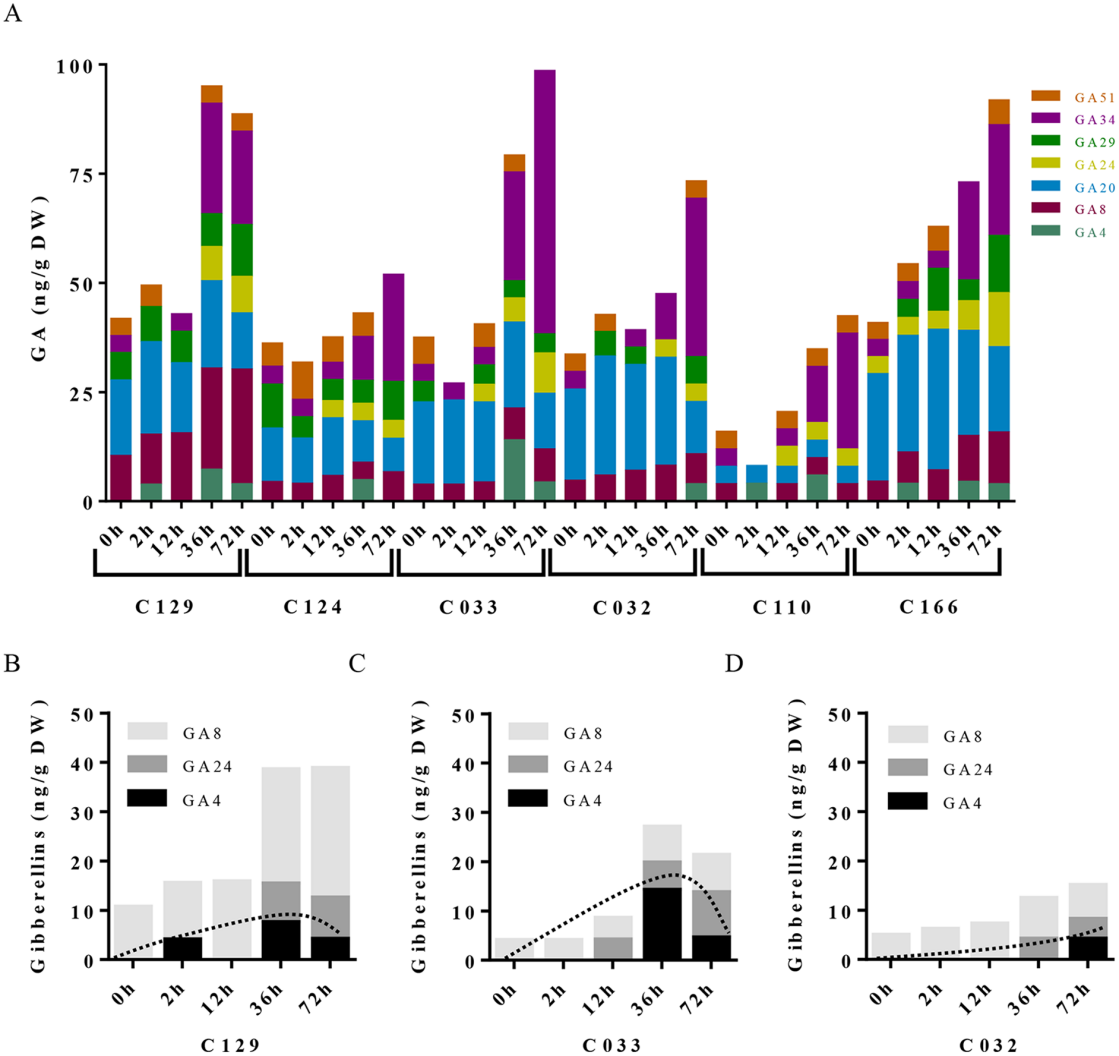
Gibberellins dynamics underlie differential seed germination in WOSR accessions. **(A)** Levels of all GA metabolites differentially increase in WOSR accessions during seed germination. Stacked columns histograms show the distribution of GA metabolites (GA_51_, GA_34_, GA_29_, GA_24_, GA_20_, GA_8_, GA_4_) in the varieties during seed germination. **(B)**, **(C)**, and **(D)** Active gibberellin GA_4_ and GA_24_ accumulation was markedly delayed in C032 accession from 36 to 72 hai compared to C129 and C033, and GA_8_ content is higher in C129 accession compared to C033 and C032, correlating with their germination speed. Stacked columns histograms show the relative accumulation patterns of GA_4_ (active GA), GA_24_ (GA_4_ precursor), and GA_8_ inactive GAs in C129, C033, and C032 accessions, respectively. Dashed curves highlight the GA_4_ (active GA) accumulation dynamics in each accession. All data were obtained using three pooled biological replicates (50 seeds per replicate). For complete value data set, see **Supplementary Table S1** (**Datasheet 3**).

All of these results reinforce the hypothesis that the balance between the different hormonal pathways regulating germination is responsible for the differential germination process observed in the studied WOSR accessions. To confirm this, we performed a PCA analysis on hormone levels versus accessions at the different time points. As shown in **Figure 5A**, the accessions did not group in the plot, suggesting that no major differences were present in terms of overall hormone levels. However, the 41.8% of the observed variability explained by PC1 in our samples includes major contributors from ABA and ABA inactive metabolites (t-ABA, 7’OH-AB, PA) as well as GA_4_, GA_24_, and GA_34_ levels, supporting a role of hormonal balance in the variability in germination observed in the WOSR accessions. As expected, germination time points of accessions aligned along the PC1 axis as germination progressed and correlated with GA/ABA ratios (from high GA/ABA to low GA/ABA ratios; **Figure 5B**). Interestingly, C129 and C032 are grouped at early time points of their germination but separated after 36 hai likely because their initially similar BA/GA ratios evolve differently along the germination time course. This confirms hormonal combinations at key time points are drivers of germination in *B. napus* (**Figures 5A, B**). Finally, at early time points (from 0 to 12 hai), accession C033 was slightly different from the others primarily due to higher IAA levels as we have described previously (**Figure 5** and **Supplemental Figures 2B–D****)**. All of these results together reinforce the idea that variability in germination traits in *B. napus* is regulated by the combinatorial contribution of several hormonal pathways.

**Figure 5:**
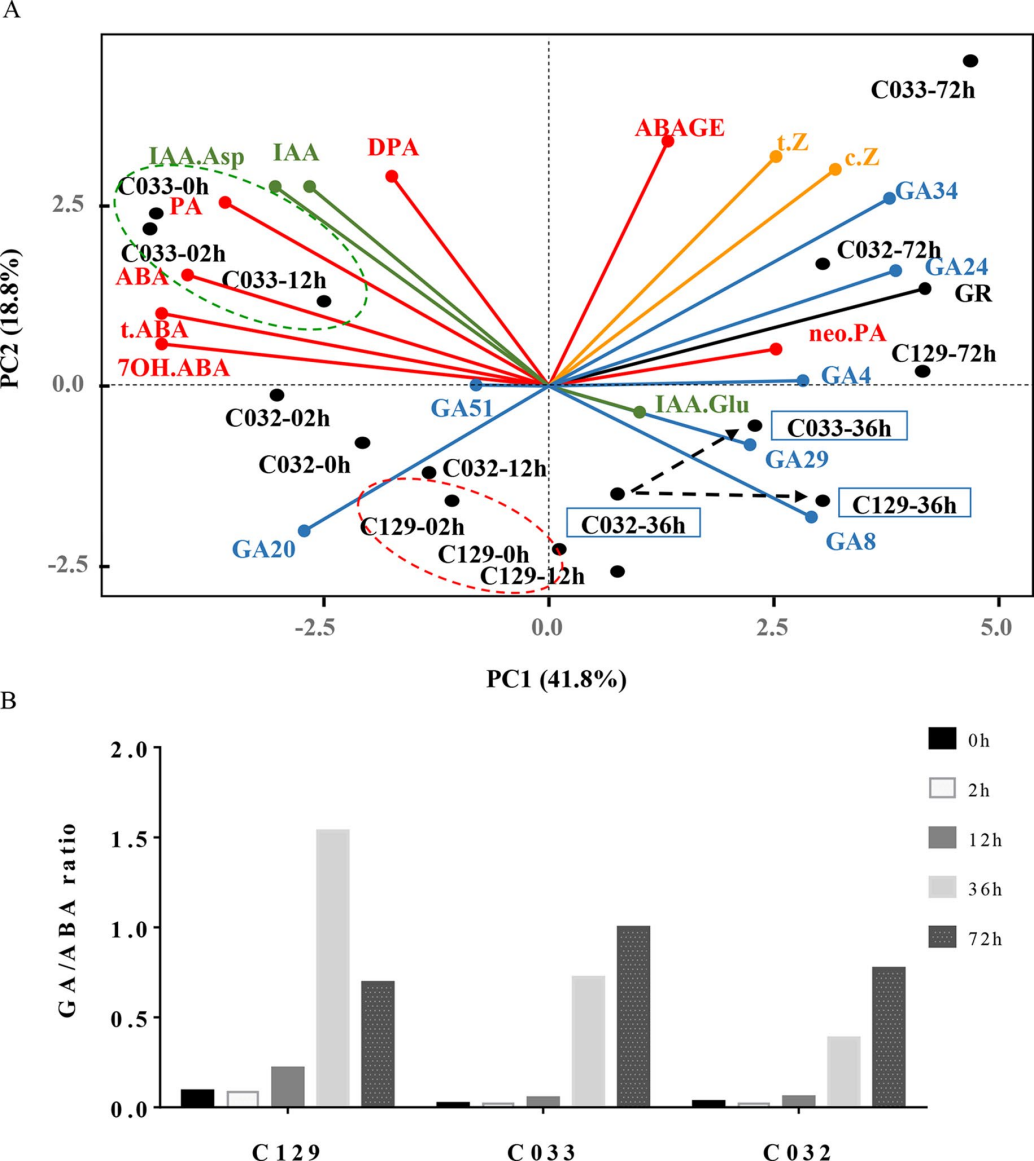
Differences in hormonal dynamics underlie germination variability in WOSR accessions. Differential and combinatorial hormonal levels of ABA, GAs, and IAAs during the germination process contribute to differences in the germination traits observed in WOSR accessions. **(A)** Biplot of principal component analysis (PCA) based on hormone profiles and seed germination rates in the six WOSR accessions. Each hormone class is shown in one color: ABA (red), GAs (blue), auxins (green), and cytokinins (orange). Dashed green circle highlights C033 clustering at early time points (0–12 hai), correlating with higher IAA-Asp levels. Dashed red circle highlights C129 clustering at early time points (0–12 hai), correlating with lower ABA levels. Dashed black arrows highlight the delay in GA accumulation observed in C032 compared to C033 and C129. WOSR accessions are shown in black. **(B)** GA:ABA ratio dynamics of WOSR accessions during seed germination. All data were obtained using three pooled biological replicates (50 seeds per replicate). For complete value data set, see **Supplementary Table S1** (**Datasheet 3**).

### Major Transcriptome Changes Occur During *B. Napus* Seed Germination

Germination is a complex trait regulated by the interplay of different physiological, metabolic, and hormonal pathways (Bentsink and Koornneef, 2008; Holdsworth et al., 2008b). To unravel the genetic bases of this complexity, we decided to use comparative transcriptomic analyses of the WOSR accessions during the germination process. Our aim was to use genome-wide transcriptomic analysis of these different genetic backgrounds to identify not only the major transcriptomic changes that define the germination process in *B. napus* but also a set of genes that may contribute to the differences in germination rates detected in these accessions. For this purpose, we carried out RNA sequencing (RNA-seq) on three selected accessions (C129, C032, and C033) at different stages of seed germination. 

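Seeds of C129, the fastest of the 3 accessions to germinate, and of C033 and C032 were sampled dry (0 hai) and at 2, 12, 36 and 72 hai. Each of the 15 libraries was made from 3 pooled biological replicates of 30 seeds, so that each accession and time point has 1 library and no error can be given within a condition. The paper's methods state that TruSeq libraries were read as paired ends of 100 bp, that adapters were removed, that reads were mapped with HISAT to the assembly of Chalhoub et al. and that genes were quantified with StringTie. RNA levels are given in TPM, as the authors computed them over coding and non-coding genes together. Read equivalents, computed from the coverage and length of each gene, ranged from 24.9 M to 51.9 M per library with a median of 33.5 M. Non-coding genes, mainly ribosomal RNA, held 9.51% of the coverage in C129 at 36 hai and 39.1% in C033 at 12 hai, with a median of 25.4%, as the bar chart of the non-coding share shows. Coding genes alone were analysed, and their TPM summed to between 608866 and 904932 per library. Changes with time were tested with limma on log2(TPM + 1) of the 53233 genes with at least 1 TPM in at least 3 libraries, with the 3 accessions as replicates of each time point and accession as a second term. A gene was called changed at an adjusted p under 0.05 and a log2 change beyond 1. Within 1 accession only the paper's rule of a log2 ratio beyond 1 can be applied, without a test. Genes the paper names by locus were analysed by that locus, and Arabidopsis matches were at hand for 3060 further genes through the part of Supplementary Table S2 that was available. That table lists the paper's changed genes, and all 1998 rows of C129 and 1079 of C033 at hand met the paper's rule. Genes with such a match were thus preselected as changing, and counts over lists of them do not test how often genes of a kind change. Symbols of Arabidopsis loci that the paper does not give were recalled, not looked up: of 381 pairs, 2 could be checked and 0 were contradicted. The gene lists and the rule for naming genes were fixed before the deposited values were analysed, but with the paper's own results for these libraries at hand.

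**Figure D1:**
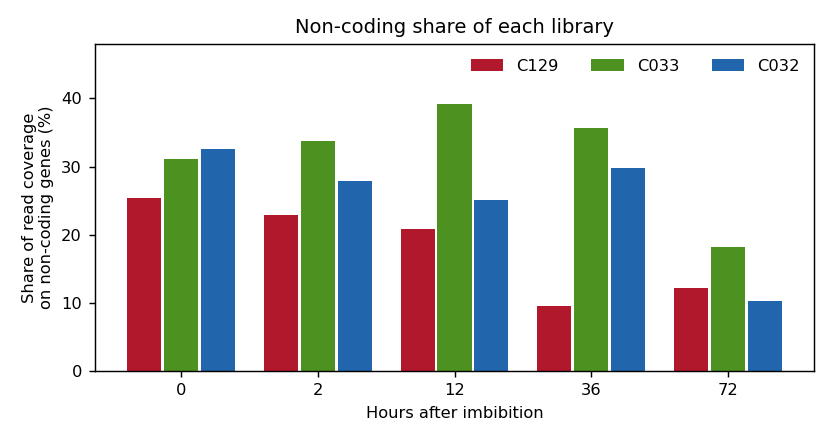
Share of read coverage on non-coding genes, in percent, in each of the 15 libraries, by hours after imbibition and accession; each bar is 1 pooled library. The share runs from 9.51% in C129 at 36 hai to 39.1% in C033 at 12 hai.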

The same time points were used for transcriptomic, metabolic, and hormonal profiling to integrate all of these data into a comprehensive working framework for *B. napus* germination. Our RNA-seq analyses allowed us to detect the expression of 74,019 genes, 73.25% of the total genes in *B. napus* (based on ensemblgenomes, Genome assembly AST_PRJEB5043_v1). 

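Rapeseed seeds already store RNA of a large part of the genome when dry, and germination adds further genes. C129 seeds and seedlings held RNA of 74019 coding genes, C033 of 71396 and C032 of 72691, counting every gene with a TPM above 0 in at least 1 of the 5 libraries of the accession. Over all 15 libraries 79328 of the 101040 coding genes (78.5%) were seen. Of these, 39979 genes were seen in every library, dry seeds and green seedlings included. Many of the others were faint: 58822 coding genes (58.2%) reached 1 TPM in at least 1 library. A single library showed between 50319 and 66954 coding genes above 0.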

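Between the dry seed and the green seedling most transcripts of rapeseed changed in abundance. Oleosin transcripts fell and photosystem transcripts rose. With the ratio taken against 0 hai and against the previous time point, 66243 genes of C129, 62358 of C033 and 65183 of C032 had a log2 ratio beyond 1 in at least 1 comparison. Values of 0 were set to 0.0001 TPM, the median implied by 3071 ratios of the available part of Supplementary Table S2 with 1 value at 0. Another 6155 log2 ratios there have both values above 0. The TPM ratio recovered all of these, but they do not bear on the value for 0. Among these genes, 27.3% in C129, 30.1% in C033 and 28.4% in C032 stayed below 1 TPM in every library of the accession. With 1 TPM added to every value, which damps such genes, 42855 genes of C129, 37330 of C033 and 40986 of C032 changed.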

Differential gene expression analysis identified 44,615, 46,220, and 42,516 differentially expressed genes (DEGs, -1 > log2FC > 1) in C129, C032, and C033, respectively (**Figure 6A** and **Supplementary Table S2**, **Datasheets 1–3**). 

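Genes with clear expression changed nearly as often as all genes seen. Of the genes that reached 1 TPM in an accession, 86.3% in C129, 83.2% in C033 and 86.5% in C032 changed by the same rule. Over all genes seen in an accession the share was 89.5% in C129, 87.3% in C033 and 89.7% in C032. Adding 1 TPM to every value lowered this share of all genes seen to 57.9%, 52.3% and 56.4%. A gene below 1 TPM in every library cannot be called in that way, though it stays among the genes seen. Genes that reached 1 TPM numbered 55755 in C129, 52360 in C033 and 53987 in C032. Genes called only through a library at 0 made up 19.7% of the changed genes of C129, 22.3% of those of C033 and 21.2% of those of C032.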

More than 60% of detectable genes are therefore changing their expression at the different sampled times. Moreover, comparison between accessions showed that there is an important overlap in DEGs, with approximately 89% being shared between two or more accessions (**Figure 6A**). This finding indicates that the global transcriptome reprogramming that takes place during germination does not change dramatically between WOSR accessions and that a common transcriptional pathway can be defined in *B. napus*. In addition, we observed a clear predominance of upregulated genes over downregulated genes. 

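Fast and slow seeds drew largely on the same genes. Of the 76036 genes that changed in any accession, 65089 (85.6%) changed in at least 2 and 52659 (69.3%) in all 3. Since most genes changed in each accession, unrelated lists would also share many members. Among the 66402 genes seen in all 3 accessions, 52659 changed in all 3 where 44985 would by independent lists, and 3276 changed in none where 118 would. The share in at least 2 accessions was 93.8% among these genes, against 96.1% for independent lists. With 1 TPM added to every value, the share was 81.2% against 69.3%.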

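Genes of clear expression that changed in more than 1 accession after 2 hai nearly all moved in the same direction. Oleosin and HSP17.6 transcripts fell in all 3 accessions, and transcripts of ACX2 and then PSAN rose. At 12 hai 8198 genes were upregulated against 2 hai in all 3 accessions, where 1535 would be if the accessions were independent. Against the previous time point, 13403 genes were upregulated in all 3 at 36 hai (1947 if independent) and 11851 at 72 hai (2010 if independent). These genes were 42.9%, 65.4% and 56.7% of the mean number upregulated per accession among genes seen in all 3. For downregulated genes this percentage was lower, with 20.7%, 56.8% and 32.2%, a difference that was not tested. Their sharing relative to independent lists was not lower. Downregulated in all 3 were 1304 genes at 12 hai (54 if independent), 8518 at 36 hai (764) and 2442 at 72 hai (95). At 2 hai the shared part was 9.20% of the upregulated and 3.13% of the downregulated genes. Directions were compared among genes of at least 1 TPM that changed in a pair of accessions. They were the same in 98.2% at 12 hai, 99.2% at 36 hai and 98.9% at 72 hai. Independent directions would give 74.1%, 50.7% and 67.2%. Below 1 TPM they were the same in 69.5%, 82.3% and 77.9%, where independent directions would give 55.6%, 53.9% and 61.1%. Differences between accessions that held at all times were also found. BnaC07g08220D stood at 41.4 to 74.0 TPM in C129 and did not exceed 0.318 TPM in C032 (log2 difference 5.37 over the 5 time points). BnaC03g70790D was lower in C129 than in C032 (log2 difference −5.62). Seed lot and accession cannot be told apart in these differences, since the seed lots of each accession are not stated. From an overlap of approximately 89% of changed genes, the paper infers that the global reprogramming is not dramatically different between accessions. It also infers that B. napus has a definable common transcriptional pathway.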

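Germination mainly switched genes on. Against the previous time point C129 had 24548 upregulated and 7128 downregulated genes at 12 hai, C033 16726 and 9018, and C032 20407 and 6256. At 72 hai the numbers were 19763 and 10858 in C129, 23907 and 8071 in C033, and 26428 and 7352 in C032. Upregulated genes were the larger group at every step in every accession, from 55.3% in C032 at 36 hai to 78.2% in C032 at 72 hai. How large depended on the scaling of the libraries. With median-of-ratios scaling the split at 12 hai was 18052 to 10960 in C129, 13144 to 11299 in C033 and 14618 to 8700 in C032. With coding genes rescaled to a common total the split at 72 hai was 19692 to 11575 in C033 and 21288 to 10177 in C032.
Tested over the 3 accessions with limma, 5875 genes rose and 1109 fell from 2 to 12 hai, 9993 rose and 7460 fell from 12 to 36 hai, and 9088 rose and 2567 fell from 36 to 72 hai. Median-of-ratios scaling gave 3030 and 2185 genes from 2 to 12 hai and 11529 and 5508 from 12 to 36 hai. Rescaled coding genes gave 8096 and 4043 from 36 to 72 hai. The median log2 change of all tested genes from 2 to 12 hai was 0.25, and 0.02 with median-of-ratios scaling.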

An increase in the number of upregulated genes reached a maximum between 12 and 36 hai in C129 and at 72 hai in C032 and C033, whereas downregulated genes peaked at 36 hai in all accessions (**Figure 6B**). These results suggest that predominantly a wave of transcriptional gene activation underlies the regulation of germination and that an earlier activation could be responsible for the differences between accessions during *B. napus* seed germination. 

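With TPM as deposited, upregulated and downregulated genes were most numerous at different steps in each accession. Downregulated genes were most numerous from 12 to 36 hai, with 16633 in C129, 15442 in C033 and 17269 in C032. Upregulated genes of C129 were most numerous from 2 to 12 hai and nearly as many from 12 to 36 hai (23473 genes), while C033 and C032 had most upregulated genes from 36 to 72 hai. The first 2 h brought 7869 upregulated genes in C129, 9661 in C033 and 9996 in C032. The step with most upregulated genes moved with the scaling, as the plot of upregulated genes by scaling shows. With median-of-ratios scaling it was 36 hai in each accession, with 25741 genes in C129, 23357 in C033 and 24409 in C032, and was then also the step with most downregulated genes. Rising and falling genes were both most numerous from 12 to 36 hai when tested over the accessions with limma. With coding genes rescaled to a common total it stayed at 12 hai in C129 (23939 genes) and was 36 hai in C033 (20453) and C032 (22196).

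**Figure D2:**
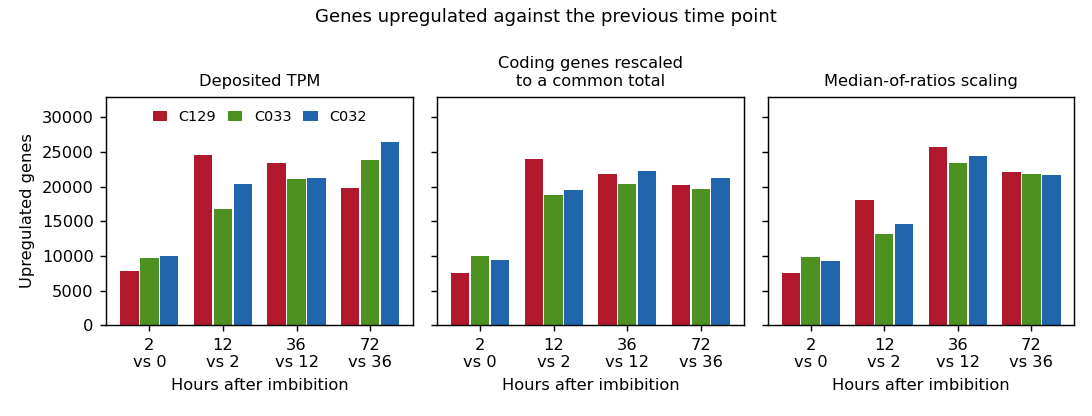
Number of genes upregulated against the previous time point (log2 ratio above 1) in each accession, with TPM as deposited, with coding genes rescaled to a common total and with median-of-ratios scaling; each bar compares 1 pooled library with another. With TPM as deposited C129 has its tallest bar at 12 hai and C033 and C032 at 72 hai, and with median-of-ratios scaling all 3 have it at 36 hai.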

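Among genes with an Arabidopsis match at hand, the largest rises from 12 to 36 hai were steeper than those from 2 to 12 hai. BnaA02g11230D, matched to AT5G51460, went from 0.226 TPM at 2 hai to 10.1 TPM at 12 hai in C129, and its log2 change over the 3 accessions was 3.03 (standard error 0.16, adjusted p = 3.64e-07 from limma). BnaC03g71830D, matched to AT5G54940, was at 2.57 TPM in dry C129 seeds, 5.75 in C033 and 18.1 in C032, and rose by a log2 of 2.91 (standard error 0.69), a call that ends without C033 (2.92). BnaC02g13790D, matched to AT5G54130, rose by 2.78 and BnaA02g33370D, matched to AT5G62350, by 2.66. The last of these was highest in C129 at 12 hai, at 59.9 TPM against 21.4 in C033 and 20.6 in C032. From 12 to 36 hai BnaC07g27160D, matched to AT5G49360, appeared from 0 in each accession and rose by a log2 of 5.33 (standard error 0.34, adjusted p = 4.3e-08). BnaA01g34300D, matched to ATCG00490, rose by 6.18 with a standard error of 1.1, and was listed at 33.4 TPM in C032 at 2 hai and at 0 in the other libraries up to 12 hai. BnaA02g30210D, matched to AT5G48490, rose by 4.93. Falls from 2 to 12 hai were smaller, with −2.15 for BnaA09g04680D (matched to AT5G25120 and AT5G25180) and −1.92 for BnaAnng21560D (matched to AT5G59800), the latter no longer called with a pseudocount of 0.01. These genes were chosen as the largest changes only among the genes with an Arabidopsis match at hand.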

To explore this possibility, we did correspondence analysis between DEGs and WOSR accessions during the germination process. 

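Seeds of different accessions at the same time resembled each other more than seeds of 1 accession before and after radicle protrusion. Between accessions at the same time point, log2(TPM + 1) had a Pearson correlation across genes of 0.906 to 0.941. Imbibition for 2 h left the profile of each accession close to its dry seed (0.982 to 0.985). The largest shift came from 12 to 36 hai, with 0.724 in C129, 0.743 in C033 and 0.731 in C032. From 36 to 72 hai the correlation was 0.849 in C129, 0.831 in C033 and 0.835 in C032. These correlations run across genes, which are not independent replicates.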

After projecting the results in a 2D space, we observed again that the transcriptome changes corresponding to each accession were very similar, reinforcing the idea that there are basic genetic and molecular mechanisms governing germination in *B. napu*s (**Figure 6C**). This analysis also highlights that although samples tend to group together at each time point, indicating their similar gene expression profiles, some transcriptomic differences were detected at 12 hai just ahead of the first germination events observed in our germination assays (**Figure 1**). 

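On the first axis of a correspondence analysis, seeds of the accessions lay farther apart at 12 hai than when dry or at 72 hai. The analysis of the 76036 changed genes put 56.0% of the inertia on the first axis and 14.4% on the second. On the first axis dry seeds lay at 0.599 for C129, 0.638 for C033 and 0.700 for C032, and seedlings at 72 hai at −0.761, −0.715 and −0.723. With the values of each gene divided by their sum, dry seeds lay at 0.785, 0.742 and 0.895, about as far apart as seeds at 12 hai. Correlations between accessions across genes were 0.906 to 0.929 at 12 hai, 0.907 to 0.930 at 36 hai, 0.914 to 0.928 at 72 hai and 0.925 to 0.941 in dry seeds. By this measure 12 hai did not stand out from 36 hai. From 2 to 12 hai the correlation across genes was 0.893 in C129, 0.924 in C033 and 0.935 in C032, so that the profile of C129 moved farthest. With 1 library each, these differences at 12 hai have no test.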

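Along the first axis of the correspondence analysis, which runs from dry seeds to green seedlings, C129 seeds at 12 hai lay at 0.0757. Seeds of C033 lay at 0.180 and those of C032, the slowest accession, at 0.364. At 36 hai the accessions kept that order, with −0.596 for C129, −0.496 for C033 and −0.447 for C032. With the values of each gene divided by their sum, the places at 12 hai were 0.476, 0.527 and 0.629. Median-of-ratios scaling gave 0.0361 for C129.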

At this time point, C129, C033, and C033 did not cluster together but arrayed on the graph according to their seed germination speed (**Figure 6C**). 

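On the log2 scale the transcriptome of the fastest accession was farthest along at 12 hai. Progress was measured as the place of a library on the line from the mean dry seed (0%) to the mean seed at 36 hai (100%). At 12 hai C129 had covered 43.4% of that line, C033 28.2% and C032 23.1%. Of 11829 genes that increased by a log2 above 1 from 0 to 36 hai in every accession, 4789 (40.5%) ran C129, C032, C033 from high to low at 12 hai and 3944 (33.3%) ran C129, C033, C032. C129 was the highest in both orders. With median-of-ratios scaling, over 11184 such genes, the first order held in 17.2% and the second in 32.5%, so that the most frequent order depends on the scaling. Genes that fell did not put C129 first with TPM as deposited. Of 4453 such genes, 39.2% had the order C033, C129, C032 and 26.4% C033, C032, C129, against 23.7% for C129, C033, C032. With median-of-ratios scaling the last of these held in 53.7% of falling genes. The place of C033 against C032 moved with the end points. With the line drawn between the dry seed and 36 hai of each accession itself, C129 stood at 36.9%, C033 at 29.4% and C032 at 30.2%. With untransformed TPM C033 stood highest at 85.4% and C129 lowest at 37.2%, with C032 at 39.3%. Without the 1% of genes with the highest mean, untransformed TPM gave 40.9% for C129, 26.4% for C033 and 18.1% for C032.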

Based on these results, we could speculate that differences on the transcriptional activation of key genes at early times (12 hai) precedes and marks the differences in germination speed (36 hai) observed between accessions in *B. napus*.

**Figure 6:**
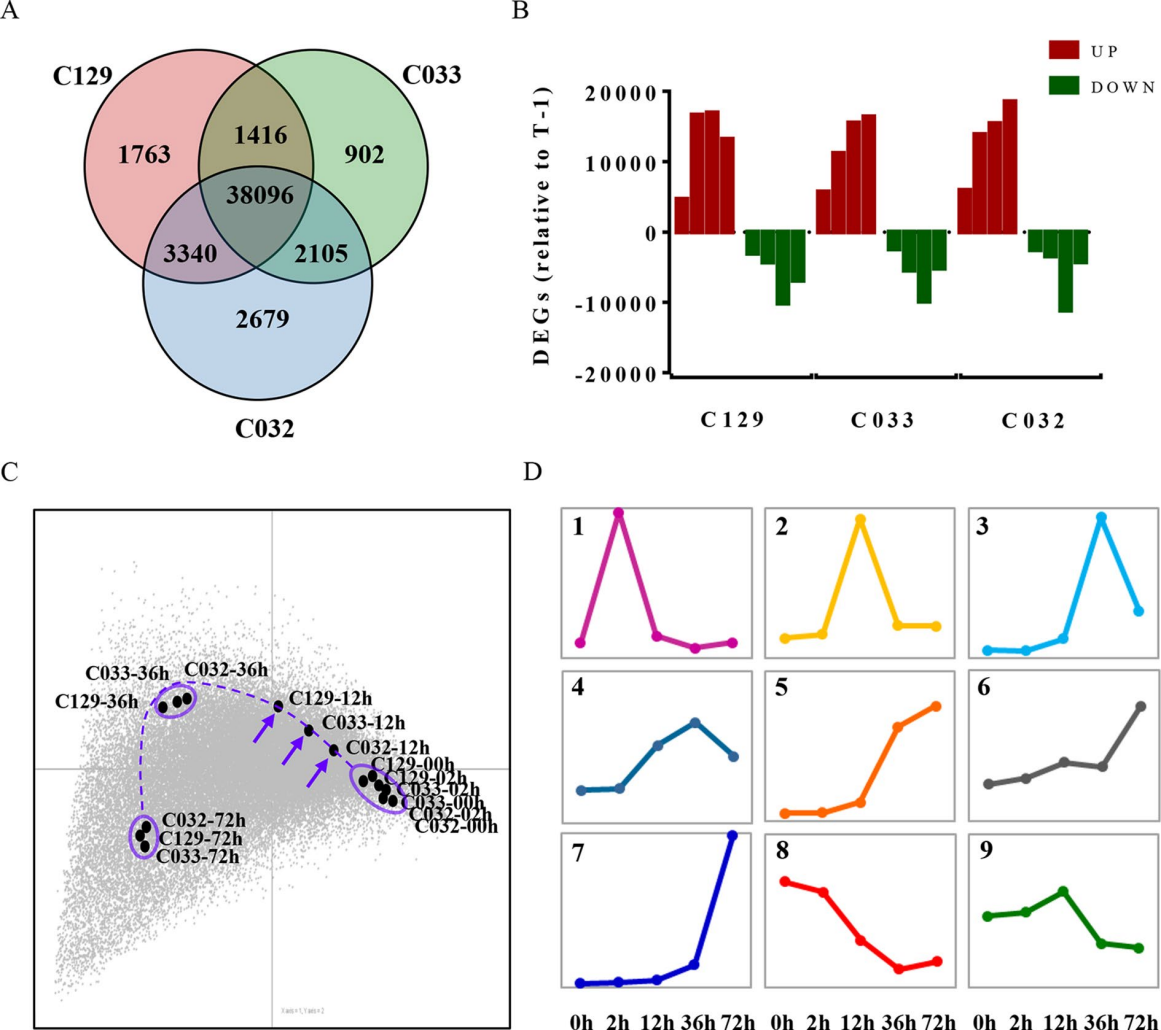
Differential gene expression and transcriptomic dynamics define seed germination in *B. napus* winter accessions. **(A)** Comparison of differentially expressed genes (DEGs) in winter oilseed rape (WOSR) accessions with different germination kinetics showed a common transcriptional regulation. Venn diagram of differentially expressed genes during germination of C129, C032, and C033 seeds from 0 to 72 hai. We compared each time point with 0 hai and also to its previous time point and selected those genes that showed a -1 > log_2_ FC > 1 in at least one of the comparisons. Our final list for C129, C033, and C032 contained 44,615, 42,519, and 46,220 DEGs, respectively. **(B)** Comparison of successive time points for significantly upregulated (red) and downregulated (green) transcripts revealed differences in the timing of significant alterations in the transcriptome. Quantification of the number of DEGs between successive time points during germination in WOSR accessions.T-1 stands for previous time point **(C)** The dynamics of the transcriptional changes associated with the progress of seed germination uncover crucial differences at 12 hai between WOSR accessions. Correspondence analysis between DEGs and WOSR accessions (C129, C033, and C032) during seed germination. DEGs (-1 > log_2_ FC > 1) are represented as a gray dot cloud modeled by the samples (labeled black dots). For each time point, samples tend to lie close to their higher differentially expressed genes, and similar samples tend to stay closer, meaning that they show very similar gene expression profiles. The farther the points are from the origin, the stronger the association between genes and samples. A dashed purple line traces an imaginary trajectory that would represent the dynamics of the transcriptional changes associated with the progress of seed germination. The purple arrows point to the germination time where transcriptional differences between samples are bigger. **(D)** Identification of major clusters representing gene expression dynamics defines a wave of transcriptional activation preceded by an early transcriptional repression during germination of *B. napus*. K-means clustering of differentially expressed genes during C129 seed germination. We use Fuzzy K-means algorithm with Cosine dissimilarity index (1 - Cosine similarity), number of iterations 10, coefficient of fuzziness 1, and initialization random method. The graphs correspond to each of the nine primary clusters obtained (panels 1–9). Each cluster corresponds to a particular gene expression dynamic represented by the colored line. The x-axis represents time after imbibition (2, 12, 36, and 72 hai). Pooled samples of 30 seeds each were used with three biological replicates for each time point.

To find these key genes and to capture gene expression dynamics associated with the germination process in *B. napus*, we focused on C129 accession, which showed the highest germination speed, and categorized the DEGs according to their different transcription profiles during seed germination. 

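Changed genes of C129 differ in when they are switched on, and late genes outnumber early ones. The RNA level peaked at 72 hai in 38.4% of the 66243 changed genes, at 36 hai in 23.8% and at 12 hai in 20.5%. A peak at 2 hai was found in 9.55% and in the dry seed in 7.72%. Values of each gene were divided by the maximum of that gene and grouped by k-means with 9 groups, each then paired with 1 of the paper's patterns by its shape.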

K-means clustering of normalized expression data led to the identification of nine expression profiles or clusters (**Figure 6D**). Clusters 1, 2, and 3 contained genes with transient expression at 2, 12, and 36 hai, respectively. On the other hand, clusters 4, 5, and 6 contained transcripts whose expression increased gradually during germination. 

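Short-lived transcripts mark single stages of germination in C129. Of the changed genes, 1832 (2.77%) had a transient peak at 2 hai, 4447 (6.71%) at 12 hai and 5244 (7.92%) at 36 hai. Group sizes moved with the setting. The group at 2 hai had 4802 genes with a minimum of 1 TPM and 3866 for genes changed at a pseudocount of 1. Genes of the 12 hai group stood at 13.2% of their maximum in the dry seed and at 16.9% at 36 hai. ABI3, RGL2, GA1 and DOF6 belonged to it. The group at 36 hai was at 11.8% of its maximum at 12 hai and at 26.1% at 72 hai, and held the PYL2 match BnaC08g33170D and both EXPA14 matches. In the group at 2 hai the next highest mean level was 16.7% of the maximum, at 12 hai.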

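In C129 3 groups were paired with the paper's patterns of gradual induction. The group with its highest mean at 36 hai had 10943 genes (16.5%) and included KO1. The eIFiso4G1 match and both UPF1 matches also fell into this group, though they were themselves highest at 12 hai. Members of the group stood on average at 78.7% of their maximum at 12 hai and at 60.4% at 72 hai. A further 11287 genes (17.0%) rose at 36 hai and kept their level at 72 hai, among them the ACX2, PYL8 and CYCD4;1 matches and SPT. These genes were at 17.1% of their maximum at 12 hai and at 81.6% at 36 hai. The last group, of 6476 genes (9.78%), had its highest mean at 72 hai but did not climb steadily. It stood at 31.8% of the maximum in the dry seed, 55.1% at 12 hai, 45.1% at 36 hai and 98.8% at 72 hai.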

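The change to a green seedling brought a large group of genes in C129. It held 11681 genes that stood at 2.47% of their maximum in the dry seed and at 13.8% at 36 hai. The PSAN match BnaC03g50210D and HFR1 were members. BnaA09g18400D, matched to AT5G47640, rose from 36 to 72 hai by a log2 of 4.07 (standard error 0.28, adjusted p = 7.17e-08 from limma). BnaC07g05360D, matched to ATCG00720, rose by 6.33 with a standard error of 0.96, and was listed at 24.5 TPM in dry C032 seeds and at 0 in the other libraries up to 36 hai. BnaC02g10690D, matched to AT5G58390, rose by 4.06 and BnaA06g40020D, matched to AT5G47450, by 3.82.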

Cluster 7 contained transcripts with a very sharp increase of expression at 72 hai (postgermination, green seedling stage). Finally, clusters 8 and 9 corresponded to transcripts repressed upon seed imbibition (2 hai) or later (12 hai), respectively. 

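Stored transcripts were lost in 2 ways, mainly by 12 hai or after a delay. Early loss was shown by 4376 genes (6.61%), which stood at 95.4% of their maximum in the dry seed, 71.1% at 2 hai and 27.2% at 12 hai. HSP17.6, the oleosin matches, the LEA matches and the seed storage matches belonged here. Delayed loss was shown by 9957 genes (15.0%), which held 86.1% of their maximum at 12 hai and 37.6% at 36 hai, with GID1a and PIL5 among them. BnaA01g09490D, matched to AT4G18650, shows the delay: it fell from 12 to 36 hai by a log2 change of −4.18 (standard error 0.23, adjusted p = 5.44e-09 from limma). BnaA03g34830D, matched to AT3G18570, shows early loss, with −1.48 from 2 to 12 hai, a call that ends with a pseudocount of 0.01, and −3.70 from 12 to 36 hai.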

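Genes in activation patterns outnumbered genes in repression patterns. Each of the 9 groups was paired with a different pattern of the paper, so the number of activation groups was set by the pairing and is not a result. In C129 51910 of the 66243 changed genes (78.4%) followed 1 of the patterns with a rise. Genes that lost their transcript made up the rest, among them the OLEO2, OLEO3, CLO1, HSP17.6 and HSP21 genes.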

The higher number of clusters with dynamics involving mainly transcriptional activation compared to transcriptional repression (seven out of nine) is consistent with our previous observation (**Figure 6B**).

After identifying the major patterns of gene expression during seed germination, we performed a hierarchical clustering on each k-means cluster. Later, we represented the corresponding heatmaps in a chronological order based on their expression patterns (**Figure 7A**). 

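Few changes passed the test up to 2 hai and many did from 2 to 12 hai. The ACX2 matches for lipid breakdown rose and the LEA4-1 matches for desiccation tolerance fell in this interval in all 3 accessions. At an unadjusted p under 0.05, limma found 23112 of the 53233 tested genes (43.4%) changed from 2 to 12 hai and 34199 (64.2%) from 12 to 36 hai.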

The results of these analyses highlighted 12 hai again as a key point for a major switch in transcriptome dynamics. Accordingly, no major transcriptional changes take place before this time point, with most genes showing low expression levels, except the ones categorized in clusters 8 and 9 (repression clusters).

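Imbibition for 2 h left the stored transcripts almost as they were in the dry seed. Correlations across genes between 0 and 2 hai were 0.982 to 0.985. Only 1 gene rose and 0 fell from 0 to 2 hai by limma, and 903 of the tested genes (1.70%) had an unadjusted p under 0.05. That share is below what this threshold gives without any change, so the test was conservative at this step. The few calls are therefore weak evidence that nothing changed. HSP17.6, the oleosin matches, ABI3 and GID1a were not called at this step. Calls by the fold rule within an accession were more frequent, but 75.5% of those upwards in C129, 90.4% in C033 and 84.9% in C032 lay below 1 TPM. Of the calls made in a pair of accessions below 1 TPM, 55.6% pointed the same way, where 54.2% would by chance. At 1 TPM or more it was 60.8% of 989 calls, where 54.1% would by chance. Genes upregulated in all 3 accessions at this step numbered 727, where 110 would if the accessions were independent, and downregulated ones 130, where 16 would.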

**Figure 7:**
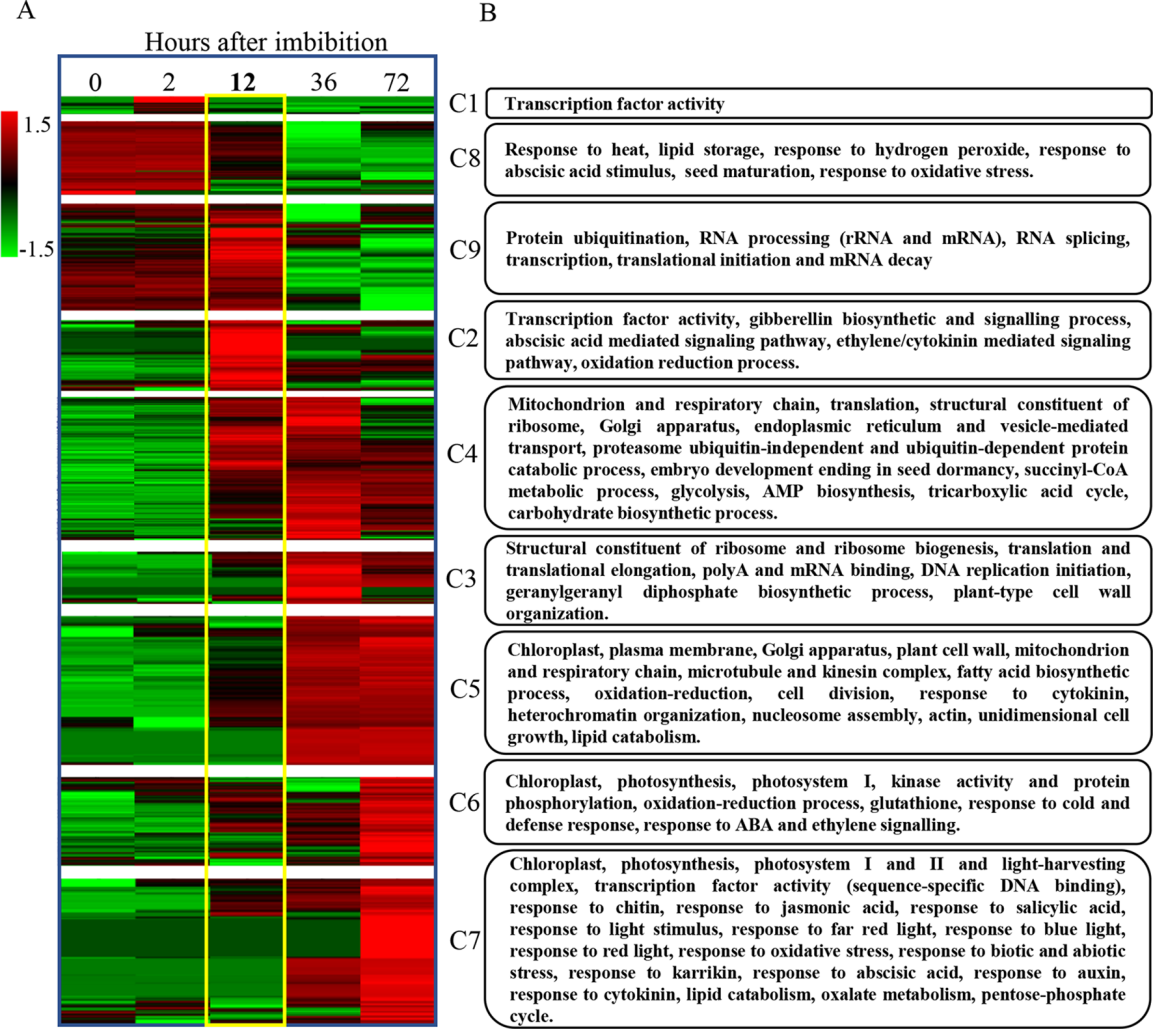
Progressive gene expression and functional gene categorization outline a transcriptomic and genetic framework for seed germination in *B. napus*. **(A)** The identification of the major patterns of gene expression during seed germination highlights 12 hai as a key point for a major switch in transcriptome dynamics. Hierarchical clustering of previously k-means categorized DEGs from C129 WOSR accession and chronological representation of the corresponding heatmaps. Expression values in TPMs for genes included in each gene expression profile, obtained by k-means clustering, were normalized by genes and log transformed, separately. Then, hierarchical clustering using Pearson correlation (complete linkage) and gene leaf order optimization was applied for each cluster (clusters 1–9). The gradient green to red scale represents relative expression units for gene repression or gene induction, respectively. **(B)** We identified the most relevant biological processes being altered during germination in *B. napus*. Functional enrichment for the *B. napus* genes included in each of the previous clusters. The heatmap represents the number of significant functional categories (GO categories) for each cluster obtained by the SEACOMPARE from AgriGO v1.2 (Du et al., 2010) using the *B. napus* GOs and the corresponding p-value obtained with SeqEnrich prediction tool (Becker et al., 2017). The heatmap on the left is a schematic representation of the number of GOs with a p-value < 0.001 cut. P-values > 0.001 are represented as value 1 for graphic simplification. On the right, a summary of some of the most representative functions encompassed in each cluster is presented (see **Supplementary Table S2, Datasheet 14**, for detailed GOs).

We carried out a detailed gene ontology analysis of these two clusters to identify the most relevant biological processes being altered at early time points during germination (**Figure 7B** and **Supplementary Table 2**, **Datasheets 6**, **7**). In cluster 8, there is enrichment in genes involved in heat and oxidative stress, seed maturation, seed dormancy, and ABA response, as well as lipid storage. In this cluster, we also found homologs of *Arabidopsis* DNA ligase VI, involved in DNA ligase-mediated rejoining of single- and double-strand breaks (*LIG6*; Waterworth et al., 2016) or homologs of L-isoaspartyl-O-methyltransferase (*PIMT*; Ogé et al., 2008), involved in protein repair as well as chaperones like *BnaHSP17.6*, *BnaHSP22* (**Supplementary Figure S3**; Rueda-Romero et al., 2012), and other chaperones involved in protein folding. These findings agree with the fact that a number of protection and repair mechanisms are set up during seed maturation to keep the integrity of membrane systems, proteins, and DNA during desiccation. Many of these genes are induced by ABA during seed maturation and their expressions only increase upon imbibition if seeds are dormant. 

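Small heat shock proteins protect other proteins in the drying seed, and HSP17.6 transcripts were cleared as rapeseed germinated. All 3 HSP17.6 loci the paper names were abundant in dry seeds of C129 and C033 and almost gone at 36 hai. BnaA03g03740D, on scaffold LK031815 from 870961 to 871425 in the assembly of Chalhoub et al., stood at 263 TPM in dry C129 seeds, 357 in C033 and 809 in C032, and at 0.577, 3.42 and 9.02 TPM at 36 hai. It fell by a log2 change of −1.43 from 2 to 12 hai (standard error 0.32, adjusted p = 0.00353 from limma), a call that ends without C129 (−1.16), and of −5.10 from 12 to 36 hai. BnaC02g04180D fell by −1.59, a call that ends without C033 (−1.33), and then by −4.96 (standard error 0.33, adjusted p = 5.46e-08). BnaC03g05240D fell by −3.86 from 12 to 36 hai, which no longer passes without C033 (−3.61) or without C129 (−3.44). In dry seeds this copy stood at 186 TPM in C129 and 211 in C033, against 9.58 in C032. The HSP21 match BnaC01g20320D (AT4G27670) fell by −1.94 from 2 to 12 hai, which ends without C033 (−1.75) and with a pseudocount of 0.01, and by −3.61 from 12 to 36 hai. In the list of 3 tested heat shock genes, 1 fell from 2 to 12 hai, 2 fell from 12 to 36 hai and 1 rose from 36 to 72 hai, and the counts adjusted over the list alone were the same. The last is the HSP23.5 match BnaC03g15980D (AT5G51440), which was below 1 TPM up to 36 hai and rose by 1.00, a call that ends with median-of-ratios scaling (0.93) and with a pseudocount of 0.01. The LIG6 match BnaA07g25980D (AT1G66730) did not exceed 0.206 TPM in any library and was not tested.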

A more detailed analysis by RT-qPCR of the kinetics of *BnaHSP17.6* revealed differences in quantity and timing between accessions that correlated with their different germination speeds (**Figure 8**). *ABA1* (Koornneef et al., 1982; **Supplementary Figure S3**) and *NCED6* (Lefebvre et al., 2006), involved in ABA biosynthesis, and *ABI5* (**Supplementary Figure S3**) and *NF-YC9*, among other ABA signaling genes (Koornneef et al., 1982; Finkelstein and Somerville, 1990; Lopez-Molina et al., 2002; Liu et al., 2016), were also present in cluster 8. It is worth to mention that ABA1 catalyzes the first step in the biosynthesis of ABA, and *aba1* mutants have enhanced seed germination (Koornneef et al., 1982; Barrero et al., 2005). 

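NF-YC9 and the dormancy gene DOG1 act on the same hormone response, and neither was called at any step. NF-YC9 (BnaA09g48620D) kept a steady RNA level from dry seed to seedling, between 8.96 and 19.9 TPM in the 15 libraries. Its log2 change was 0.14 from 2 to 12 hai (standard error 0.20, adjusted p = 0.664 from limma) and −0.38 from 12 to 36 hai (adjusted p = 0.115). The DOG1 match BnaAnng11390D (AT5G45830) was at 2.80 TPM in dry C129 seeds, 1.48 in C033 and 3.86 in C032. It decreased step by step, by log2 changes of −0.54, −0.61 and −0.74 from 2 hai on, none of them beyond 1, though the last is −2.70 and passes with a pseudocount of 0.1. ABA1, NCED6 and ABI5 were not analysed here, as no locus for them was at hand.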

ABI5 is a repressor of seed germination able to reactivate late embryogenesis programs (Lopez-Molina et al., 2002). This function requires the presence of ABA to promote ABI5 phosphorylation and protein activity (Piskurewicz et al., 2008), as well as the NF-YC9 transcription factor to support ABI5 transcription (Liu et al., 2016). During seed maturation, ABA accumulates and exerts an inhibitory effect on mechanisms that, otherwise, would trigger germination of developing seeds in the mother plant (preharvest sprouting). Therefore, cluster 8 reflects the shutdown of ABA biosynthesis and signaling pathways necessary to alleviate the inhibition of the germination program. 

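Oleosins and caleosin coat the oil bodies that feed the germinating embryo, and LEA proteins protect it while dry. Their transcripts were stored in dry seeds of all 3 accessions and were nearly gone by 36 hai. The OLEO2 match BnaA07g14960D (AT5G40420) stood at 50.7 TPM in dry C129 seeds, 40.9 in C033 and 43.7 in C032. It fell by −1.41 on the log2 scale from 2 to 12 hai and by −3.20 from 12 to 36 hai (standard error 0.25, adjusted p = 1.28e-07 from limma). At 12 hai 11.8 TPM were left in C129, 13.9 in C033 and 26.7 in C032. The OLEO3 match BnaC09g27370D (AT5G51210) fell by −1.60 and then −2.66, and the CLO1 match BnaC08g12280D (AT4G26740) by −1.15 and then −2.08. For OLEO2, OLEO3 and CLO1 the call from 2 to 12 hai ends with a pseudocount of 0.1, and for CLO1 also without C033 (−1.23) or without C129 (−0.67). Both LEA4-1 matches (AT1G32560) fell in the same steps, BnaC05g24760D by −1.83 and −2.31 and BnaC05g24660D by −1.76 and −2.10, the first of each ending with a pseudocount of 0.01. The dehydrin match BnaC01g00220D (AT4G39130) fell by −1.59 and −1.00. Its first fall also ends with a pseudocount of 0.01, and its second ends without C032 (−0.87) and with median-of-ratios scaling (−0.85). All 3 oil body genes and all 3 LEA genes that were tested fell in both steps, and the counts adjusted over the list alone were the same. These genes were at hand only because the paper lists them as changed. The counts therefore do not test how often genes of these kinds change. Storage protein matches were less uniform: of 5 tested, 1 fell from 2 to 12 hai and 2 from 12 to 36 hai, again the same when adjusted over the list alone. From 36 to 72 hai 1 fell, and 0 when adjusted over the list alone. The SESA1 and SESA4 match BnaA01g17200D fell by −1.58 from 12 to 36 hai, which ends without C032 (−1.30) and with median-of-ratios scaling (−1.31), and CRU2 (BnaC08g43570D, AT1G03890) by −1.03 from 2 to 12 hai, which ends without C033 (−0.85) or without C129 (−0.96).

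**Figure D3:**
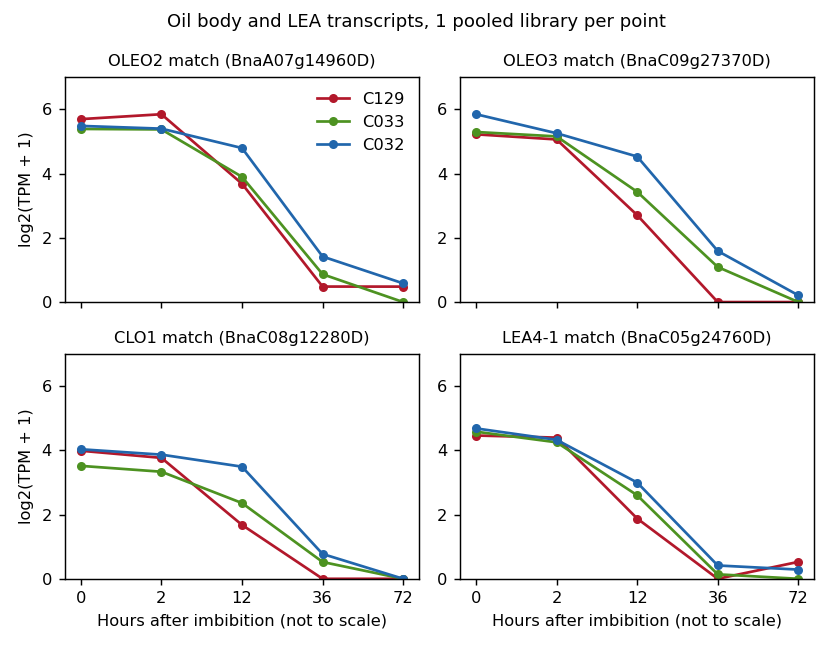
RNA level, as log2(TPM + 1), of the OLEO2, OLEO3, CLO1 and LEA4-1 matches by hours after imbibition; each point is 1 pooled library and each line 1 accession. The level of OLEO2 is 50.7 TPM in dry C129 seeds, and at 12 hai 11.8 TPM in C129 and 26.7 TPM in C032.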

Finally, oleosin family genes were highly abundant in this cluster, reflecting the active accumulation of oil seed bodies during the late seed maturation program. Seed maturation is completed when storage compounds have accumulated, water content has decreased, ABA levels have increased, and desiccation tolerance is established. Thus, genes belonging to cluster 8 were related with the recapitulation of the seed maturation program ending in seed dormancy and the later shift to a germination-driven program of development.

**Figure 8:**
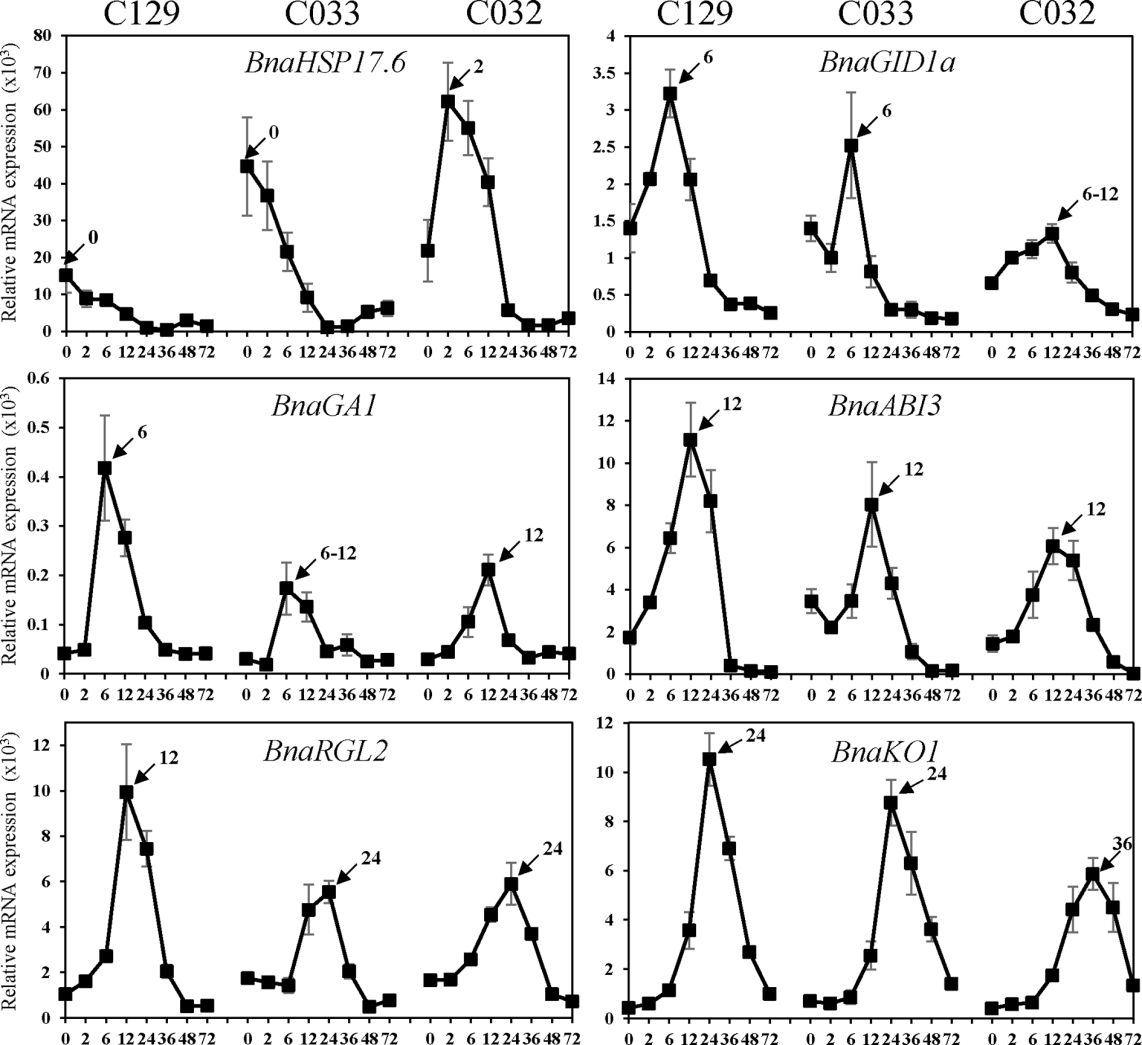
Quantification of *B. napus* gene expression by RT-qPCR during seed germination. RNA was isolated from dry seeds (t = 0) of *B. napus* lines (C129, C033, C032) and at the following time points after seed imbibition: 2, 6, 12, 24, 36, 48, 72 h. Expression values of *B. napus* specific genes were determined by RT-qPCR, and relative expression levels were obtained by normalization with *Bna18S* (*ENSRNA049478716-T1*) rRNA values. Averages and SE of three biological replicates are shown. Amplified gene loci: *BnaHSP17.6* (*BnaC03g05240D/BnaC02g04180D/BnaA03g03740D*), *BnaGID1a* (*BnaC05g46680D*), *BnaGA1* (*BnaA09g01090D*),*BnaABI3 (BnaC03g44820D), BnaRGL2* (BnaC05g47760D), and *BnaKO1* (*BnaC07g28980D*). Three biological replicates were used for each time point and accession.

Cluster 9 is the other cluster containing genes with a high transcript accumulation in dry seeds but, in contrast to cluster 8, those transcripts continued increasing their levels until 12 hai and are repressed by 36 hai (coinciding with the transition from germination to greening). Cluster 9 mainly contains genes involved in RNA processing (rRNA and mRNA), translation initiation and elongation, transcription, mRNA splicing, mRNA decay, and protein modification, especially mono and polyubiquitination as well as protein dephosphorylation and degradation. Several genes involved in those processes have been shown to reduce ABA sensitivity during seed germination like *AHG1* (**Supplementary Figure S3**) or *DCAF, HUB1, PRT6*, and *ATE2* (Liu et al., 2007; Nishimura et al., 2007; Holman et al., 2009; Seo et al., 2014). Additionally, cluster 9 is enriched in DEAD-box RNA helicases as well as translation initiation and elongation factors (*eIF4E*, *eIF4G*, Lellis et al., 2010; Dinkova et al., 2011) with possible roles in mRNA selective translation of proteins from seed stored mRNAs that would support germination (Sajeev et al., 2019). 

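Translation factors are needed to read the stored mRNAs once water enters the seed. The eIFiso4G1 match BnaA02g08040D (AT5G57870) was at about the same level in dry seeds of the 3 accessions, 50.3 TPM in C129, 48.9 in C033 and 51.5 in C032. It reached 114 TPM in C129 at 12 hai, 92.0 in C033 and 104 in C032. The log2 change was 0.84 (standard error 0.19, adjusted p = 0.00316 from limma), which is not beyond 1. Without C032 it was 1.01 and passed. The transcript kept 70.5 TPM in C129 at 36 hai.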

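UPF1 is the helicase at the centre of nonsense-mediated mRNA decay. Both rapeseed UPF1 matches (AT5G47010) were most abundant at 12 hai in C129. BnaA02g24890D reached 61.8 TPM in C129, 31.4 in C033 and 39.4 in C032 at that time. Its log2 change from 2 to 12 hai was 0.71 (adjusted p = 0.00761 from limma) and that of BnaC02g33040D was 0.91 (adjusted p = 0.000839), neither beyond 1. Without C032 the latter was 1.05 and passed.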

Cluster 9 is also enriched in mRNA decapping and decay related genes (*DCP1*, Basbouss-Serhal et al., 2017), especially nonsense-mediated mRNA decay. Selective mRNA decay could also play a role in alleviating dormancy and promoting germination (Basbouss-Serhal et al., 2017). In this cluster, we also found *GID1a*, a GA receptor, suggesting that an increase in GA sensitivity parallels the reduction in ABA sensitivity to promote germination. 

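GID1a lets the seed perceive gibberellin, and its transcript was kept through the first 12 h of imbibition before it was lost. GID1a (BnaC05g46680D, scaffold LK032510 from 243095 to 244865) stood at 59.3 TPM in dry C129 seeds, 41.0 in C033 and 17.5 in C032. At 12 hai it was at 90.1, 71.3 and 59.6 TPM, again highest in C129. The log2 change from 2 to 12 hai was 1.05 (standard error 0.39, adjusted p = 0.0574 from limma) and did not pass the test over all genes. From 12 to 36 hai the gene fell by a log2 change of −3.99 (adjusted p = 3.39e-06). Adjusted over the list alone, the paper's cluster 9 genes GID1a and PIL5 both passed from 2 to 12 hai, against 1 of them over all genes.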

To study in more detail this gene, we carried out a more comprehensive analysis of its RNA kinetics by qPCR. *BnaGID1a* showed different kinetics between accessions (**Figure 8**). C129 was the only accession with a clear induction upon imbibition peaking at 6 hai and showing a sharp decrease afterward. On the contrary, only a small increase in transcript abundance was detected in C033 and C032 with a sharp decrease afterward, and overall levels were lower than those observed in C129. Additionally, *BnaGID1a* mRNA levels peaked later in C032 when compared with the other two accessions. These results suggest that C129 may be more sensitive to GAs upon imbibition than the other accessions. Interestingly, this cluster also contains *PIL5* (**Supplementary Figure S3**), a negative regulator of seed germination involved in the control of hormone metabolism and signaling (Oh et al., 2004).

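PIL5 holds back germination in the dark, yet its transcript was highest just before the radicle emerged. PIL5 (BnaC07g00780D) was at 10.9 TPM in dry C129 seeds, 6.53 in C033 and 8.43 in C032, and at 25.2, 17.7 and 15.9 TPM at 12 hai. It rose by a log2 of 1.01 from 2 to 12 hai (standard error 0.15, adjusted p = 0.000214 from limma), close to the limit of 1. That call ends without C033 (0.89) and with median-of-ratios scaling (0.64). From 12 to 36 hai it fell by a log2 change of −1.21, or −0.97 with median-of-ratios scaling, which is not beyond 1.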

The remaining clusters encompass transcriptional activation events taking place during germination. Cluster 2 marks early transcriptional induction events occurring at 12 hai. In this cluster, we found a clear enrichment of genes with transcription factor activity as well as genes involved in GA metabolism and signaling. These GO categories (GO:0009686, GO:0009740, GO:0009739, and GO:0045544) constitute 3.6% of the genes, whereas they only account for 0.75% of all *B. napus* genes (**Supplementary Table S2**, **Datasheet 8**). We also found a significant enrichment of genes involved in ABA perception and signaling as well as in ABA degradation (Vishal and Kumar, 2018). Thus, these results suggest that the previously described changes from low GA/ABA ratios to high GA/ABA ratios (**Figure 5B****)** that will determine the initiation of the germination process in *B. napus* are preceded by transcriptional regulatory events set up mainly at 12 hai. In this context, the presence of *GA1* in this cluster. 

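GA1 and GA20ox1 act at the start and near the end of gibberellin synthesis, and both transcripts were highest at 12 hai. GA1 (BnaA09g01090D, scaffold LK032127 from 467820 to 475597) reached 7.27 TPM in C129, 5.37 in C033 and 3.22 in C032. Its log2 change from 2 to 12 hai was 0.95 (standard error 0.19, adjusted p = 0.00129 from limma), just short of 1. From 12 to 36 hai the gene fell by a log2 change of −2.05 (adjusted p = 3.93e-07). The GA20ox1 match BnaA03g47400D (AT4G25420) reached 20.2 TPM in C129 at 12 hai, against 2.42 in C033 and 2.02 in C032. It rose by a log2 of 1.98 and fell again by −1.98, but without C129 the rise is 0.95 and does not pass. Of 3 tested genes of gibberellin synthesis, 1 rose from 2 to 12 hai and 2 fell from 12 to 36 hai, the same when adjusted over the list alone.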

GA1 catalyzes the first committed step in the GA biosynthesis pathway, and *ga1* mutants only germinate when exogenous GAs are added (Sun and Kamiya, 1994; Ogawa et al., 2003). Expression analyses by qPCR showed that *BnaGA1* mRNA levels peaked later in C032 when compared with the other two accessions, a result similar to that obtained for *BnaGID1a* (**Figure 8**). ABI3 and RGL2 are two important negative regulators of seed germination also present in this cluster. Both regulators are intimately connected in the repression of seed germination by quickly responding to changes in GA/ABA ratios (Piskurewicz et al., 2009). 

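ABI3 and RGL2 restrain germination, and their transcripts rose before the radicle emerged and were removed afterwards. Both ABI3 copies behaved alike in the 3 accessions. BnaA03g37510D reached 146 TPM in C129 at 12 hai, 84.1 in C033 and 145 in C032, and BnaC03g44820D reached 99.2, 60.9 and 91.2 TPM. They rose from 2 to 12 hai by a log2 of 1.14 and 1.24, which with median-of-ratios scaling becomes 0.74 and 0.84 and no longer passes. From 12 to 36 hai they fell by −3.04 (standard error 0.25, adjusted p = 1.49e-07 from limma) and −2.87, and from 36 to 72 hai by −1.98 and −2.11. The RGL2 copy BnaC05g47760D reached 178 TPM in C129 at 12 hai, 74.1 in C033 and 80.5 in C032. It rose by a log2 of 1.86 (standard error 0.24, adjusted p = 5.46e-05) and fell by −1.73 from 36 to 72 hai. Its fall from 12 to 36 hai, −1.04, does not pass without C129 (−0.63) or with median-of-ratios scaling (−0.80). The copy BnaA05g32640D rose by 1.68 (adjusted p = 0.0491) and fell by −4.05 from 36 to 72 hai. Its rise ends without C033 (1.82), without C129 (1.46) and with median-of-ratios scaling (1.28). It also ends with rescaled coding genes (1.70), with pseudocounts of 0.01 and 0.1 (1.71 and 1.70) and without the accession term. Of the 5 loci of GA1, ABI3 and RGL2, 4 rose from 2 to 12 hai and 4 fell from 12 to 36 hai. Adjusted over the list alone, 4 rose and 5 fell.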

Our qPCR results revealed that *BnaABI3* RNA levels peak at 12 hai in all accessions, while *BnaRGL2* RNA levels peak earlier in the C129 accession (12 hai) compared to C033 and C032 (**Figure 8**). Clusters 3 and 4 included transient and gradual increases of transcriptional activation peaking at 36 hai. Cluster 4 encompassed genes coding for mitochondrion and respiratory chain components, genes related to ribosomes and translation, Golgi apparatus, endoplasmic reticulum, and vesicle mediated transport. We also found genes encoding for key enzymes involved in fatty acid beta-oxidation and glyoxylate cycle (MLS, ICL, Comai et al., 2007), tricarboxylic acid cycle (ACO3, CSY3, Pracharoenwattana et al., 2005; Hooks et al., 2014), carbohydrate biosynthesis, and glycolysis (HXK1, Aguilera-Alvarado et al., 2019). 

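Acyl-CoA oxidase starts the breakdown of stored fatty acids that fuels the seedling. Both rapeseed ACX2 matches (AT5G65110) were switched on before the radicle emerged and climbed steeply afterwards. BnaA06g24040D went from 4.77 TPM in dry C129 seeds to 30.2 TPM at 12 hai and 258 TPM at 36 hai. At 12 hai C033 had 10.6 TPM and C032 20.5 TPM. It rose by a log2 of 1.90 from 2 to 12 hai (standard error 0.29, adjusted p = 0.000218 from limma) and of 2.95 from 12 to 36 hai. BnaC03g49190D rose by 2.12 and 2.44 and reached 351 TPM in C129 at 36 hai. The list had 2 tested genes and both rose in each step, the same when adjusted over the list alone. LACS6 (BnaA05g31340D, AT3G05970) stayed at or below 0.581 TPM and was not tested. MLS, ICL, ACO3, CSY3 and HXK1 were not analysed here.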

In the case of *BnaHKX1*, we found that the peaking time point in C033 and C032 was delayed compared to C129 (**Supplementary Figure S3**). These results suggest that the main metabolic pathways are fully functional at 36 hai, processing the seed reserves and supplying the embryo with the energy and all of the organic compounds required for its transition to a seedling.

In cluster 3 (genes transiently induced at 36 hai), we found a significant enrichment of genes encoding for structural ribosome constituents as well as genes involved in ribosome biogenesis, translation, and mRNA binding. This suggests that after the germination program has been established, major efforts are dedicated to the translation of mRNAs to protein. 

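KO1 acts in the synthesis of gibberellins, and its transcript was highest once radicles were emerging. KO1 (BnaC07g28980D, scaffold LK031821 from 1227536 to 1230121) reached 60.5 TPM at 36 hai in C129, 33.4 in C033 and 34.1 in C032. At 12 hai C129 was at 35.5 TPM, C033 at 19.0 and C032 at 15.4. The log2 change from 12 to 36 hai was 0.87 (standard error 0.22, adjusted p = 0.00343 from limma), and 1.11 with median-of-ratios scaling, where it passed.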

The ent-kaurene synthase (KO1), an enzyme required for the GA biosynthesis pathway (Rademacher, 1989; Nambara et al., 2008) is also present in this cluster together with well-known GA-responsive genes, such as *CP1*, *EXPA2*, and *EXPA8* (**Supplementary Figure S3**; Ogawa et al., 2003; Rombolá-Caldentey et al., 2014; Sánchez-Montesino et al., 2019). *KO1* is a useful marker for GA levels given that its transcription is under feedback regulation, stimulated by paclobutrazol and repressed by GA_4_ (Ogawa et al., 2003; Nambara and Marion-Poll, 2005). Consequently, we observed that RNA levels of *BnKO1* increase upon imbibition at 12 hai and peak at 24 hai for C129 and C033 and at 36 hai for C032 (**Figure 8**). These transcriptional profiles are in agreement with the germination kinetics of our accessions (**Figure 1A**) as well as with their timing of GA_4_ accumulation (**Figures 4B–D**). The sharp decrease of RNA levels observed after their peaking times may indicate that this gene, as in *Arabidopsis*, is also under GA negative feedback in *B. napus*.

Cluster 5 contains genes that are mainly induced at 36 hai and maintained at high expression levels until 72 hai. This cluster was enriched in genes involved in cell wall biogenesis and organization (*XTH9*, **Supplementary Figure S3**; Shin et al., 2006; Sánchez-Montesino et al., 2019), fatty acid biosynthesis (*FDH/KCS10*, **Supplementary Figure S3**; Yephremov et al., 1999; Rombolá-Caldentey et al., 2014), heterochromatin organization, and nucleosome assembly (specially *H2A*-related genes). Interestingly, we also found a significant enrichment in genes related with microtubule and kinesin complex, mainly involved in cytokinesis, and many cell division and cell cycle-associated genes. 

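D-type cyclins open the cell cycle and expansins loosen the wall for growth. The expansin matches passed the test from 12 to 36 hai and the cyclin matches fell just short of its limit. The CYCD4;1 matches (AT5G65420) were faint. BnaC03g48980D was at 0.298 TPM in C129 at 12 hai and at 2.17 TPM at 36 hai, and its log2 change was 0.99 (standard error 0.16, adjusted p = 0.000109 from limma). BnaA06g24290D had 0.94. Neither is beyond 1, and both are with a pseudocount of 0.1 (2.3 and 2.96) and with rescaled coding genes (1.15 and 1.16). The EXPA14 matches (AT5G56320), BnaA02g08750D and BnaC02g12340D, rose by a log2 of 1.27 and 1.15. Both tested expansin matches and 0 of the 2 cyclin matches were called, the same when adjusted over the list alone.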

TCP14, a transcription factor that positively regulates seed germination by mediating GA action and cyclin gene expression, was also found in this cluster (**Supplementary Figure S3**; Tatematsu et al., 2008; Resentini et al., 2015). After embryo formation in the dry seed, developmental control imposes a pause in cell proliferation. However, imbibition does not cause an immediate entry into the cell cycle (Vázquez-Ramos and de la Paz Sánchez, 2003). In general, cell division is concomitant with or take place after radicle protrusion (Barrôco et al., 2013), and cell proliferation is an absolute requirement for seedling establishment (Vázquez-Ramos and de la Paz Sánchez, 2003). Therefore, the enrichment in cell wall biogenesis and organization and cell cycle genes suggested that the transition from germination (embryo expansion) to post-germinative (seedling) growth in *B. napus* takes place at around 36 hai, agreeing with our previous phenotypic, metabolic, and hormonal data, pointing to this time as crucial for germination performance. Finally, both clusters 6 and 7 contain induced genes with maximum expression at 72 hai but differing in their activation dynamics. They are highly enriched in genes associated with photosynthesis (photosystems I and II and light-harvesting complex). Additionally, cluster 7 was highly enriched in genes associated with response to both biotic and abiotic stresses as well as in light perception (red, far red, and blue light) and hormone signaling, specially abscisic acid, auxins, ethylene, and cytokinins. These GOs enrichment indicates that the switch to a photosynthetic seedling is taking place at this time point, marking the completion of the germination process and the transition to the seedling establishment phase.

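Photosystem transcripts were scarce in the seed and rose with the green cotyledons. The PSAN match BnaC03g50210D (AT5G64040), for a subunit of photosystem I, was at 1.80 TPM in C129 at 36 hai and 24.4 TPM at 72 hai. It rose by a log2 of 3.65 (standard error 0.21, adjusted p = 1.88e-08 from limma), and C033 reached 21.4 TPM and C032 19.6 TPM. The LHCB3 matches (AT5G54270) rose too, BnaC09g30700D by 3.22 and BnaC02g44590D by 1.15. BnaC09g30700D was at 1.77 TPM in dry C033 seeds and 1.98 TPM at 2 hai, and below 1 TPM in C129 and C032 up to 36 hai. All 3 tested photosynthesis genes rose from 36 to 72 hai, also when adjusted over the list alone. They too were at hand only because the paper lists them as changed. BnaC02g44590D reaches 1 TPM in the 3 libraries the test needs only with all 3 accessions. The RBCS1A matches BnaC02g17140D and BnaC02g17150D stayed at or below 1.28 TPM in every library.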

All of these results together define a transcriptional framework determined by a wave of transcriptional activation preceded by an early transcriptional repression that regulates specific biological process during germination in *B. napus*. Genes associated to key regulatory events identified in this analysis could be used as genetic markers as well as targets for improvement of *B. napus* germination.

### Key Protein Interactions Involved in ABA/GA Signaling and Crosstalk During Germination Are Conserved in *B. napus*

Several regulatory proteins have been shown to play important roles in ABA/GA signaling and crosstalk during seed germination in *Arabidopsis thaliana* and other plant species. In particular, direct protein–protein interactions between some of these key regulators have been found to be essential for a coordinated response to both hormones. We used a yeast two-hybrid system (Y2H) to test whether these strategic interactions have been conserved in *B. napus*.

The RGL2 protein is the main DELLA protein involved in the control of seed germination (Piskurewicz et al., 2008). RGL2 is able to interact with NF-YC transcription factors to promote transcription of *ABI5* to negatively regulate seed germination (Liu et al., 2016). *BnaRGL2* kinetics (**Figure 8**), as well as *BnaNF-YC9* and *BnaABI5* (**Supplementary Figure S3**), are similar to their *Arabidopsis* counterparts, suggesting that their roles could be conserved. We tested if their interactions are also conserved using Y2H. As observed in **Figure 9**, yeast cells carrying *AD-BnaRGL2* with the *BD-BnaNF-YC9* constructs show enhanced growth in the presence of increasing concentrations of 3-aminotriazole when compared to cells carrying the *AD-BnaRGL2* and any of the negative control plasmids (*AD-Ø*, *AD-GFP*). These results indicate that BnaRGL2 is able to interact with BnaNF-YC9 as in *Arabidopsis*. RGL2 also sequesters NAC25 in a physical interaction to repress endosperm cell expansion, cell wall-related gene expression, and seed germination (Sánchez-Montesino et al., 2019). We observed that *BnaEXPA2*, one of the main targets of the RGL2-NAC25 complex, was expressed as *AtEXPA2* and that both BnaRGL2 and BnaNAC25 proteins are able to interact (**Figure 9**). *SPT* is another negative regulator of seed germination and cotyledon expansion that has been shown to interact with RGL2 in yeast (Penfield et al., 2005; Gallego-Bartolomé et al., 2010). Yeast cells carrying *AD-BnaRGL2* with *BD-BnaSPT* constructs also show growth in selective media, indicating a similar interaction than in *Arabidopsis*. All of these results indicate that BnaRGL2 interactions with key regulators of germination are conserved in *B. napus*.

**Figure 9:**
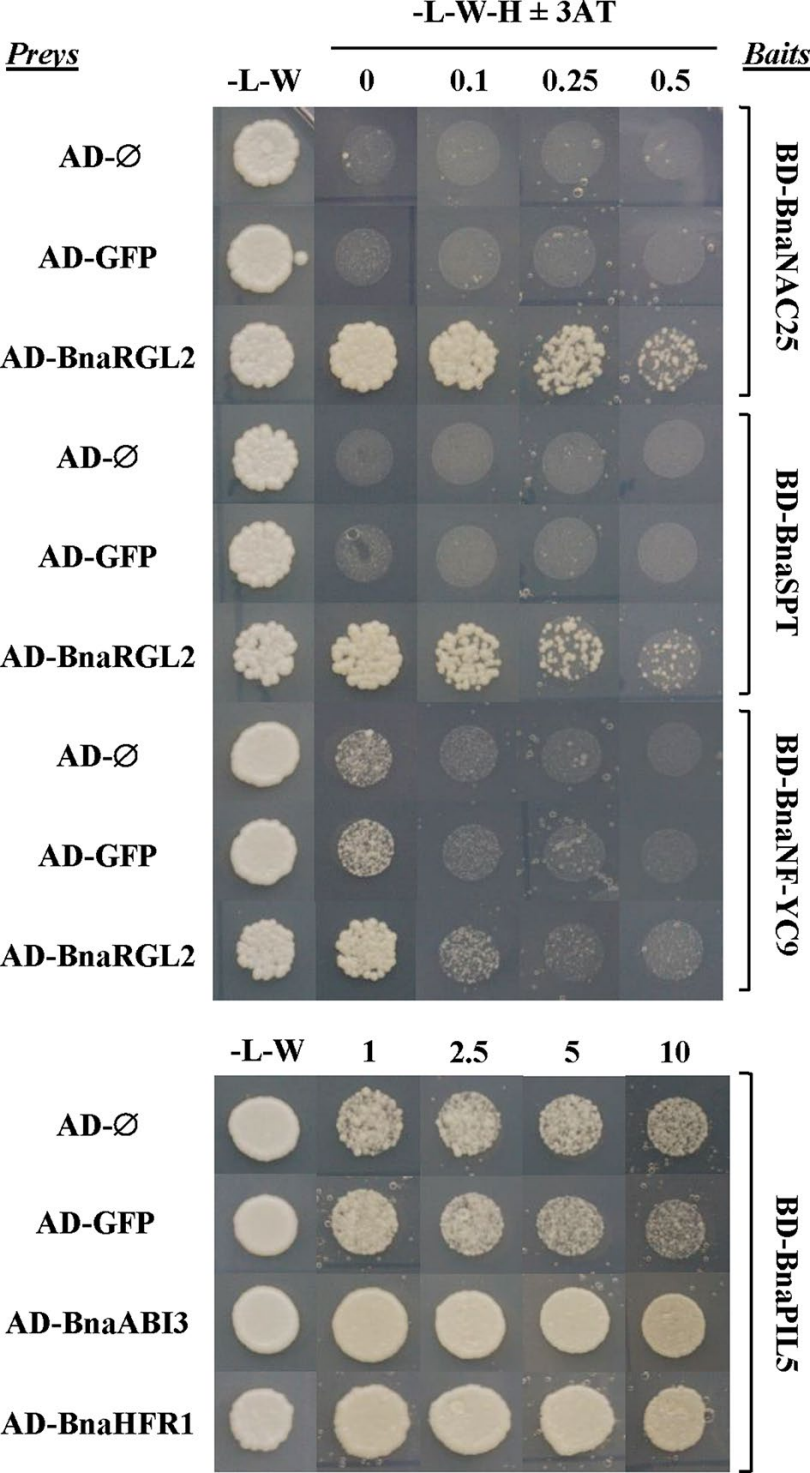
Protein interactions between important regulators of seed germination are conserved in *B. napus*. Interactions between selected *B. napus* transcription factor (TF) proteins analyzed in a yeast two-hybrid system. Bait constructs were generated by N-terminal translational fusions between the GAL4-binding domain (BD) coding sequence (CDS) and selected TF CDSs (*BD-BnaNAC25*, *BD-BnaSPT*, *BD-BnaNF-YC9*, and *BD-BnaPIL5*). Prey constructs were generated by N-terminal translational fusions between the GAL4-activation domain (AD) CDS and selected TF CDSs (*AD-BnaRGL2*, *AD-BnaABI3*, and *AD-BnaHFR1*). The GAL4-AD and the GAL4-AD fused to the CDS of the green fluorescent protein (GFP) were used as negative controls. Yeast strains containing baits were mated to strains containing preys in the combinations indicated in the figure, and the diploid cells obtained were grown on diploid (-L-W) and screening (-L-W-H) plates with or without 3-AT. Cells containing combinations of baits and preys able to interact were able to grow on screening plates at concentrations of 3-AT that blocked the growth of negative controls.

PIL5 is another negative regulator of seed germination, integrating light and hormone signals (Oh et al., 2004; Oh et al., 2006; Oh et al., 2009). When PIL5 protein is not degraded by light, their regulatory properties depend on several interactions with other proteins and gene promoters. Moreover, PIL5 and ABI3 collaboratively activate the expression of *SOM* by directly binding to and interacting with each other at the *SOM* promoter (Park et al., 2011). In turn, SOM negatively regulates seed germination by modifying the expression levels of ABA/GA metabolic genes (Kim et al., 2008). The kinetics of these genes (**Figure 8** and **Supplementary Figure 3**) are similar to those observed for *Arabidopsis* genes (Parcy et al., 2007; Piskurewicz et al., 2008; Park et al., 2011; Hsieh et al., 2012), suggesting that this important regulatory network is conserved in *B. napus*. Indeed, the result from our Y2H experiment indicates that BnaPIL5 (*BD-BnaPIL5*) and BnaABI3 (*AD-BnaABI3*) proteins are able to interact strongly in this system (**Figure 9**). Contrary to PIL5, HFR1 is a positive regulator of light-induced seed germination able to directly interact with and sequester PIL5 to prevent it from binding to its target genes (Shi et al., 2013). In addition, this interaction promotes reciprocal codegradation of PIL5 and HFR1 (Xu et al., 2017). This way, light-induced germination promotes increased abundance of HFR1, thus enhancing PIL5 degradation and leading to increased GA levels (Oh et al., 2006; Xu et al., 2017). As observed in **Figure 9**, BnaPIL5 and BnaHFR1 are able to interact strongly since yeast cells carrying the *BD-BnaPIL5* and AD-*BnaHFR1* constructs have enhanced growth in the presence of 3-AT above control levels and as strongly as the BnaPIL5-BnaABI3 interaction.

Altogether, these results suggest that protein interactions between transcription factors with a relevant role in seed germination by modifying and signaling hormone levels have been conserved in *B. napus*.

## Discussion

Seed germination is a major component of seed vigor affecting plant survival and crop yield. Our analyses of a panel of *B. napus* accessions showing robust differences in seed germination have determined that the speed of this process is responsible for germination variability. Briefly, despite our accessions being very similar in terms of seed viability (understood as the germination potential of the seed, final germination rates), major differences in seed germination were observed in T50 values, spanning 15 h between the fastest (C129) and slowest (C032). In other words, when considering 36 hai as the average T50, a 30% GR difference between extreme accessions was observed. Although seedling establishment is largely dependent on seed viability, our results indicate that high seed viability does not always correlate with high germination speed in *B. napus*. Given that germination speed could have a greater impact on seedling survival and crop yield when environmental conditions are not favorable, this trait will be a valuable parameter to estimate and to improve seedling establishment in all environmental conditions affecting this crop in the field. In fact, farmers require vigorous seeds that ensure the reliable and successful establishment of their crops under environments subjected to changing environmental cues (Finch-Savage and Bassel, 2016). Thus, seeds performing well under optimal conditions are also more likely to perform better under stress (Bettey et al., 2000; Foolad et al., 2007). It has been shown that *B. napus* seed germination can be substantially improved (Hatzig et al., 2015), and our results suggest that using the genetic variability to increase germination speed is a promising approach to achieve it. Moreover, our results have confirmed that OSR seeds germinate faster than *Arabidopsis* seeds, in agreement with previously published data (Li et al., 2005; Hatzig et al., 2015a; Kubala et al., 2015; Wang et al., 2016; Gu et al., 2019; Luo et al., 2019). This acceleration of germination in *B. napus* could be reflecting the enhanced pressure to germinate that crop seeds have to face on agricultural challenging environments, again pointing to this trait as an interesting target to increase *B. napus* seed performance in the field. However, testing this hypothesis is not easy given the existing differences in seed size between *Arabidopsis* and oilseed rape and the absence of *B. napus* wild-type accessions.

Seed reserves, such as oils, proteins, and carbohydrates, are key for metabolism activation during seed imbibition along the germination process and serve to support early seedling growth (Weitbrecht et al., 2011; Nonogaki, 2014; Paszkiewicz et al., 2017). Our metabolic profiles agree with other seed germination profiles in other plants and crops, where at later stages of germination, there is also an increase in sugars (fructose, glucose, and maltose) and minor carbohydrate metabolism (raffinose, sorbitol, and xylose) related with the increased necessity of energy during the germination process as well as compounds associated with cell wall metabolism (myo-inositol and galactinol) (Howell et al., 2008; Gu et al., 2016). During seed germination, carbon skeletons of oil reserves are utilized to produce sugars to feed the energy metabolism machinery (glycolysis, Krebs cycle, oxidative phosphorylation, and mitochondrial electron transport)—thanks to the glyoxylate cycle. Interestingly, PCA analysis of carbohydrates evidenced that the high germination speed C129 accession has significant lower levels of malate at all time points analyzed (**Figure 2C**). Malate is an important metabolite that can be oxidized to oxaloacetate, a precursor of gluconeogenesis, and is produced by the glyoxylate cycle (glyoxysomes) as well as by the Krebs cycle in the mitochondria (Eastmond and Graham, 2001). One explanation for our result would be that C129 is able to use malate faster than other accessions, resulting in lower basal levels of the metabolite. Consequently, this accession would be more efficient generating energy required for germination that, in turn, will be accelerated. Although our analyses on amino acid levels yielded results similar to those obtained for *Arabidopsis* (**Figure 2B**; Fait et al., 2006), a peak of aspartate at 36 hai was observed for C129 but not for C033 and C032. The plant Asp-family pathway leads to the synthesis of the essential amino acids lysine, threonine, methionine, and isoleucine and, for this reason, has been of interest for plant breeders (Jander and Joshi, 2009; Galili, 2011). Besides their importance for human food quality, these amino acids are also well-known donor metabolites that feed the TCA cycle (Weitbrecht et al., 2011). Thus, higher levels of aspartate could also be related to extra carbon being available for germination and early seedling development. Both results suggest that malate and aspartate would be good markers to monitor germination efficiency in this crop.

ABA accumulates in dry seeds during seed and embryo development, but endogenous ABA content decreased significantly within 6–24 h after the onset of imbibition in *Arabidopsis* and rice (Ali-Rachedi et al., 2004; Ye et al., 2012). Consistently, ABA levels progressively diminished over time in all accessions, although steady state levels of ABA in dry seeds varied between them. Thus, we found that among the accessions studied, rapidly germinating C129 has lower levels of ABA in dry seeds and at early time points. However, our results combining germination kinetics of C129, C033, and C032 and clustering analyses indicate that ABA content does not seem to be a major contributor to germination variability on *B. napus* seeds. Moreover, RNA levels of key genes involved in ABA metabolism are similar between the accessions along the sampled germination times, resembling the pattern observed for their orthologs in *Arabidopsis* (**Supplementary Figure S3**). However, it seems that is the ABA/GA balance and the sensitivity to these hormones that play a central role in the control of germination (Finch-Savage and Footitt, 2017). Bioactive GA accumulates in the embryo just before radicle protrusion (Ogawa et al., 2003; Kucera et al., 2005). We detected GA_4_ (bioactive) in the C129 and C033 accessions and found that its accumulation is delayed in the C032 accession (selected for its slow germination speed). In accordance with these results, we found that the kinetics of two genes encoding key enzymes for early steps of the GA biosynthetic pathway (*BnaGA1* and *BnaKO1*) are delayed in the C032 accession in comparison to C129 and C033 (**Figure 8**). Taking all these data together, the ABA/GA balance could explain some of the differences observed in germination speed between accessions. Thus, C129 has low ABA and medium GA levels, C033 has more ABA but higher GA levels, and C032 has high ABA (similar to C033) but delayed accumulation and low levels of GA. In addition, it has been proposed that IAA acts as an enhancer of ABA in germination (Liu et al., 2007; Nguyen et al., 2016). Interestingly, we detected high levels of IAA at early time points in C032 and C033 varieties (**Supplementary Figure S2**) that could be accounting for slowing down germination speed. Moreover, the higher IAA-Asp levels observed in the C033 accession compared to C032 suggest that the former would be able to overcome the inhibitory effects of IAA by activation of IAA degradation pathways to ensure germination (Ljung, 2013).

Unexpectedly, we also found significant differences in GA_8_ content, being higher in C129 accession compared with C033 and C032. GA_8_ is an inactive GA catabolite from the early 13-hydroxylation pathway where active GA_1_ is formed (Hedden and Phillips, 2000; Sun, 2008). The amount of GA_1_ is usually 10% of that detected for GA_4_ (Yamauchi et al., 2004), and our inability to detect GA_1_ could be due to the existence of lower levels compared to other species. Although GA_4_ is likely to be the major endogenous active GA in *Arabidopsis* (Talon et al., 1990; Derkx et al., 1994; Hedden and Kamiya, 2002; Ogawa et al., 2003), our results suggest that GA_1_ may play a key role in WOSR seed germination. In *Arabidopsis*, it has been shown that the effects of GAs on seed germination are also related to the sensitivity to the hormone (Nakajima et al., 2006). Among the three *Arabidopsis* GA receptors, genetic evidence has shown that GID1a and GID1c are the most important for seed germination (Voegele et al., 2011) and that GID1a is the most abundant (Cao et al., 2006; Griffiths et al., 2006; Hauvermale et al., 2014). In that respect, it is worth mentioning that C129 is the accession with the highest levels of *BnaGID1a* mRNA (**Figure 8**), and the sharp decrease in RNA levels of *BnaGID1a* observed in the accessions, that preceded peaking levels of GA_4_, is compatible with its role as GA receptor (Griffiths et al., 2006). Thus, we propose that *B. napus* accessions differences in GA homeostasis and GA sensitivity underlie variation in germination speed in *B. napus* accessions.

Transcriptomic analyses are extremely useful to uncover the basic biological process underlying any trait. Correspondence analysis between DEGs and WOSR varieties along the germination process and their projection in a 2D space highlighted that changes in the transcriptomes corresponding to each accession were very similar (89%; **Figure 6C**). In fact, most of the RNA kinetics (RNA-seq or/and qPCR) of genes related to ABA and GA metabolism and signaling, including key regulators of the process, had similar patterns of gene expression between accessions. 

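Transcripts of the ABA receptor PYL8 rose in the interval in which those of ABI3 fell. The PYL8 matches (AT5G53160) did not exceed 0.419 TPM up to 2 hai and rose from 12 to 36 hai in all 3 accessions, BnaA10g06520D by a log2 of 2.45 (standard error 0.19, adjusted p = 9.94e-08 from limma) and BnaCnng37890D by 2.10. BnaA10g06520D was at 10.1 TPM in C129 at 36 hai, 6.84 in C033 and 5.87 in C032. The PYL2 match BnaC08g33170D (AT2G26040) rose by 1.05 and fell by −1.14 from 36 to 72 hai, and both calls end with a pseudocount of 0.01. Of 6 tested ABA signaling genes 2 rose from 2 to 12 hai, 3 rose and 2 fell from 12 to 36 hai, and 3 fell from 36 to 72 hai, the same when adjusted over the list alone. Both rises at 12 hai are those of ABI3. Of 3 tested gibberellin signaling genes 2 rose from 2 to 12 hai, or 3 when adjusted over the list alone.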

In the same way, important protein–protein interactions known to control germination by integrating environmental and hormone signals in other species (Gallego-Bartolomé et al., 2010; Park et al., 2011; Liu et al., 2016; Xu et al., 2017; Sánchez-Montesino et al., 2019) were found to be conserved when using *B. napus* ortholog proteins (**Figure 9**). All together, these results reinforce the idea that the basic molecular mechanisms governing germination are the same in the different accessions. However, some transcriptomic differences were located mainly at 12 hai, where C129, C033, and C032 did not cluster together along transcription progress associated with seed germination. Indeed, several genes were found to have different kinetics between the accessions that could contribute to their distinct germination speed (**Figure 8**). Most of these differences fits with an early activation of germination-related gene networks, mainly related with hormonal pathways, in the rapid-speed germination variety C129 and a delayed response of slow-speed C032 (**Figure 8** and **Supplementary Figure S3**). Furthermore, some of these genes could contribute directly to some of the seed germination traits differences in WOS. Thus, we found that some genes previously associated to seed germination, *BnaTPC1* and *BnaGDSL1*, showed differential expression kinetics between our accessions (**Supplementary Figure 3**; Hatzig et al., 2018; Ding et al., 2019). 

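Projected on the path from dry seeds to 36 hai, the accessions lay closer together when dry and at 72 hai than at 12 and 36 hai. Correlations across genes between accessions showed no such return, with 0.914 to 0.928 at 72 hai and 0.906 to 0.929 at 12 hai. On the path from the mean dry seed to the mean seed at 36 hai, C129 stood at 2.12% when dry and 4.65% at 2 hai, C033 at 1.70% and 4.22%, and C032 at −3.82% and −0.586%. At 36 hai C129 was at 112%, C033 at 94.3% and C032 at 93.5%. At 72 hai the values were 105%, 96.2% and 105%. The gap opened at 12 hai, where C129 led the next accession by 15.2 percentage points, or by 9.19 with median-of-ratios scaling and 6.67 with the end points of each accession itself. With untransformed TPM its lead was −48.2, behind both others, and 14.5 once the 1% of genes with the highest mean were left out. The plot of progress by time shows the 3 courses.

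**Figure D4:**
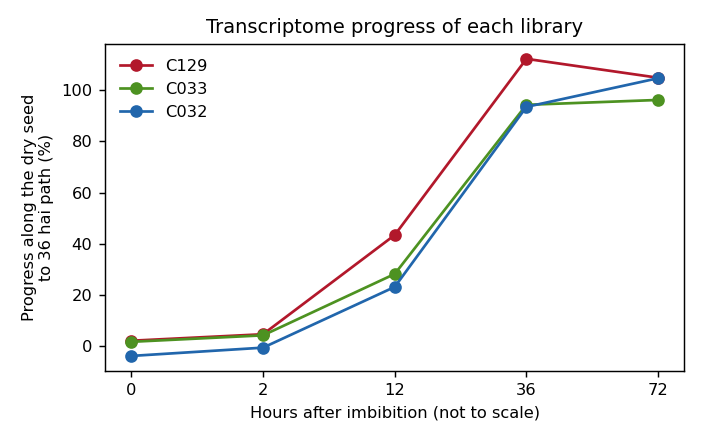
Place of each library on the path from the mean dry seed (0%) to the mean seed at 36 hai (100%), by hours after imbibition; each point is 1 pooled library and each line 1 accession. C129 stands 15.2 percentage points above the next accession at 12 hai.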

*BnaGDSL1* is highly induced during seed germination and is phylogenetically very close to *BnaLIP1*. The *Arabidopsis* orthologue gene of *BnaLIP1* is a marker gene for GA-induced expression during seed germination in the embryo epidermis, positively affecting seed germination speed (Rombolá-Caldentey et al., 2014). Seed germination requires GA signaling in the epidermis mediated by DELLA and HD-ZIP IV proteins that control the expression of genes involved in growth of the embryonic axis (Rombolá-Caldentey et al., 2014). One of the target genes of this regulatory complex is *EXPA8* (cluster 3; **Supplementary Figure 3**), an important player for cell wall remodeling during growth and a convergence point for several signaling pathways (de Lucas et al., 2008; Feng et al., 2008; Stavang et al., 2009; Bai et al., 2012; Gallego-Bartolomé et al., 2012; Park et al., 2013). Interestingly, this gene was found highly expressed in C129 compared to C032, and C033, supporting again a GA-related mechanism underlying germination speed in these varieties. We have seen a correlation between ES of the radicle and germination speed parameters. Taking into account that root elongation is mediated by cell expansion, it is intriguing to think that a GA-mediated cell expansion could be taking part in this germination response. In summary, our results provide a comprehensive framework of seed germination dynamics in OSR. Metabolic, hormonal, and transcriptomic data of this study could be used not only to evaluate germination performance of *B. napus* accessions but also to identify key players for their application in biotechnological and breeding programs in this crop. Although further analyses with biparental segregation populations will be needed to validate these molecular signatures for seed germination, in this study, we have identified a combination of metabolites, hormones, and genes (aspartate, malate, IAA/IAA-asp, GA/ABA, *BnaGA1*, *BnaKO1*, *BnaGID1a*, *BnaEXPA8*) that correlate with germination performance and could be putative targets for crop improvement of *B. napus*.

## Data Availability Statement

This manuscript contains previously unpublished data. The name of the repository and accession number(s) are not available.

## Author Contributions

MB carried out *in silico* data analysis and together with MP and LO-S interpreted the results. GW generated the RNA-seq sequence data and prepared samples for additional analyses. SH was involved in generation of the metabolite/hormone data. JC-C did RT-qPCRs, germination experiments, and seed measurements, and GC-C carried out protein–protein interactions assays. NN and RS coordinated previous experiments to select appropriate *B. napus* genotypes. LL and GB performed the metabolite profiling assays. NN, AB, LL, and GB analyzed the metabolite data. MB, MP, and LO-S wrote the paper. All authors read and approved the manuscript.

## Funding

This work was supported with a grant to LO-S by the Spanish Ministry of Science and Universities of Spain (BIO2016- 77840-R) and to MP by FP7. FACCE-JPI-ERA-NET+ CLIMATE SMART AGRICULTURE (ERA46-SYBRACLYM). RS acknowledges funding from BMBF grants 031A549 (SYBRACLIM) and 0315910 (CONVIGOUR). NN, AB, LL, and GB acknowledge funding from the transnational PLANT-KBBE cooperation project CONVIGOUR with funding from ANR (France). MB was supported by a postdoctoral research fellowship and JC-C by a PhD contract (FPI), both funded by grant SEV-2016-0672 to the CBGP (Centre of Excellence Severo Ochoa Program of the Agencia Estatal de Investigación, Spain). GC-C was supported by a PhD contract by Universidad Politécnica de Madrid (UPM; programa propio).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure S1 Seed traits do not correlate with germination associated traits. (A) Correlation plot of seed traits showing a negative correlation of TSW, Lt0, Vt0, IS, MC and ER with seed germination traits. Data was obtained from the GEVES automated phenotyping platform. Positive and negative correlations are shown in blue and red, respectively. Size and color intensity are indicative of correlation coefficient values and when the p-value<0.05 is indicated with an asterisk (*). All data were obtained using four biological replicates (25 seeds per replicate). (B) Quantification of TSW, (C) Vt0, (D) area and (E) Lt0 from C129 (medium GR36), C033 (medium GR36) and C032 (low GR36) WOSR accessions showed significant differences in these seed parameters (C129>C032>C033) but no correlation with germination rates. Statistic analyses of the different mean values of weight, volume, area and length, were done by one-way ANOVA analysis (nonparametric). *α = 0.05; **α = 0.01; ***α = 0.001. Three replicates of 100 seeds each, from three different plants, were measured. GR (germination rate at 72 hours), GR36 (germination rate at 36 hours), MGT (mean germination time), T10 to T70 (time to reach 10% to 70% GR, respectively), FG (first germination time), ES (root elongation speed), MC (moisture content), IS (imbibition speed), VI (volume increase), CF (chlorophyll fluorescence), TSW (ten thousand seed weight), Lt0 (seed length at time 0), Vt0 (seed volume at time 0).

Supplementary Figure S2 Hormonal balance between GA, ABA and IAA regulates germination in B. napus. (A) ABA and GA metabolites are the main hormones correlating with germination rates. Pearson correlation plot of the continuous variable germination with hormone profiles of the 6 WOSR accessions. Significant correlations between germination rate (GR) and GA34, GA24, 7’OH-ABA, t-ABA, GA4, t-Z, PA, ABA and GA8 (p-val<0.05) are labelled with blue lines as well as between ABA, 7’OH-ABA, t-ABA and PA with IAA and IAA-Asp. Negative correlations between GAs and ABA are labelled with red lines. Positive and negative correlations are shown in blue and red, respectively. Size and color intensity are indicative of correlation coefficient values and when the p-value<0.05 is indicated with an asterisk (*). (B), (C) and (D) IAA metabolites differentially accumulate in WOSR seeds during germination. Stacked columns histograms showing the relative accumulation patterns of IAA (active IAA) and IAA-Asp (inactive IAA) in C129, C033 and C032 accessions, respectively. All data were obtained using three pooled biological replicates (50 seeds per replicate). For complete value data set see **Supplementary Table S1** (**datasheet 3**).

Supplementary Figure S3 Kinetics of RNA levels of genes related to ABA and GA metabolism and signaling. RNA levels according to the RNA-seq data generated in this paper for B. napus accessions C129, C33 and C32 (left to right in each graph). The five time points per accession were: dry seed, 2, 12, 36, 72 hai. Pooled samples of 30 seeds each were used with three biological replicates for each time point. B. napus gene codes and names are indicated in each graph.

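The plotted RNA levels are TPM from the 15 pooled libraries, so each bar or point is 1 measurement of 3 pooled replicates. The germination regulators DOF6, SPT and HFR1 came on in succession. DOF6 (BnaA02g06470D) was at 15.4 TPM at 12 hai in C129, 14.8 in C033 and 15.1 in C032, and it rose by a log2 of 1.31 from 2 to 12 hai (adjusted p = 0.000173 from limma), or 0.94 with median-of-ratios scaling, which does not pass. It then fell by −1.80. SPT (BnaA01g00730D, scaffold LK031804 from 1983091 to 1984990) was below 1 TPM until 12 hai and reached 31.9 TPM in C129 at 36 hai, 14.7 in C033 and 19.0 in C032. Its log2 rise from 12 to 36 hai was 3.84 (standard error 0.24, adjusted p = 1.22e-08). HFR1 (BnaC05g01110D, scaffold LK032052 from 590665 to 592968) was listed at 0 until 12 hai in each accession. At 72 hai it reached 10.0 TPM in C129, 6.70 in C033 and 10.3 in C032, a log2 rise of 2.86 from 36 hai (standard error 0.18, adjusted p = 3.58e-08). It reaches 1 TPM in the 3 libraries the test needs only with all 3 accessions. NAC25 (BnaA09g13880D) did not exceed 0.356 TPM and was not tested.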

Supplementary Table S1 Seed trait analysis and metabolic and hormonal profiles of WOSR accessions during germination.

Supplementary Table S2 Data of DEGs between C129, C033 and C032; k-means cluster and corresponding representative GOs.

Supplementary Table S3 List of oligonucleotides.

## References

[B1] Aguilera-AlvaradoG. P.Guevara-GarcíaÁ. A.Estrada-AntolínS. A.Sánchez-NietoS. (2019). Biochemical properties and subcellular localization of six members of the HXK family in maize and its metabolic contribution to embryo germination. BMC Plant Biol. 19, 27. 10.1186/s12870-018-1605-x 30646852PMC6332545

[B2] AlbertB.Le Cahérec.F.NiogretM. F.FaesP.AviceJ. C.LeportL.(2012). Nitrogen availability impacts oilseed rape (*Brassica napus* L.) plant water status and proline production efficiency under water-limited conditions. Planta 236, 659–676. 10.1007/s00425-012-1636-8 22526495PMC3404282

[B3] Ali-RachediS.BouinotD.WagnerM. H.BonnetM.SottaB.GrappinP. (2004). Changes in endogenous abscisic acid levels during dormancy release and maintenance of mature seeds: studies with the Cape Verde Islands ecotype, the dormant model of Arabidopsis thaliana. Planta 219, 479–488. 10.1007/s00425-004-1251-4 15060827

[B4] BaiM.-Y.FanM.OhE.WangZ.-Y. (2012). A triple Helix-Loop-Helix/Basic Helix-Loop-Helix cascade controls cell elongation downstream of multiple hormonal and environmental signaling pathways in Arabidopsis. Plant Cell 24, 4917–4929. 10.1105/tpc.112.105163 23221598PMC3556966

[B5] BarreroJ. M.PiquerasP.González-GuzmánM.SerranoR.RodríguezP. L.PonceM. R. (2005). A mutational analysis of the ABA1 gene of Arabidopsis thaliana highlights the involvement of ABA in vegetative development. J. Exp. Bot. 56, 2071–2083. 10.1093/jxb/eri206 15983017

[B6] BarrôcoR. M.Van PouckeK.BergervoetJ. H. W.De VeylderL.GrootS. P. C.InzéD. (2013). The role of the cell cycle machinery in resumption of postembryonic development. Plant Physiol. 137, 127–140. 10.1104/pp.104.049361.1 PMC54884415579664

[B7] Basbouss-SerhalI.PateyronS.CochetF.LeymarieJ.BaillyC. (2017). 5′ to 3′ mRNA decay contributes to the regulation of Arabidopsis seed germination by dormancy. Plant Physiol. 173, 1709–1723. 10.1104/pp.16.01933 28126845PMC5338662

[B8] BasnetR. K.DuwalA.TiwariD. N.XiaoD.MonakhosS.BucherJ. (2015). Quantitative trait locus analysis of seed germination and seedling vigor in Brassica rapa reveals QTL hotspots and epistatic interactions. Front. Plant Sci. 6, 1032. 10.3389/fpls.2015.01032 26648948PMC4664704

[B9] BasselG. W.MullenR. T.BewleyJ. D. (2008). Procera is a putative DELLA mutant in tomato (Solanum lycopersicum): effects on the seed and vegetative plant. J. Exp. Bot. 59, 585–593. 10.1093/jxb/erm354 18250077

[B10] BeckerM. G.WalkerP. L.Pulgar-VidalN. C.BelmonteM. F. (2017). SeqEnrich: a tool to predict transcription factor networks from co-expressed Arabidopsis and *Brassica napus* gene sets. PLoS One 12, e0178256. 10.1371/journal.pone.0178256 28575075PMC5456048

[B11] BentsinkL.KoornneefM. (2008). Seed dormancy and germination. Arab. B. 6, e0119. 10.1199/tab.0119 PMC324333722303244

[B12] BetteyM.Finch-SavageW. E.KingG. J.LynnJ. R. (2000). Quantitative genetic analysis of seed vigour and pre-emergence seedling growth traits in *Brassica oleracea*. New Phytol. 148, 277–286. 10.1046/j.1469-8137.2000.00760.x

[B13] BewleyJ. D. (1997). Seed germination and dormancy. Plant Cell Online 9, 1055–1066. 10.1105/tpc.9.7.1055 PMC15697912237375

[B14] CaoD.ChengH.WuW.SooH. M.PengJ. (2006). Gibberellin mobilizes distinct DELLA-dependent transcriptomes to regulate seed germination and floral development in Arabidopsis. Plant Physiol. 142, 509–525. 10.1104/pp.106.082289 16920880PMC1586041

[B15] CastrilloG.TurckF.LeveugleM.LecharnyA.CarboneroP.CouplandG. (2011). Speeding cis-trans regulation discovery by phylogenomic analyses coupled with screenings of an arrayed library of Arabidopsis transcription factors. PLoS One 6, e21524. 10.1371/journal.pone.0021524 21738689PMC3124521

[B16] CavellA. C.LydiateD.ParkinI.DeanC.TrickM. (1998). Collinearity between a 30-centimorgan segment of Arabidopsis thaliana chromosome 4 and duplicated regions within the *Brassica napus* genome. Genome 41, 62–69. 10.1139/g97-097 9549059

[B17] ChalhoubB.DenoeudF.LiuS.ParkinI. A.TangH.WangX. (2014). Early allopolyploid evolution in the post-Neolithic *Brassica napus* oilseed genome. Science 345, 950–953. 10.1126/science.1253435 25146293

[B18] ChuV. T.GottardoR.RafteryA. E.BumgarnerR. E.YeungK. Y. (2008). MeV+R: using MeV as a graphical user interface for Bioconductor applications in microarray analysis. Genome Biol. 9, R118. 10.1186/gb-2008-9-7-r118 18652698PMC2530872

[B19] ComaiL.DietrichR. A.MaslyarD. J.BadenC. S.HaradaJ. J. (2007). Coordinate expression of transcriptionally regulated isocitrate lyase and malate synthase genes in *Brassica napus* L. Plant Cell 1, 293. 10.2307/3869009 PMC1597622535504

[B20] DavièreJ. M.AchardP. (2016). A pivotal role of DELLAs in regulating multiple hormone signals. Mol. Plant 9, 10–20. 10.1016/j.molp.2015.09.011 26415696

[B21] de LucasM.DavièreJ. M.Rodríguez-FalcónM.PontinM.Iglesias-PedrazJ. M.LorrainS. (2008). A molecular framework for light and gibberellin control of cell elongation. Nature 451, 480–484. 10.1038/nature06520 18216857

[B22] DeleuC.FaesP.NiogretM. F.BouchereauA. (2013). Effects of the inhibitor of the g-aminobutyrate-transaminase, vinyl-gaminobutyrate, on development and nitrogen metabolism in *Brassica napus* seedlings. Plant Physiol. Biochem. 64, 60–69. 10.1016/j.plaphy.2012.12.007 23370302

[B23] DemillyD.DucournauS.WagnerM. H.DürrC., (2014). “Digital imaging of seed germination,” in Plant Image Analysis: Fundamentals and Applications. Eds. GuptaS. D.IbarakiY. (Boca Ratón: CRC Press), 147–162. 10.1201/b17441-8

[B24] DerkxM. P. M.VermeerE.KarssenC. M. (1994). Gibberellins in seeds of Arabidopsis thaliana: biological activities, identification and effects of light and chilling on endogenous levels. Plant Growth Regul. 15, 223–234. 10.1007/BF00029895

[B25] DingL. N.GuoX. J.LiM.FuZ. L.YanS. Z.ZhuK. M. (2019). Improving seed germination and oil contents by regulating the GDSL transcriptional level in *Brassica napus*. Plant Cell Rep. 38, 243–253. 10.1007/s00299-018-2365-7 30535511

[B26] DinkovaT. D.Márquez-VelázquezN. A.AguilarR.Lázaro-MixtecoP. E. (2011). Tight translational control by the initiation factors eIF4E and eIF(iso)4E is required for maize seed germination. seed Sci. Res. 21, 85–93. 10.1017/S0960258511000043

[B27] DuZ.ZhouX.LingY.ZhangZ.SuZ. (2010). agriGO: a GO analysis toolkit for the agricultural community. Nucleic Acids Res. 38, W64–W70. 10.1093/nar/gkq310 20435677PMC2896167

[B28] DucournauS.FeutryA.PlainchaultP.RevollonP.VigourouxB.WagnerM. H. (2004). An image acquisition system for automated monitoring of the germination rate of sunflower seeds. Comput. Electron. Agric. 44, 189–202. 10.1016/j.compag.2004.04.005

[B29] DucournauS.FeutryA.PlainchaultP.RevollonP.VigourouxB.WagnerM. H. (2005). Using computer vision to monitor germination time course of sunflower (*Helianthus annuus* L.) seeds. seed Sci. Technol. 33, 329–340. 10.15258/sst.2005.33.2.06

[B30] EastmondP. J.GrahamI. A. (2001). Re-examining the role of the glyoxylate cycle in oilseeds. Trends Plant Sci. 6, 72–78. 10.1016/S1360-1385(00)01835-5 11173291

[B31] FaitA.AngeloviciR.LessH.OhadI.Urbanczyk-WochniakE.FernieA. R. (2006). Arabidopsis seed development and germination is associated with temporally distinct metabolic switches. Plant Physiol. 142, 839–854. 10.1002/gepi.21662 16963520PMC1630763

[B32] FengS.MartinezC.GusmaroliG.WangY.ZhouJ.WangF. (2008). Coordinated regulation of *Arabidopsis thaliana* development by light and gibberellins. Nature 451, 475–479. 10.1038/nature06448 18216856PMC2562044

[B33] Finch-SavageW. E.BasselG. W. (2016). Seed vigour and crop establishment: Extending performance beyond adaptation. J. Exp. Bot. 67, 567–591. 10.1093/jxb/erv490 26585226

[B34] Finch-SavageW. E.FootittS. (2017). Seed dormancy cycling and the regulation of dormancy mechanisms to time germination in variable field environments. J. Exp. Bot. 68, 843–856. 10.1093/jxb/erw477 28391330

[B35] FinkelsteinR. R.SomervilleC. R. (1990). Three classes of abscisic acid (ABA)-insensitive mutations of arabidopsis define genes that control overlapping subsets of ABA responses. Plant Physiol. 94, 1172–1179. 10.1104/pp.94.3.1172 16667813PMC1077358

[B36] FinkelsteinR.ReevesW.AriizumiT.SteberC. (2008). Molecular aspects of seed dormancy. Annu. Rev. Plant Biol. 59, 387–415. 10.1146/annurev.arplant.59.032607.092740 18257711

[B37] FooladM. R.SubbiahP.ZhangL. (2007). Common QTL affect the rate of tomato seed germination under different stress and nonstress conditions. Int. J. Plant Genomics 2007, 97386. 10.1155/2007/97386 18317505PMC2246063

[B38] GaliliG. (2011). The aspartate-family pathway of plants: linking production of essential amino acids with energy and stress regulation. Plant Signal. Behav. 6, 192–195. 10.4161/psb.6.2.14425 21512320PMC3121977

[B39] Gallego-BartoloméJ.MinguetE. G.Grau-EnguixF.AbbasM.LocascioA.ThomasS. G. (2012). Molecular mechanism for the interaction between gibberellin and brassinosteroid signaling pathways in Arabidopsis. Proc. Natl. Acad. Sci. 109, 13446–13451. 10.1073/pnas.1119992109 22847438PMC3421204

[B40] Gallego-BartoloméJ.MinguetE. G.MarínJ. A.PratS.BlázquezM. A.AlabadíD. (2010). Transcriptional diversification and functional conservation between DELLA proteins in Arabidopsis. Mol. Biol. Evol. 27, 1247–1256. 10.1093/molbev/msq012 20093430

[B41] GraeberK.LinkiesA.MüllerK.WunchovaA.RottA.Leubner-MetzgerG. (2010). Cross-species approaches to seed dormancy and germination: conservation and biodiversity of ABA-regulated mechanisms and the Brassicaceae DOG1 genes. Plant Mol. Biol. 73, 67–87. 10.1007/s11103-009-9583-x 20013031

[B42] GriffithsJ.MuraseK.RieuI.ZentellaR.ZhangZ.-L.PowersS. J. (2006). Genetic characterization and functional analysis of the GID1 gibberellin receptors in Arabidopsis. Plant Cell 18, 3399–3414. 10.1105/tpc.106.047415 17194763PMC1785415

[B43] GuJ.ChaoH.GanL.GuoL.ZhangK.LiY. (2016). Proteomic dissection of seed germination and seedling establishment in *Brassica napus*. Front. Plant Sci. 7, 1482. 10.3389/fpls.2016.01482 27822216PMC5075573

[B44] GuJ.HouD.LiY.ChaoH.ZhangK.WangH. (2019). Integration of proteomic and genomic approaches to dissect seed germination vigor in *Brassica napus* seeds differing in oil content. BMC Plant Biol 19, 21. 10.1186/s12870-018-1624-7 30634904PMC6329107

[B45] HanC.YangP. (2015). Studies on the molecular mechanisms of seed germination. Proteomics 15, 1671–1679. 10.1002/pmic.201400375 25597791

[B46] HatzigS.BreuerF.NesiN.DucournauS.WagnerM.-H.LeckbandG. (2018). Hidden effects of seed quality breeding on germination in oilseed rape (*Brassica napus* L.). Front. Plant Sci. 9, 419. 10.3389/fpls.2018.00419 29666629PMC5891602

[B47] HatzigS. V.FrischM.BreuerF.NesiN.DucournauS.WagnerM.-H. (2015a). Genome-wide association mapping unravels the genetic control of seed germination and vigor in *Brassica napus*. Front. Plant Sci. 6, 221. 10.3389/fpls.2015.00221 25914704PMC4391041

[B48] HatzigS. V.SchiesslS.StahlA.SnowdonR. J. (2015b). Characterizing root response phenotypes by neural network analysis. J. Exp. Bot. 66, 5617–5624. 10.1093/jxb/erv235 26019255PMC4585416

[B49] HauvermaleA. L.TuttleK. M.TakebayashiY.SeoM.SteberC. M. (2014). Loss of Arabidopsis thaliana seed dormancy is associated with increased accumulation of the GID1 GA hormone receptors. Plant Cell Physiol. 56, 1773–1785. 10.1093/pcp/pcv084 26136598

[B50] HeddenP.KamiyaY. (2002). GIBBERELLIN BIOSYNTHESIS: enzymes, genes and their regulation. Annu. Rev. Plant Physiol. Plant Mol. Biol. 48, 431–460. 10.1146/annurev.arplant.48.1.431 15012270

[B51] HeddenP.PhillipsA. L. (2000). Gibberellin metabolism: new insights revealed by the genes. Trends Plant Sci. 5, 523–530. 10.1016/S1360-1385(00)01790-8 11120474

[B52] HillL. M.Morley-SmithE. R.RawsthorneS. (2003). Metabolism of sugars in the endosperm of developing seeds of oilseed rape. Plant Physiol 131, 228–236. 10.1104/pp.010868 12529530PMC166802

[B53] HoldsworthM. J.BentsinkL.SoppeW. J. J. (2008a). Molecular networks regulating Arabidopsis seed maturation, after-ripening, dormancy and germination. New Phytol. 179, 33–54. 10.1111/j.1469-8137.2008.02437.x 18422904

[B54] HoldsworthM. J.Finch-SavageW. E.GrappinP.JobD. (2008b). Post-genomics dissection of seed dormancy and germination. Trends Plant Sci. 13, 7–13. 10.1016/j.tplants.2007.11.002 18160329

[B55] HolmanT. J.JonesP. D.RussellL.MedhurstA.Ubeda TomasS.TallojiP. (2009). The N-end rule pathway promotes seed germination and establishment through removal of ABA sensitivity in Arabidopsis. Proc. Natl. Acad. Sci. USA 106, 4549–4554. 10.1073/pnas.0810280106 19255443PMC2649959

[B56] HooksM. A.AllwoodJ. W.HarrisonJ. K. D.KopkaJ.ErbanA.GoodacreR. (2014). Selective induction and subcellular distribution of ACONITASE 3 reveal the importance of cytosolic citrate metabolism during lipid mobilization in Arabidopsis. Biochem. J. 463, 309–317. 10.1042/bj20140430 25061985

[B57] HowellK. A.NarsaiR.CarrollA.IvanovaA.LohseM.UsadelB. (2008). Mapping metabolic and transcript temporal switches during germination in rice highlights specific transcription factors and the role of RNA instability in the germination process. Plant Physiol. 149, 961. 10.1104/pp.108.129874 19074628PMC2633829

[B58] HsiehW. P.HsiehH. L.WuS. H. (2012). Arabidopsis bZIP16 transcription factor integrates light and hormone dignaling pathways to regulate early seedling development. Plant Cell 24, 3997–4011. 10.1105/tpc.112.105478 23104829PMC3517232

[B59] JanderG.JoshiV. (2009). Aspartate-derived amino acid biosynthesis in Arabidopsis thaliana. Arab. B. 7, e0121–e0121. 10.1199/tab.0121 PMC324333822303247

[B60] KendallS. L.HellwegeA.MarriotP.WhalleyC.GrahamI. A.PenfieldS. (2011). Induction of dormancy in Arabidopsis summer annuals requires parallel regulation of DOG1 and hormone metabolism by low temperature and CBF transcription factors. Plant Cell 23, 2568–2580. 10.1105/tpc.111.087643 21803937PMC3226211

[B61] KimD. H.YamaguchiS.LimS.OhE.ParkJ.HanadaA. (2008). SOMNUS, a CCCH-type zinc finger protein in Arabidopsis, negatively regulates light-dependent seed germination downstream of PIL5. Plant Cell Online 20, 1260–1277. 10.1105/tpc.108.058859 PMC243846118487351

[B62] KoornneefM.JornaM. L.Brinkhorst-van der SwanD. L. C.KarssenC. M. (1982). The isolation of abscisic acid (ABA) deficient mutants by selection of induced revertants in non-germinating gibberellin sensitive lines of Arabidopsis thaliana (L.) heynh. Theor. Appl. Genet. 61, 385–393. 10.1007/BF00272861 24270501

[B63] KubalaS.GarnczarskaM.WojtylaŁ.ClippeA.KosmalaA.ZmieńkoA. (2015). Deciphering priming-induced improvement of rapeseed (*Brassica napus* L.) germination through an integrated transcriptomic and proteomic approach. Plant Sci. 231, 94–113. 10.1016/j.plantsci.2014.11.008 25575995

[B64] KuceraB.CohnM. A.Leubner-MetzgerG. (2005). Plant hormone interactions during seed dormancy release and germination. Seed Sci. Res. 15, 281–307. 10.1079/ssr2005218

[B65] LefebvreV.NorthH.FreyA.SottaB.SeoM.OkamotoM. (2006). Functional analysis of Arabidopsis NCED6 and NCED9 genes indicates that ABA synthesized in the endosperm is involved in the induction of seed dormancy. Plant J. 45, 309–319. 10.1111/j.1365-313X.2005.02622.x 16412079

[B66] LellisA. D.AllenM. L.AertkerA. W.TranJ. K.HillisD. M.HarbinC. R. (2010). Deletion of the eIFiso4G subunit of the Arabidopsis eIFiso4F translation initiation complex impairs health and viability. Plant Mol. Biol. 74, 249–263. 10.1007/s11103-010-9670-z 20694742PMC2938417

[B67] LiF.WuX.TsangE.CutlerA. J. (2005). Transcriptional profiling of imbibed *Brassica napus* seed. Genomics 86, 718–730. 10.1016/j.ygeno.2005.07.006 16125897

[B68] LinkiesA.MullerK.MorrisK.TureckovaV.WenkM.CadmanC. S. C. (2009). Ethylene interacts with abscisic acid to regulate endosperm rupture during germination: a comparative approach using Lepidium sativum and Arabidopsis thaliana. Plant Cell 21, 3803–3822. 10.1105/tpc.109.070201 20023197PMC2814513

[B69] LiuP. P.MontgomeryT. A.FahlgrenN.KasschauK. D.NonogakiH.CarringtonJ. C. (2007). Repression of AUXIN RESPONSE FACTOR10 by microRNA160 is critical for seed germination and post-germination stages. Plant J. 52, 133–146. 10.1111/j.1365-313X.2007.03218.x 17672844

[B70] LiuX.HuP.HuangM.TangY.LiY.LiL. (2016). The NF-YC-RGL2 module integrates GA and ABA signalling to regulate seed germination in Arabidopsis. Nat. Commun. 7, 12768. 10.1038/ncomms12768 27624486PMC5027291

[B71] LiuX.ZhangH.ZhaoY.FengZ.LiQ.YangH.-Q. (2013). Auxin controls seed dormancy through stimulation of abscisic acid signaling by inducing ARF-mediated ABI3 activation in Arabidopsis. Proc. Natl. Acad. Sci. U. S. A. 110, 15485–15490. 10.1073/pnas.1304651110 23986496PMC3780901

[B72] LjungK. (2013). Auxin metabolism and homeostasis during plant development. Development 140, 943–950. 10.1242/dev.086363 23404103

[B73] Lopez-MolinaL.MongrandS.McLachlinD. T.ChaitB. T.ChuaN. H. (2002). ABI5 acts downstream of ABI3 to execute an ABA-dependent growth arrest during germination. Plant J. 32, 317–328. 10.1046/j.1365-313X.2002.01430.x 12410810

[B74] LuganR.NiogretM. F.KervazoL.LarherF. R.KopkaJ.BouchereauA. (2009). Metabolome and water status phenotyping of *Arabidopsis* under abiotic stress cues reveals new insight into ESK1 function. Plant Cell Environ. 32, 95–108. 10.1111/j.1365-3040.2008.01898.x 19054354

[B75] LulsdorfM. M.YuanH. Y.SlaterS. M. H.VandenbergA.HanX.ZahariaL. I. (2013). Endogenous hormone profiles during early seed development of *C. arietinum* and *C. anatolicum*. Plant Growth Regul. 71, 191–198. 10.1007/s10725-013-9819-2

[B76] LuoT.XianM.ZhangC.ZhangC.HuL.XuZ. (2019). Associating transcriptional regulation for rapid germination of rapeseed (*Brassica napus* L.) under low temperature stress through weighted gene co-expression network analysis. Sci. Rep. 9, 55. 10.1038/s41598-018-37099-0 30635606PMC6329770

[B77] MorrisK.LinkiesA.MullerK.OraczK.WangX.LynnJ. R. (2011). Regulation of seed germination in the close Arabidopsis relative *Lepidium sativum*: a global tissue-specific transcript analysis. Plant Physiol. 155, 1851–1870. 10.1104/pp.110.169706 21321254PMC3091087

[B78] NakabayashiK.OkamotoM.KoshibaT.KamiyaY.NambaraE. (2005). Genome-wide profiling of stored mRNA in *Arabidopsis thaliana* seed germination: epigenetic and genetic regulation of transcription in seed. Plant J. 41, 697–709. 10.1111/j.1365-313X.2005.02337.x 15703057

[B79] NakajimaM.ShimadaA.TakashiY.KimY. C.ParkS. H.Ueguchi-TanakaM. (2006). Identification and characterization of Arabidopsis gibberellin receptors. Plant J. 46, 880–889. 10.1111/j.1365-313X.2006.02748.x 16709201

[B80] NambaraE.AkazawaT.McCourtP. (2008). Effects of the gibberellin biosynthetic inhibitor uniconazol on mutants of *Arabidopsis*. Plant Physiol. 97, 736–738. 10.1104/pp.97.2.736 PMC108106816668460

[B81] NambaraE.Marion-PollA. (2005). Abscisic acid biosynthesis and catabolism. Annu. Rev. Plant Biol. 56, 165–185. 10.1146/annurev.arplant.56.032604.144046 15862093

[B82] NarsaiR.LawS. R.CarrieC.XuL.WhelanJ. (2011). In-depth temporal transcriptome profiling reveals a crucial developmental switch with roles for RNA processing and organelle metabolism that are essential for germination in *Arabidopsis*. Plant Physiol. 157, 1342–1362. 10.1104/pp.111.183129 21908688PMC3252162

[B83] NarsaiR.GouilQ.SeccoD.SrivastavaA.KarpievitchY. V.LiewL. C. (2017). Extensive transcriptomic and epigenomic remodelling occurs during *Arabidopsis thaliana* germination. Genome Biol. 18, 172. 10.1186/s13059-017-1302-3 28911330PMC5599894

[B84] NguyenT. C. T.ObermeierC.FriedtW.AbramsS. R.SnowdonR. J. (2016). Disruption of germination and seedling development in *Brassica napus* by mutations causing severe seed hormonal imbalance. Front. Plant Sci. 7, 322. 10.3389/fpls.2016.00322 27014334PMC4791391

[B85] NishimuraN.YoshidaT.KitahataN.AsamiT.ShinozakiK.HirayamaT. (2007). *ABA-Hypersensitive Germination1* encodes a protein phosphatase 2C, an essential component of abscisic acid signaling in Arabidopsis seed. Plant J. 50, 935–949. 10.1111/j.1365-313X.2007.03107.x 17461784

[B86] NonogakiH. (2014). Seed dormancy and germinationation emerging mechanisms and new hypotheses. Front. Plant Sci. 5, 233. 10.3389/fpls.2014.00233 24904627PMC4036127

[B87] OgawaM.HanadaA.YamauchiY.KuwaharaA.KamiyaY.YamaguchiS. (2003). Gibberellin biosynthesis and response during Arabidopsis seed germination. Plant Cell 15, 1591–1604. 10.1105/tpc.011650.ble 12837949PMC165403

[B88] OgéL.BourdaisG.BoveJ.ColletB.GodinB.GranierF. (2008). Protein repair L-Isoaspartyl Methyltransferase1 is involved in both seed longevity and germination vigor in *Arabidopsis*. Plant Cell 20, 3022–3037. 10.1105/tpc.108.058479 19011119PMC2613667

[B89] OhE.KimJ.ParkE.KimJ. I.KangC.ChoiG. (2004). PIL5, a phytochrome-interacting basic helix-loop-helix protein, is a key negative regulator of seed germination in *Arabidopsis thaliana*. Plant Cell 16, 3045–3058. 10.1105/tpc.104.025163 15486102PMC527197

[B90] OhE.KangH.YamaguchiS.ParkJ.LeeD.KamiyaY. (2009). Genome-wide analysis of genes targeted by PHYTOCHROME INTERACTING FACTOR 3-LIKE5 during seed germination in *Arabidopsis*. Plant Cell 21, 403–419. 10.1105/tpc.108.064691 19244139PMC2660632

[B91] OhE.YamaguchiS.KamiyaY.BaeG.ChungW. I.ChoiG. (2006). Light activates the degradation of PIL5 protein to promote seed germination through gibberellin in *Arabidopsis*. Plant J. 47, 124–139. 10.1111/j.1365-313X.2006.02773.x 16740147

[B92] Oñate-SánchezL.Vicente-CarbajosaJ. (2008). DNA-free RNA isolation protocols for *Arabidopsis thaliana*, including seeds and siliques. BMC Res. Notes 1, 93. 10.1186/1756-0500-1-93 18937828PMC2613888

[B93] ParcyF.ValonC.RaynalM.Gaubier-ComellaP.DelsenyM.GiraudatJ. (2007). Regulation of gene expression programs during Arabidopsis seed development: roles of the *ABI3* locus and of endogenous abscisic acid. Plant Cell 6, 1567–1582. 10.2307/3869944 PMC1605447827492

[B94] ParkJ.NguyenK. T.ParkE.JeonJ.-S.ChoiG. (2013). DELLA proteins and their interacting RING Finger proteins repress gibberellin responses by binding to the promoters of a subset of gibberellin-responsive genes in *Arabidopsis*. Plant Cell 25, 927–943. 10.1105/tpc.112.108951 23482857PMC3634697

[B95] ParkJ.LeeN.KimW.LimS.ChoiG. (2011). ABI3 and PIL5 collaboratively activate the expression of SOMNUS by directly binding to its promoter in imbibed Arabidopsis seeds. Plant Cell 23, 1404–1415. 10.1105/tpc.110.080721 21467583PMC3101561

[B96] PaszkiewiczG.GualbertoJ. M.BenamarA.MacherelD.LoganD. C. (2017). Arabidopsis seed mitochondria are bioenergetically active immediately upon imbibition and specialize *via* biogenesis in preparation for autotrophic growth. Plant Cell 29, 109–128. 10.1105/tpc.16.00700 28062752PMC5304351

[B97] PatersonA. H.LanT.AmasinoR.OsbornT. C.QuirosC. (2001). Brassica genomics: a complement to, and early beneficiary of, the Arabidopsis sequence. Genome Biol. 2,REVIEWS1011. 10.1186/gb-2001-2-3-reviews1011 11276431PMC138917

[B98] PenfieldS.JosseE. M.KannangaraR.GildayA. D.HallidayK. J.GrahamI. A. (2005). Cold and light control seed germination through the bHLH transcription factor SPATULA. Curr. Biol. 15, 1998–2006. 10.1016/j.cub.2005.11.010 16303558

[B99] PenfieldS.MacGregorD. R. (2017). Effects of environmental variation during seed production on seed dormancy and germination. J. Exp. Bot. 68, 819–825. 10.1093/jxb/erw436 27940467

[B100] PerteaM.KimD.PerteaG. M.LeekJ. T.SalzbergS. L. (2016). Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat. Protoc. 11, 1650–1667. 10.1038/nprot.2016.095 27560171PMC5032908

[B101] PiskurewiczU.JikumaruY.KinoshitaN.NambaraE.KamiyaY.Lopez-MolinaL. (2008). The gibberellic acid signaling repressor RGL2 inhibits Arabidopsis seed germination by stimulating abscisic acid synthesis and ABI5 activity. Plant Cell 20, 2729–2745. 10.1105/tpc.108.061515 18941053PMC2590721

[B102] PiskurewiczU.TurečkováV.LacombeE.Lopez-MolinaL. (2009). Far-red light inhibits germination through DELLA-dependent stimulation of ABA synthesis and ABI3 activity. EMBO J. 28, 2259–2271. 10.1038/emboj.2009.170 19556968PMC2726693

[B103] PracharoenwattanaI.CornahJ. E.SmithS. M. (2005). Arabidopsis peroxisomal citrate synthase is required for fatty acid respiration and seed germination. Plant Cell 17, 2037–2048. 10.1105/tpc.105.031856 15923350PMC1167550

[B104] RademacherW. (1989). “Gibberellins: Metabolic pathways and inhibitors of biosynthesis,” in Target Sites of Herbicide Action. Eds. BogerY.Sandman G. (Boca Raton: CRC Press), 128–140.

[B105] RajjouL.DuvalM.GallardoK.CatusseJ.BallyJ.JobC. (2012). Seed germination and vigor. Annu. Rev. Plant Biol. 63, 507–533. 10.1146/annurev-arplant-042811-105550 22136565

[B106] RavindranP.VermaV.StammP.KumarP. P. (2017). A novel RGL2–DOF6 complex contributes to primary seed dormancy in *Arabidopsis thaliana* by regulating a GATA transcription factor. Mol. Plant 10, 1307–1320. 10.1016/j.molp.2017.09.004 28917589

[B107] ResentiniF.Felipo-BenaventA.ColomboL.BlázquezM. A.AlabadíD.MasieroS. (2015). TCP14 and TCP15 mediate the promotion of seed germination by gibberellins in *Arabidopsis thaliana*. Mol. Plant 8, 482–485. 10.1016/j.molp.2014.11.018 25655823

[B108] RobertsE. H. (1973). Predicting the storage life of seed. seed Sci. Technol. 1, 499–514.

[B109] Rombolá-CaldenteyB.Rueda-RomeroP.Iglesias-FernándezR.CarboneroP.Oñate-SánchezL. (2014). Arabidopsis DELLA and two HD-ZIP transcription factors regulate GA signaling in the epidermis through the L1 Box cis-element. Plant Cell 26, 2905–2919. 10.1105/tpc.114.127647 24989044PMC4145122

[B110] RossA. R.AmbroseS. J.CutlerA. J.FeurtadoJ. A.KermodeA. R.NelsonK. (2004). Determination of endogenous and supplied deuterated abscisic acid in plant tissues by high-performance liquid chromatography-electrospray ionization tandem mass spectrometry with multiple reaction monitoring. Anal. Biochem. 329, 324–333. 10.1016/j.ab.2004.02.026 15158494

[B111] Rueda-RomeroP.Barrero-SiciliaC.Gómez-CadenasA.CarboneroP.Oñate-SánchezL. (2012). *Arabidopsis thaliana* DOF6 negatively affects germination in non-after-ripened seeds and interacts with TCP14. J. Exp. Bot. 63, 1937–1949. 10.1093/jxb/err388 22155632PMC3295388

[B112] SajeevN.BaiB.BentsinkL. (2019). Seeds: a unique system to study translational regulation. Trends Plant Sci. 24, 487–495. 10.1016/j.tplants.2019.03.011 31003894

[B113] Sánchez-MontesinoR.Oñate-SánchezL. (2017). “Yeast one and two hybrid high throughput screenings using arrayed libraries,” in Methods Mol. Biol, Plant gene regulatory networks. Eds. KaufmannG.Müller-RöberB. (Dortdrecht/Heidelberg/New York: Springer), 47–65. 10.1007/978-1-4939-7125-1_5 28623579

[B114] Sánchez-MontesinoR.Oñate-SánchezL. (2018). “Screening arrayed libraries with DNA and protein baits,” in Methods Mol. Biol, Two hybrid systems: Methods and protocols. Ed. Oñate-SánchezL. (Dortdrecht/Heidelberg/New York: Springer), 131–149. 10.1007/978-1-4939-7871-7_9 29855955

[B115] Sánchez-MontesinoR.Bouza-MorcilloL.MarquezJ.GhitaM.Duran-NebredaS.GómezL. (2019). A regulatory module controlling GA-mediated endosperm cell expansion is critical for seed germination in *Arabidopsi*s. Mol. Plant 12, 71–85. 10.1016/j.molp.2018.10.009 30419294PMC7086157

[B116] SchwenderJ.OhlroggeJ. B.Shachar-HillY. (2003). A flux model of glycolysis and the oxidative pentosephosphate pathway in developing *Brassica napus* embryos. J. Biol. Chem. 278, 29442–29453. 10.1074/jbc.M303432200 12759349

[B117] SeoK.-I.LeeJ.-H.NezamesC. D.ZhongS.SongE.ByunM.-O. (2014). ABD1 is an Arabidopsis DCAF substrate receptor for CUL4-DDB1-based E3 Ligases that acts as a negative regulator of abscisic acid signaling. Plant Cell 26, 695–711. 10.1105/tpc.113.119974 24563203PMC3967034

[B118] SeoM.HanadaA.KuwaharaA.EndoA.OkamotoM.YamauchiY. (2006). Regulation of hormone metabolism in Arabidopsis seeds: Phytochrome regulation of abscisic acid metabolism and abscisic acid regulation of gibberellin metabolism. Plant J. 48, 354–366. 10.1111/j.1365-313X.2006.02881.x 17010113

[B119] ShiH.ZhongS.MoX.LiuN.NezamesC. D.DengX. W. (2013). HFR1 sequesters PIF1 to govern the transcriptional network underlying light-initiated seed germination in *Arabidopsis*. Plant Cell 25, 3770–3784. 10.1105/tpc.113.117424 24179122PMC3877798

[B120] ShinY. K.YumH.KimE. S.ChoH.GothandamK. M.HyunJ. (2006). BcXTH1, a *Brassica campestris* homologue of Arabidopsis XTH9, is associated with cell expansion. Planta 224, 32–41. 10.1007/s00425-005-0189-5 16322981

[B121] ShuK.LiuX. D.XieQ.HeZ. H. (2016). Two faces of one seed: hormonal regulation of dormancy and germination. Mol. Plant 9, 34–45. 10.1016/j.molp.2015.08.010 26343970

[B122] StavangJ. A.Gallego-BartoloméJ.GómezM. D.YoshidaS.AsamiT.OlsenJ. E. (2009). Hormonal regulation of temperature-induced growth in *Arabidopsis*. Plant J. 60, 589–601. 10.1111/j.1365-313X.2009.03983.x 19686536

[B123] SunT. (2008). Gibberellin metabolism, perception and signaling pathways in *Arabidopsis*. Arab. B. 6, e0103. 10.1199/tab.0103 PMC324333222303234

[B124] SunT. P.KamiyaY. (1994). The Arabidopsis *GA1* locus encodes the cyclase ent-kaurene synthetase A of gibberellin biosynthesis. Plant Cell 6, 1509–1518. 10.1105/tpc.6.10.1509 7994182PMC160538

[B125] TalonM.KoornneeftM.ZeevaartJ. A. D. (1990). Endogenous gibberellins in *Arabidopsis thaliana* and possible steps blocked in the biosynthetic pathways of the semidwarf *ga4* and *ga5* mutants. Proc Natl Acad Sci USA. 87, 7983–7987. 10.1073/pnas.87.20.7983 2236013PMC54876

[B126] TamY. Y.EpsteinE.NormanlyJ. (2002). Characterization of auxin conjugates in *Arabidopsis*. Low steady-state levels of Indole-3-Acetyl-Aspartate, Indole-3-Acetyl-Glutamate, and Indole-3-Acetyl-Glucose. Plant Physiol. 123, 589–596. 10.1104/pp.123.2.589 PMC5902610859188

[B127] TatematsuK.NakabayashiK.KamiyaY.NambaraE. (2008). Transcription factor AtTCP14 regulates embryonic growth potential during seed germination in *Arabidopsis thaliana*. Plant J. 53, 42–52. 10.1111/j.1365-313X.2007.03308.x 17953649

[B128] TholeJ. M.BeisnerE. R.LiuJ.VenkovaS. V.StraderL. C. (2014). Abscisic acid regulates root elongation through the activities of auxin and ethylene in *Arabidopsis thaliana*. G3 4, 1259–1274. 10.1534/g3.114.011080 24836325PMC4455775

[B129] Vázquez-RamosJ. M.de la Paz SánchezM. (2003). The cell cycle and seed germination. seed Sci. Res. 13, 113–130. 10.1079/ssr2003130

[B130] VishalB.KumarP. P. (2018). Regulation of seed germination and abiotic stresses by gibberellins and abscisic acid. Front. Plant Sci. 9, 838. 10.3389/fpls.2018.00838 29973944PMC6019495

[B131] VoegeleA.LinkiesA.MüllerK.Leubner-MetzgerG. (2011). Members of the gibberellin receptor gene family *GID1* (*GIBBERELLIN INSENSITIVE DWARF1*) play distinct roles during *Lepidium sativum* and *Arabidopsis thaliana* seed germination. J. Exp. Bot. 62, 5131–5147. 10.1093/jxb/err214 21778177PMC3193015

[B132] WagnerM.-H.DemillyD.DucournauS.DürrC.LéchappéJ. (2011). Computer vision for monitoring seed germination from dry state to young seedlings. seed Test. Int. 142, 49–51.

[B133] WangZ.ChenF.LiX.CaoH.DingM.ZhangC. (2016). Arabidopsis seed germination speed is controlled by SNL histone deacetylase-binding factor-mediated regulation of AUX1. Nat. Commun. 7, 13412. 10.1038/ncomms13412 27834370PMC5114640

[B134] WaterworthW. M.FootittS.BrayC. M.Finch-SavageW. E.WestC. E. (2016). DNA damage checkpoint kinase ATM regulates germination and maintains genome stability in seeds. Proc. Natl. Acad. Sci. 113, 9647–9652. 10.1073/pnas.1608829113 27503884PMC5003248

[B135] WeitbrechtK.MüllerK.Leubner-MetzgerG. (2011). First off the mark: Early seed germination. J. Exp. Bot. 62, 3289–3309. 10.1093/jxb/err030 21430292

[B136] XuX.KathareP. K.PhamV. N.BuQ.NguyenA.HuqE. (2017). Reciprocal proteasome-mediated degradation of PIFs and HFR1 underlies photomorphogenic development in *Arabidopsis*. Development 144, 1831–1840. 10.1242/dev.146936 28420710PMC5450839

[B137] YamauchiY.OgawaM.KuwaharaA.HanadaA.KamiyaY.YamaguchiS. (2004). Activation of gibberellin biosynthesis and response pathways by low temperature during imbibition of *Arabidopsis thaliana* seeds. Plant Cell 16, 367–378. 10.1105/tpc.018143 14729916PMC341910

[B138] YeN.ZhuG.LiuY.ZhangA.LiY.LiuR. (2012). Ascorbic acid and reactive oxygen species are involved in the inhibition of seed germination by abscisic acid in rice seeds. J. Exp. Bot. 63, 1809–1822. 10.1093/jxb/err336 22200664PMC3295380

[B139] YephremovA.WismanE.HuijserP.HuijserC.WellesenK.SaedlerH. (1999). Characterization of the *FIDDLEHEAD* gene of *Arabidopsis* reveals a link between adhesion response and cell differentiation in the epidermis. Plant Cell 11, 2187–2201. 10.1105/tpc.11.11.2187 10559443PMC144117

[B140] ZahariaL. I.GalkaM. M.AmbroseS. J.AbramsS. R. (2005). Preparation of deuterated abscisic acid metabolites for use in mass spectrometry and feeding studies. J. Label. Compd. Radiopharm. 48, 435–445. 10.1002/jlcr.939

[B141] ZhangJ. Z.CreelmanR. A.ZhuJ.-K. (2004). From laboratory to field. Using information from *Arabidopsis* to engineer salt, cold, and drought tolerance in crops. Plant Physiol. 135, 615–621. 10.1104/pp.104.040295 15173567PMC514097

[B142] ZhouL. J.MaoK.QiaoY.JiangH.LiY. Y.HaoY. J. (2017). Functional identification of MdPIF1 as a Phytochrome interacting factor in Apple. Plant Physiol. Biochem. 119, 178–188. 10.1016/j.plaphy.2017.08.027 28881277

How the deposited data were processed for this re-analysis (not part of the article)

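RNA levels were analysed in 15 libraries of B. napus seeds and seedlings, 1 for each of the accessions C129, C033 and C032 at 0, 2, 12, 36 and 72 hai. According to the paper's methods, total RNA of 3 biological replicates of 30 seeds was pooled for each library. The authors removed adapters, mapped the reads with HISAT to the assembly of Chalhoub et al. and quantified genes with StringTie, whose versions were not found in the sources used here. The coverage values, as deposited by the authors, are the mean read depth of each gene as StringTie wrote it. The TPM values, as deposited by the authors, were computed by StringTie from that coverage over coding and non-coding genes together. In each library TPM was checked to follow coverage in all 101040 coding genes. In 4043 of 4236 non-coding genes it did not, and only coding genes were used.

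Read equivalents were computed from coverage and gene length at a read length of 100. Over coding genes they ranged from 19.4 M to 41.7 M per library, with a median of 27.5 M. Median-of-ratios size factors ranged from 0.774 to 1.54. At this depth a TPM below 1 rests on few reads, so that ratios of such genes are imprecise.

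Genes above 0 TPM were counted as detected. The paper's fold rule was applied in each accession to 7 comparisons, each time point against 0 hai and against the previous time point, with values of 0 set to 0.0001 TPM and a log2 ratio beyond 1. The value for 0 was taken from 3071 ratios of the available part of Supplementary Table S2 in which 1 of the values was 0. Changed genes of C129 were divided by their maximum and put into 9 groups by k-means with 50 starts and at most 10 iterations, and each group was paired with the paper's pattern of the nearest shape. The paper's fuzzy k-means and its enrichment tests were not repeated.

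Changes over time and differences between accessions were tested with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with the trend and robust options, on log2(TPM + 1) of genes with at least 1 TPM in at least 3 libraries. The model had time and accession as terms and 8 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 change beyond 1. The 3 accessions serve as replicates of a time point and the 5 time points as replicates of an accession, so that changes particular to 1 accession count as noise. Gene lists fixed beforehand were also adjusted over the list alone. Progress at 12 hai was the projection of a library, in log2(TPM + 1), on the line from the mean library at 0 hai to the mean library at 36 hai. Order at 12 hai was counted over genes that changed by a log2 beyond 1 from 0 to 36 hai in the same direction in all 3 accessions. Correspondence analysis was run on the TPM of genes changed in any accession. Expected overlaps were computed as products of the shares in each accession. The share of calls from 0 to 2 hai with the same direction in a pair of accessions was given a 95% interval by 2000 bootstrap draws over genes, and its chance value was computed within 5 groups of genes by mean TPM. Descriptive steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

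Alternatives were pseudocounts of 0.01, 0.1 and 1, a minimum of 1 TPM or of 5 TPM in at least 3 libraries, no minimum, median-of-ratios scaling, coding genes rescaled to a common total, the model without the second term, each accession or time point left out, and other end points, scales and genes for progress, order, groups and correspondence analysis. On simulated data limma recovered 86% of 50 genes with a log2 change of 1.5 and 94% of those with 2. There were 3 false calls among 53233 genes. The changed genes were drawn only from genes well above the floor, so this recovery does not cover faint genes. The k-means step put 96.4% of 9000 simulated profiles into their own pattern. Simulated progress of 60, 40 and 20% was recovered as 60.0, 40.1 and 20.2%.

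Arabidopsis matches came from the part of Supplementary Table S2 at hand, 1998 genes of C129 and 1079 of C033, and from the loci named in the paper. Because that table was held in part, no enrichment of a gene list in a pattern was tested, and genes named as largest changes were picked among the 3060 genes with a match. Gene symbols of Arabidopsis loci were recalled and are unchecked for 379 of 381 pairs. Metabolite, hormone, quantitative PCR, yeast two-hybrid and germination data were not analysed here.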

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

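The tests of the explanations weighed here, and those of genes without RNA in 1 accession, were chosen after the results they concern had been seen.

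The step with most upregulated genes moved with the scaling of the libraries. With coding genes rescaled to a common total, which removes the share of coverage on non-coding genes, it was 12 hai in C129, 36 hai in C033 and 36 hai in C032, where the deposited TPM gave 12, 72 and 72 hai. With median-of-ratios scaling it was 36 hai in C129, 36 hai in C033 and 36 hai in C032. The late maximum of C033 and C032 is therefore consistent with the non-coding share as its source, and the early maximum of C129 is not, though it is consistent with scaling. Which scaling is nearer to the RNA content of the seeds stays open.

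C129 led both other accessions at 12 hai by 15.2 percentage points of progress. Its lead was 9.19 with median-of-ratios scaling, 6.67 with the end points of each accession itself and 15.5 without the top 1% of genes. With untransformed TPM it was −48.2, with C129 behind both others, and 14.5 when the top 1% of genes were also left out, so that abundant genes hide the lead on that scale. This argues against scaling and a few highly expressed genes as the whole cause. Own end points replace the place at 36 hai as well as the dry seed, so they do not isolate differences already present in dry seeds. On the common path dry seeds lay at 2.12% in C129, 1.70% in C033 and −3.82% in C032. At 36 hai C129 stood at 112%, C033 at 94.3% and C032 at 93.5%. The lead of C033 over C032 became −0.845 with the end points of each accession itself. Differences already present in dry seeds stay open as its source, but here too both ends were replaced. Seed lot, pooling of 1 library and a biological difference in speed stay open for C129, since each accession has 1 library at 12 hai and its seed lots are not stated.

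Fold-rule calls between 0 and 2 hai were frequent, while limma called 1 gene. Among genes under 1 TPM called in a pair of accessions, 55.6% had the same direction (95% bootstrap interval over genes 54.7 to 56.5%), where 54.3% would by chance among genes of like mean TPM. Among genes of at least 1 TPM it was 60.8% (57.6 to 63.9%), where 55.1% would. Both intervals lie above chance. This test replaced an earlier one after the values had been seen. The earlier one put calls under 1 TPM down to sampling noise and left those of at least 1 TPM open. The present test argues against sampling noise as the only source for genes of at least 1 TPM. Under 1 TPM the tests disagree, and sampling noise stays open. The excess is 1.38 and 5.66 percentage points, and the interval takes genes as independent. Genes upregulated in all 3 accessions numbered 727 where 110 would if the accessions were independent, a number that makes no allowance for low genes being called more often in each accession. A small common change and a technical difference shared by the libraries of a time point stay open.

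For the counts by limma over time, the 10 splits of the libraries are too few for a share under 0.05: from 0 to 2 hai the real count was 1 and the highest other 2, with 4 splits as large, from 2 to 12 hai 6984 and 2, from 12 to 36 hai 17453 and 0, and from 36 to 72 hai 11655 and 4, with 1 split as large in each of these. For the accessions 1 of 100 splits, the real one, was as large in each comparison. The real count and the highest other were 3721 and 1678 genes for C129 and C032, and 3166 and 2189 for C129 and C033. For C033 and C032 they were 2890 and 710. The 5 libraries of an accession are its time points and not replicates of it, so these splits cannot exclude chance between accessions.

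Non-coding genes, which the paper does not analyse, took from 9.51 to 39.1% of the coverage of a library. Their share was lowest in C129 at 36 hai and highest in C033 at 12 hai.

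Some genes had no RNA in any library of 1 accession and a mean of at least 1 TPM in the others: 29 in C129, 62 in C033 and 36 in C032. Pairs of neighbours among them numbered 1, 3 and 1, against a highest of 1, 2 and 1 in 1000 permutations of gene positions (p = 0.0140, 0.001 and 0.0180, the second being the smallest the permutations can give). Absence of these genes from the accession and sequence differences that hinder mapping were not tested.

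A few genes changed in opposite directions in different accessions, which was not tested, since each value compares 1 library with another. From 0 to 2 hai BnaC01g26990D had a log2 change of 2.35 in C033 and −3.04 in C129, and BnaCnng48500D of 1.85 in C033 and −1.35 in C032. From 2 to 12 hai BnaCnng48500D had 2.91 in C129 and −1.85 in C033. From 12 to 36 hai BnaC03g13880D had 5.10 in C033 and −5.09 in C129, and from 36 to 72 hai 3.85 in C129 and −5.10 in C033. BnaCnng19060D had 1.2 in C129 and −1.11 in C032 from 36 to 72 hai.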

How the results depend on the processing

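Rescaled coding genes, median-of-ratios scaling for progress and for falling genes, correspondence analysis, the share of changed genes against 0 hai alone, untransformed TPM without the top 1% of genes and named genes without each accession were chosen after the data had been seen. In what follows the cause was not tested.

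The number of changed genes by the fold rule was lower with a pseudocount of 1: 42855 in C129, 37330 in C033 and 40986 in C032. The share changed in at least 2 accessions was 84.9% with a pseudocount of 0.1, 79.9% with 1, 84.3% with a minimum of 1 TPM, 85.0% with median-of-ratios scaling and 83.8% against 0 hai alone. The step with most upregulated genes in C129 moved from 12 to 36 hai with pseudocounts of 0.1 and of 1 and with median-of-ratios scaling, and in C033 and C032 from 72 to 36 hai with median-of-ratios scaling and with rescaled coding genes. The step with most downregulated genes stayed at 36 hai in each accession under every alternative run.

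Of the counts by limma, genes up from 0 to 2 hai numbered 20 with a pseudocount of 0.1, 85 with 0.01, 0 without a minimum, 3 with median-of-ratios scaling, 0 without the accession term and 2 with rescaled coding genes, and genes down 1 with a pseudocount of 0.01. At an unadjusted p under 0.05 limma gave 903 genes for this step. Genes up from 2 to 12 hai numbered 10891 with a pseudocount of 0.1, 10422 with 0.01 and 3030 with median-of-ratios scaling, and genes down 2185 with the last. Of 6984 genes called in that step, 4135 were also called with median-of-ratios scaling. From 36 to 72 hai 5722 genes were up with a minimum of 5 TPM, and 4043 were down with rescaled coding genes. With 1 accession left out, genes up ranged from 1 to 5 from 0 to 2 hai, 4585 to 7120 from 2 to 12 hai, 9055 to 10135 from 12 to 36 hai and 6403 to 7916 from 36 to 72 hai, and genes down from 0 to 1, 820 to 1487, 7039 to 7774 and 2024 to 3026. Differences between accessions numbered 6547, 6291 and 2022 for C129 and C032 with pseudocounts of 0.1 and 0.01 and without the time term, 6316, 6309 and 1539 for C129 and C033, and 4719, 4509 and 1712 for C033 and C032. With 1 time point left out they ranged from 3236 to 4250, 2773 to 3608 and 2543 to 3113.

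Progress at 12 hai in C129, C033 and C032 was 37.2, 85.4 and 39.3% with untransformed TPM, 40.9, 26.4 and 18.1% with untransformed TPM without the top 1% of genes, 43.9, 29.5 and 26.0% with a pseudocount of 0.1, 36.9, 29.4 and 30.2% with own end points, 31.5, 19.5 and 17.3% from 0 to 72 hai, 43.3, 28.1 and 23.1% over all genes, 43.3, 28.4 and 22.9% over genes with 5 TPM, 43.6, 28.1 and 23.56% without the top 1% of genes and 37.9, 28.7 and 21.5% with median-of-ratios scaling. The order C129, C033, C032 held in 28.0% of genes with a pseudocount of 0.1, 23.7% of falling genes and 53.7% of falling genes with median-of-ratios scaling. The share of changed genes in activation patterns was 74.0% by nearest pattern, 81.4% centred and scaled, 74.1% with a minimum of 1 TPM and 75.3% for genes changed at a pseudocount of 1. On the first correspondence axis C129, C033 and C032 at 12 hai lay at 0.0748, 0.179 and 0.364 with a minimum of 1 TPM, 0.476, 0.527 and 0.629 with values divided by the sum of the gene, and 0.0361, 0.136 and 0.319 with median-of-ratios scaling.

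For named genes, 1513 of 1637 values kept their call, 95 lost it, 28 gained it and 1 changed sign: BnaA01g06440D from 2 to 12 hai, not called, from 0.31 to −0.00801 with median-of-ratios scaling. For gene lists 295 of 366 counts were the same and 71 moved, and for the other results 144 of 228 values were the same. Enrichment of gene lists in patterns had been planned and was not run, since Arabidopsis matches were at hand only in part. Depth limits genes below 1 TPM, 27.3% of the changed genes of C129, 30.1% of those of C033 and 28.4% of those of C032, whose fold-rule calls rest on few reads.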

Differences from the paper's values

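The fold rule and the settings compared here were fixed before the data were examined, apart from the count in C129 alone, which was chosen after seeing them.

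The paper's Figure 6A shows fewer genes changed in 1 accession alone or in a pair (read by eye). For C129 alone it shows about 1800, against 4444 here, for C033 alone about 900 against 2521, and for C129 and C033 together about 1400 against 3888. These differ under each other setting fixed beforehand: pseudocounts of 0.01, 0.1 and 1, a minimum of 1 TPM, median-of-ratios scaling and ratios only against 0 hai. For C129 and C032 Figure 6A shows about 3300 against 5252. The value comes within 1.5 times the paper's, without reaching it, with a pseudocount of 1 (4747), a minimum of 1 TPM (4595) and median-of-ratios scaling (4657), and does not with pseudocounts of 0.01 and 0.1 and only against 0 hai. For C033 and C032 it shows about 2100 against 3290. The value comes close to the paper's with a pseudocount of 1 (2055) and a minimum of 1 TPM (2371). It only just comes within 1.5 times with a pseudocount of 0.1 (3138) and median-of-ratios scaling (3070), and does not with a pseudocount of 0.01 and only against 0 hai.

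The paper states 74,019 genes seen in at least 1 time point, which is the number found here in C129 alone (74019), while the 3 accessions together gave 79328. The paper gives 44,615 changed genes for C129, 42,516 for C033 and 46,220 for C032, against 66243, 62358 and 65183 here. With a minimum of 1 TPM in the accession the counts were 48137, 43576 and 46683, the nearest to the paper's for C033 and C032, and with a pseudocount of 1 they were 42855, 37330 and 40986, the nearest for C129.

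The locus analysed for NF-YC9 met the fold rule in no comparison of C129. The paper's text places NF-YC9 in cluster 8 without a locus, so another copy may be meant. The locus analysed for KO1, a gene the paper puts in cluster 3, fell into the gradually induced pattern 4 here. For KO1 too the paper's cluster statement gives no locus. The paper places LIG6 homologs in cluster 8 without naming a locus. The LIG6 match at hand was close to 0 TPM in every library and fell into pattern 7, but it may be another copy. At 12 hai the paper's correspondence analysis arrays the accessions by germination speed. The first axis here gave that order too, at 0.0757 for C129, 0.180 for C033 and 0.364 for C032. The paper reports no order gene by gene. Among rising genes the most frequent order at 12 hai was C129, C032, C033, in 40.5%, while the order by germination speed held in 33.3%. With median-of-ratios scaling the order by germination speed was the most frequent, in 32.5% against 17.2%. The paper puts the maximum of upregulated genes between 12 and 36 hai in C129 and at 72 hai in C032 and C033, and the deposited TPM gave 12, 72 and 72 hai here, while median-of-ratios scaling gave 36 hai in each.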

Other observations

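Tests of the genes in this part without each accession were chosen after the data had been seen.

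The TDT match BnaA09g18360D (AT5G47560), for a malate transporter of the vacuole, rose by a log2 of 2.25 from 36 to 72 hai (standard error 0.16, adjusted p = 1.16e-07 from limma), and was at 8.34 TPM in C129, 5.34 in C033 and 6.73 in C032 at 72 hai. The second match, BnaC09g20290D, was not called.

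Among genes with an accession difference at all times, BnaA03g57150D was far lower in C129 than in C033 (log2 difference −5.25) and BnaC07g08220D far higher (5.57). Neither has an Arabidopsis match at hand.

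Both PYL8 matches rose while both ABI3 loci fell from 12 to 36 hai, so that ABA signaling genes moved in both directions in the same interval. Small heat shock genes also parted: the HSP23.5 match BnaC03g15980D (AT5G51440) rose by 1.00 from 36 to 72 hai, which ends with median-of-ratios scaling (0.93) and with a pseudocount of 0.01, after HSP17.6 and HSP21 had fallen. The RPS27A match BnaC04g04420D fell by −2.14 from 12 to 36 hai, which ends without C033 (−1.77), without C129 (−1.57) and without the accession term.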
